# Molecular and functional profiling of cell diversity and identity in the lateral superior olive, an auditory brainstem center with ascending and descending projections

**DOI:** 10.3389/fncel.2024.1354520

**Published:** 2024-05-23

**Authors:** Ayse Maraslioglu-Sperber, Erika Pizzi, Jonas O. Fisch, Kathrin Kattler, Tamara Ritter, Eckhard Friauf

**Keywords:** patch-seq, lateral superior olive (LSO), olivocochlear system, Single-cell RNA sequencing, biophysical properties, sound localization

## Abstract

The lateral superior olive (LSO), a prominent integration center in the auditory brainstem, contains a remarkably heterogeneous population of neurons. Ascending neurons, predominantly principal neurons (pLSOs), process interaural level differences for sound localization. Descending neurons (lateral olivocochlear neurons, LOCs) provide feedback into the cochlea and are thought to protect against acoustic overload. The molecular determinants of the neuronal diversity in the LSO are largely unknown. Here, we used patch-seq analysis in mice at postnatal days P10-12 to classify developing LSO neurons according to their functional and molecular profiles. Across the entire sample (*n* = 86 neurons), genes involved in ATP synthesis were particularly highly expressed, confirming the energy expenditure of auditory neurons. Two clusters were identified, pLSOs and LOCs. They were distinguished by 353 differentially expressed genes (DEGs), most of which were novel for the LSO. Electrophysiological analysis confirmed the transcriptomic clustering. We focused on genes affecting neuronal input–output properties and validated some of them by immunohistochemistry, electrophysiology, and pharmacology. These genes encode proteins such as osteopontin, Kv11.3, and Kvβ3 (pLSO-specific), calcitonin-gene-related peptide (LOC-specific), or Kv7.2 and Kv7.3 (no DEGs). We identified 12 “Super DEGs” and 12 genes showing “Cluster similarity.” Collectively, we provide fundamental and comprehensive insights into the molecular composition of individual ascending and descending neurons in the juvenile auditory brainstem and how this may relate to their specific functions, including developmental aspects.

## Introduction

Brain areas are composed of highly heterogenous cell populations with diverse structure and function. An extensive knowledge about individual cell types is required to better understand the functional organization of neural systems at different levels. Over the past two decades, next-generation RNA sequencing (RNA-seq) has paved new roads to investigate the molecular determinants of cellular diversity (Macaulay and Voet, 2014; Svensson et al., 2018). In the present study, we took advantage of recent advances in RNA-seq technologies and employed patch-seq, a powerful multi-modal single-cell approach, to decipher the biophysical and transcriptomic determinants of neuronal heterogeneity in the lateral superior olive (LSO). The LSO is a conspicuous brainstem nucleus receiving and analyzing binaural input. It contains neurons in the ascending and the descending pathway, namely principal neurons (pLSOs) and lateral olivocochlear neurons (LOCs). pLSOs are involved in sound localization, whereas LOCs enable the central auditory system (CAS) to directly control the cochlear periphery (reviews: Friauf et al., 2019; Yin et al., 2019; Owrutsky et al., 2021).

pLSOs amount to almost $\frac{3}{4}$ of all LSO neurons (Helfert and Schwartz, 1986, 1987; Franken et al., 2018), whose number slightly exceeds 1,600 in mice (Hirtz et al., 2011). By performing a subtraction-like process of excitatory and inhibitory input signals from the ipsi- and contralateral ear, respectively, pLSOs detect interaural level differences (Tollin, 2003). The main inputs are in strict tonotopic register and are glutamatergic, respectively, glycinergic with modulatory GABAergic inputs (Fischer et al., 2019). Collectively, these inputs are tuned for fast and precise synaptic transmission, even during sustained high-frequency stimulation (Krächan et al., 2017; Müller et al., 2022). pLSOs in mice have fusiform somata with a surface area of ~130 μm^2^ (Williams et al., 2022). For juvenile mice, an input resistance (R_in_) of 96 MΩ, a resting potential (V_rest_) of −64 mV, and a membrane capacitance (C_m_) of 11 pF have been reported (Sterenborg et al., 2010). Another study found 70 MΩ, −57 mV and 22 pF for mouse LSO neurons in general (Leao et al., 2006). A striking feature of pLSO neurons is a prominent inward current (I_h_) which is mediated through hyperpolarization-activated and cyclic nucleotide-modulated (HCN) channels (Leao et al., 2006; Sterenborg et al., 2010).

Two subpopulations of pLSOs can be distinguished by their intrinsic firing pattern *in vitro* (rats: Barnes-Davies et al., 2004). In mice, the first subtype, termed single spiking (Sterenborg et al., 2010) or onset-burst pLSOs (Haragopal and Winters, 2023), fires 1–5 action potentials (APs) of short latency during prolonged depolarization. The second pLSO subtype fires throughout the duration of the stimulus and has been termed multiple firing (Sterenborg et al., 2010) or multi-spiking (Haragopal and Winters, 2023).

pLSO neurons send ipsilateral, glycinergic projections to the intermediate nucleus and the dorsal nucleus of the lateral lemniscus (INLL, DNLL) as well as the central nucleus of the inferior colliculus (CNIC) (Figure 1A; Friauf et al., 2019; Mellott et al., 2022). pLSOs also give rise to contralateral, mainly glutamatergic projections terminating in the DNLL and CNIC (Saint Marie et al., 1989; Saint Marie and Baker, 1990; Glendenning et al., 1992; Fredrich et al., 2009; Abraham et al., 2010). As recently reported, both projection types contribute relatively equally to the pLSO output in mice (Haragopal et al., 2023).

**Figure 1:**
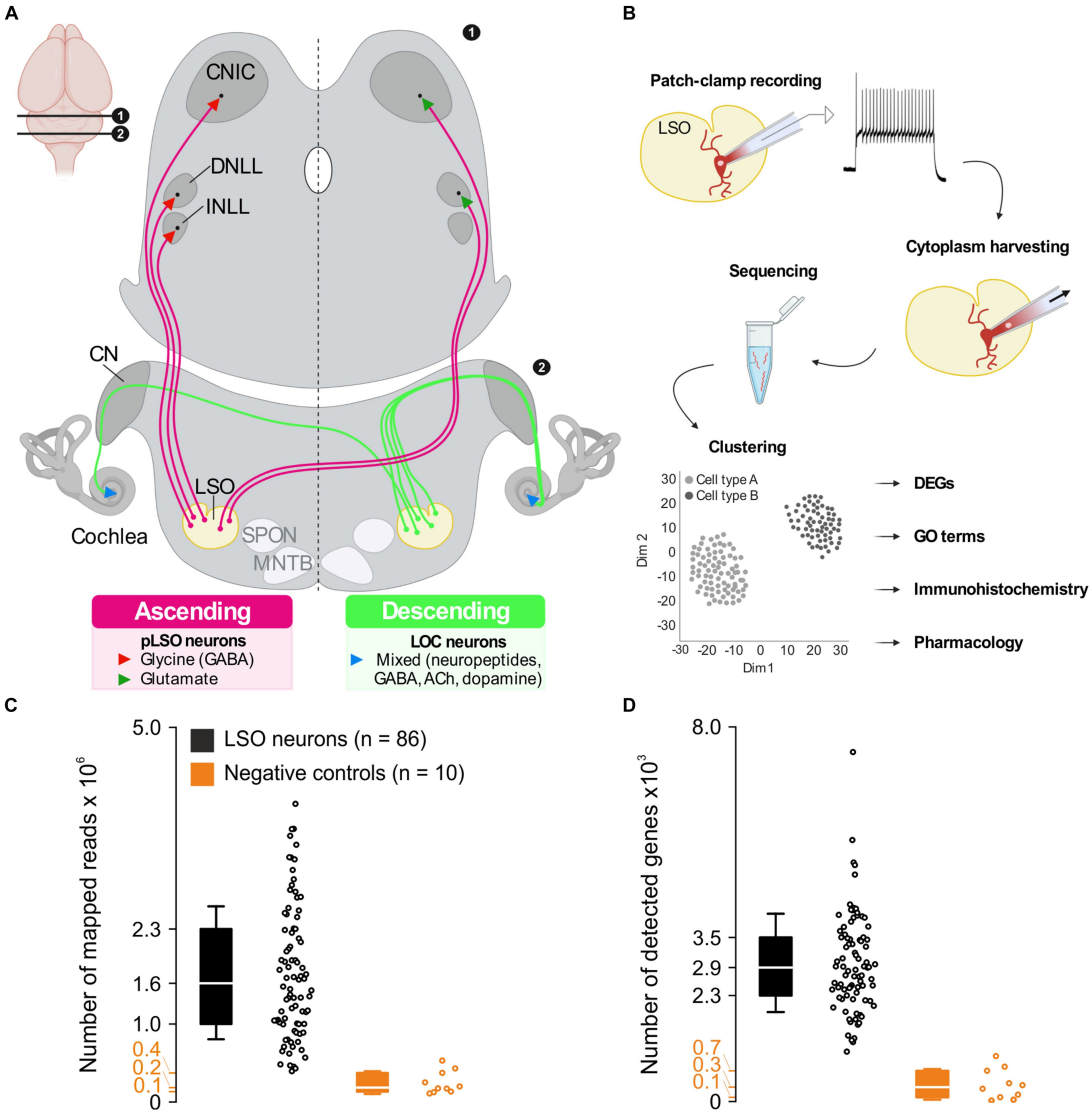
*A priori* quality checks result in 86 LSO patch-seq neurons of sufficient quality. **(A)** Ascending projections (left) and descending projections (right) of LSO neurons. Inset (top left) depicts position of coronal sections in the brain. **(B)** Patch-seq workflow. Whole-cell patch-clamp experiments were performed to assess electrophysiological properties, followed by cytoplasm harvesting. The cytoplasm was used for cDNA library synthesis and sequencing. After processing sequencing reads, unsupervised clustering was done to identify neuron types, and further analyses were performed to characterize these neuron types. **(C)** Number of mapped reads from 86 LSO neurons of sufficient quality and 10 neurons from negative controls (black and orange, respectively). **(D)** As **(C)**, but for detected genes. CN, cochlear nuclear complex; CNIC, central nucleus of the inferior colliculus; DNLL, dorsal nucleus of the lateral lemniscus; INLL, intermediate nucleus of the lateral lemniscus; LSO, lateral superior olive; MNTB, medial nucleus of the trapezoid body; SPON, superior paraolivary nucleus. See also Supplementary Figures S1, S2. In these and all subsequent box plots, center line marks median (Q2), box limits mark first and third quartile (Q1 and Q3), and whiskers represent standard deviation (SD).

*LOCs* are the second major neuron type in the LSO. They form one of the two branches of efferent projections of the auditory system, the second branch being composed of medial olivocochlear neurons (MOCs, reviews: Brown, 2011; Guinan, 2011). Ontogenetically, LOCs and MOCs have a motoneuronal nature (Karis et al., 2001; Simmons, 2002). The efferent auditory system comprises ~470 neurons (mice), with LOCs exceeding MOCs by ~2-fold (Campbell and Henson, 1988). In mice, LOC somata are round and have a surface area of ~100 μm^2^ (Williams et al., 2022); (Suthakar and Ryugo, 2021, report ~140 μm^2^). Most LOC somata are intrinsic to the LSO and intermingled with pLSO somata (mice); few somata reside in a shell region surrounding the LSO (Wu et al., 2020; Williams et al., 2022).

Axons of LOCs are thin and unmyelinated (Brown, 2011). Virtually all (99%) project into the ipsilateral cochlea (Guinan, 2018). The axons make *en passant* synapses primarily on radial “dendrites” of type I auditory neurons, beneath the basal pole of inner hair cells (Warr et al., 1997; Simmons, 2002). A minority of LOCs contact inner hair cells directly (Liberman, 1990; Sobkowicz and Slapnick, 1994; Sobkowicz et al., 1997). Furthermore, LOCs may project to the ventral cochlear nucleus (Ryan et al., 1990) and have axon collaterals terminating in the LSO itself and slightly outside (Brown, 1993). In line with the unmyelinated nature of their axons, peripheral effects of LOC activity are slower than MOC effects and occur over minutes. LOCs likely modulate auditory nerve fiber activity in a reflex manner (Guinan, 2011) and protect the cochlea against noise-induced hearing loss (Darrow et al., 2007; Fuchs and Lauer, 2019).

Like pLSOs, LOCs receive excitatory and inhibitory inputs, yet with longer latencies and slower kinetics (review: Friauf et al., 2019). They differ from pLSOs in several biophysical properties. For instance, they display a regular firing pattern in response to depolarizing current pulses injected *in vitro*, whereby the first AP occurs with a substantial and variable delay (25–180 ms; Adam et al., 1999). In contrast to pLSOs, LOCs lack I_h_ currents, but they exhibit prominent low-threshold and rapidly activating and inactivating transient outward K^+^ currents. By counteracting depolarizing effects of excitatory synapses, these currents are key determinants of synaptic integration and repetitive AP activity (Rothman and Manis, 2003; Manis, 2008). In accordance with their relatively small somata (Williams et al., 2022), mouse LOCs have an exceptionally low C_m_ (6 pF) (Sterenborg et al., 2010). The authors also reported a very high R_in_ (~300 MΩ) and a relatively positive V_rest_ (−43 mV). Low C_m_ values in LOCs were also obtained by Fujino et al. (1997) and Leijon and Magnusson (2014) (mouse, 15 pF; rat, 40 pF).

The neurochemistry of LOCs is complex. They are predominantly cholinergic but also contain various other transmitters (reviews: Brown, 2011; Sewell, 2011). In mice, GABAergic markers have been described in all cochlear LOC fibers (Maison et al., 2003). A smaller, non-cholinergic fraction of LOCs is dopaminergic (Eybalin et al., 1993; Gil-Loyzaga, 1995; Safieddine et al., 1997; Darrow et al., 2006). Besides these classical transmitters, several neuromodulators have been described, including calcitonin-gene-related peptide (CGRP) (Kresse et al., 1995; Maison et al., 2003; Wu et al., 2018; summaries: Robertson and Mulders, 2000; Le Prell et al., 2021), urocortin (Vetter et al., 2002; Kaiser et al., 2011), and opioid peptides such as dynorphin (Le Prell et al., 2014) or enkephalins (Eybalin, 1993; Safieddine et al., 1997). A cholinergic LOC may co-contain CGRP and opioids, and various opioids can co-localize as well (Altschuler et al., 1988; Safieddine et al., 1997; Frank et al., 2023). Therefore, LOCs belong to the growing category of multi-transmitter neurons. Taken together, LOCs, despite being only a few, dynamically fine-tune auditory nerve activity via the release of excitatory and inhibitory transmitters (Groff and Liberman, 2003). The functions of LOCs in hearing, however, are virtually unknown (Romero and Trussell, 2022). They are much less explored than MOCs, and many issues are still under investigation (Kitcher et al., 2022). For example, direct evidence that LOCs respond to sound is still missing (Fuchs and Lauer, 2019).

Previous research has primarily focused on the electrophysiological properties and differentiation of neurons in the LSO. Some studies explored the molecular determinants influencing these electrophysiological properties but used now outdated techniques such as serial analysis of gene expression (SAGE) (Koehl et al., 2004; Nothwang et al., 2006) or microarrays (Ehmann et al., 2013; Xiao et al., 2013). These methods have not been able to achieve single cell resolution, which is critical in heterogeneous nuclei such as the LSO. Recently, Frank et al. (2023) presented transcriptomic single-cell transcriptomic results for LOC neurons but not for pLSO neurons. Here, we combined electrophysiology and transcriptomics using the patch-seq technique to assess functional and molecular diversity in individual LSO neurons of juvenile mice. We functionally characterized cell types in brain slices, harvested the cytoplasm and performed genome-wide expression profiling. Our goal was to identify molecular determinants of cellular heterogeneity and similarity in the LSO. We identified two clusters, pLSOs and LOCs. Differential expression was found for 353 genes, including known and novel cell type-specific markers. In particular, Kv channel subunits were intensively analyzed. Our comprehensive study identified complex molecular fingerprints at the single-cell level, paving the way for a variety of follow-up studies.

## Methods

### Animals and ethical approval

Animal breeding and experiments were approved by the regional councils of the Land Rhineland-Palatinate according to the German Animal Protection Law (TSchG §4/3) and followed the guidelines for the welfare of laboratory animals. C57BL/6 J mice were bred in the animal facilities of the University of Kaiserslautern, and both sexes were analyzed at postnatal day (P) 11 ± 1, i.e., around hearing onset.

### Brainstem slices preparation and electrophysiology

RNase-free solutions were prepared, and equipment was cleaned as described (Cadwell et al., 2017). Coronal brainstem slices were prepared (Hirtz et al., 2011) and *in vitro* electrophysiology was performed as described (Müller et al., 2019). Briefly, slices were perfused with ASCF (in mM: 125 NaCl, 2.5 KCl, 1 MgCl_2_, 1.25 NaH_2_PO_4_, 2 sodium pyruvate, 3 *myo*-inositol, 0.44 L-ascorbic acid, 25 NaHCO_3_, 10 D-glucose, 2 CaCl_2;_ pH 7.4 when oxygenated with carbogen). Whole-cell patch-clamp recordings from LSO neurons were performed at 36.5 ± 1°C. Patch pipettes were filled with internal solution (in mM: 140 potassium gluconate, 10 HEPES, 5 EGTA, 1 MgCl_2_, 2 Na_2_ATP, 0.3 Na_2_GTP). The internal solution contained 0.8% RNase inhibitor (Invitrogen). The liquid junction potential was 15.4 mV and was corrected online.

#### Current clamp

V_rest_ values are an average over a 30-s period (sample frequency 5 kHz, otherwise 50 kHz). The initial phase of the hyperpolarizing response to a − 200-pA, 200-ms current pulse was fitted mono-exponentially (OriginPro 9.1, OriginLab) to determine the membrane time constant (τ_m_). Current pulses with increasing amplitude (−200–1,000 pA, in 50-pA steps, 200 ms) were used to approximate rheobase, determine AP latency at rheobase, firing pattern (150 pA above rheobase) and voltage sag (at −200 pA). Triangular current pulses (rise to peak 1.5 ms, decay to baseline 3.5 ms, 10 repeats) were injected to determine AP amplitude, threshold, halfwidth, and peak latency. AP halfwidth was measured at 50% of the AP peak amplitude from baseline.

#### Voltage clamp

A 200-ms negative voltage step from the holding potential (V_hold_; −70 mV) to −75 mV was applied to determine series resistance (R_s_) and R_in_ (sampled at 20 kHz). Membrane currents were recorded for 1 min at V_hold_. Peak amplitudes of spontaneous postsynaptic currents (sPSCs) and their kinetics (10–90% rise time, 100–37% decay time constant τ_decay_) were determined at V_hold_ and analyzed using Mini Analysis 6 (Synaptosoft). With a Cl-reversal potential of −112 mV, inhibitory sIPSCs were outward currents. Thus, they could be easily distinguished from excitatory sEPSCs which were inward currents. For each neuron, 100 sIPSCs and 100 sEPSCs were averaged. Data analysis was performed using custom-written IgorPro 6 and IgorPro 8 routines (WaveMetrics), and Clampfit 10 (Molecular Devices). Data visualization was performed using IgorPro, OriginPro 9.1, and CorelDRAW Graphics Suite 2019 (Corel Corporation).

### Cytoplasm harvesting

Electrophysiological characterization was limited to ~10–15 min to minimize mRNA degradation. Total RNA was then extracted into the patch pipette by gently aspirating the neuronal cytoplasm. Shrinkage of the soma and entry of the nucleus into the pipette were visually monitored under DIC optics (Supplementary Figures S1A1–A3). After successful harvesting, atmospheric pressure was restored and the pipette was slowly removed from the soma (Supplementary Figure S1B). In case of contamination of the pipette by extracellular material, absence of a membrane patch at the tip of the pipette, or soma swelling, samples were discarded (Supplementary Figures S1C1,C2,D1,D2). The contents of the pipette were collected in a reaction tube containing 2 μL lysis buffer, 0.2% Triton-X, ERCC RNA Spike-In Mix (Invitrogen, 1:400,000 dilution) and RNase inhibitor. Samples were stored at −80°C and processed further *en bloc* (library preparation and sequencing). From a total of 263 patched neurons, 103 were retained for further analysis. Ultimately, 86 neurons passed the RNA quality control (see below). One negative control was collected per experimental day. A pipette filled with internal solution was moved so that its tip touched the slice. It was then withdrawn, and the contents of the pipette were processed as for harvested cells.

### Library preparation and sequencing

Double-stranded cDNA was generated as described, with minor modifications (Picelli et al., 2013). Briefly, 1 μL of 10 mM dNTPs and 0.5 μL of Oligo-dT primer (Supplementary Table S1) were added to each sample, and samples were incubated at 72°C for 3 min and immediately placed on ice. Reverse transcription was performed using 0.5 μL SuperScript II RT (200 U/μL, Invitrogen) supplemented with 0.25 μL RNasin (40 U/μL, Promega), 2 μL Superscript II first-strand buffer (5x), 0.48 μL 100 mM DTT, 2 μL 5 M betaine, 0.12 μL 0.5 M MgCl_2_, 0.1 μL 100 μM template-switching oligonucleotide and 0.25 μL nuclease-free water. Incubation was performed at 42°C for 90 min, followed by 10 cycles at 50°C for 2 min and another incubation step at 42°C for 2 min. Enzyme inactivation was achieved by incubation at 70°C for 15 min. cDNA was pre-amplified by adding 12.5 μL KAPA HiFi HotStart ReadyMix PCR Kit (Roche), 0.25 μL IS PCR primer and 2.25 μL nuclease-free water with these thermocycling conditions: 98°C for 3 min, 18 cycles at 98°C for 20 s, 67°C for 15 s, 72°C for 6 min and final elongation at 72°C for 5 min. cDNA was purified using 0.8 X Ampure XP Beads (Beckman Coulter) and elution in 7 μL RNase free water. Quality control of randomly selected cells was assessed on an Agilent Bioanalyzer using the HS DNA Kit. On average, 450 pg. of cDNA was used as input for dual-indexed Nextera XT library preparation (Illumina). A total of 9 cycles of library amplification were performed according to the manufacturer’s recommendations. All individual single-cell libraries were pooled in equal amounts prior to purification of 100 μL pooled libraries with 1X Ampure XP Beads (Beckman Coulter) and final elution in 15 μL RNase-free water.

### Library quality control and next generation sequencing

Prior to sequencing, the library pool was quantified using the Qubit dsDNA HS Assay Kit (Invitrogen), and the fragment size distribution was checked using the High Sensitivity DNA Kit (Agilent) on an Agilent 2100 Bioanalyzer. The library pool was additionally quantified with the PerfeCTa NGS Quantification Kit (Quanta Biosciences) and normalized for clustering on a cBot (Illumina). Libraries were sequenced on a HiSeq2500 (Illumina) using dual index reads with 88 bp read length.

### Processing and analysis of single-cell RNA-seq data

Initial quality control of the raw data was performed using FastQC.^1^ Reads were trimmed using Trim Galore! (v0.4.2)^2^ to remove 3′ ends with base quality below 20 and adapter sequences. Reads were aligned to the mouse genome mm10 using STAR (Dobin et al., 2013, v2.5.2a) with a 2-pass mapping strategy per sample. PCR duplicates were detected using MarkDuplicate from the Picard tools (version 1.115).^3^ Reads aligned to mm10 were summarized to Gencode annotation vM2 (Harrow et al., 2012) using featureCounts (Liao et al., 2014, v1.5.0-p3) and counting primary alignments only (Li and Dewey, 2011, v1.3.1).

For quality control, filtering, and normalization of single-cell RNA-seq (scRNA-seq) data, we used the *SingleCellExperiment* R package (version 1.8.0, Amezquita et al., 2020) and the *scran* package (version 1.14.6; Lun et al., 2016) on Bioconductor. The deconvolution method was used to remove cell-specific library size biases, and size factors were calculated for each library using the *ComputeSumFactors* function. Of 103 aspirated cells, 17 (~16%) were discarded due to poor sequencing quality, leaving 86 neurons. Poor quality cells had >3 median absolute differences below the median for number of counts or number of transcripts. Genes with an average of at least one count in at least 5% of the neurons qualified for downstream analysis, resulting in 11,659 expressed genes. Transcripts per million (TPM) values were calculated by normalizing for gene length and sequencing depth (Zheng et al., 2020). The top 500 highly expressed genes were selected for Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis using gene set enrichment analysis (GSEA) performed with DAVID 2021 (Huang et al., 2009; Sherman et al., 2022).

Clustering was performed using SC3 (Kiselev et al., 2017) and Seurat (Satija et al., 2015). Principal component analysis (PCA) was performed using the Seurat function *RunPCA* (Lun et al., 2016). Normalized log_2_-transformed highly variable gene (HVG) counts were used as input. t-Distributed Stochastic Neighbor Embedding (tSNE) (Kobak and Berens, 2019) plots were generated with *RunTSNE*.

DEGs were detected using the *findMarkers* function from the *scran* package, which uses a *t*-test by default. A gene was defined as a DEG if the normalized count showed a ≥ 2-fold upregulation (log_2_FC ≥ 1) and a false discovery rate (FDR) ≤ 0.05 (-log_10_FDR ≤ 1.3). DEGs were ranked by their Area Under the Receiver-Operating Characteristic curve (AUROC). DEGs were also selected for Gene Ontology (GO) enrichment analysis using GSEA performed with DAVID 2021. GO terms were condensed using REVIGO (Jiang and Conrath algorithm) (Supek et al., 2011). UpSet plots were generated using the UpSetR package (v.1.4.0) (Conway et al., 2017).

#### Super DEGs and cluster similarity

DEG analysis is a widely used method for assessing differences between samples. However, at least one pitfall is associated with very low expression levels. A gene may qualify as a DEG even if the average expression level in the two samples is very low (e.g., *Scn4b*|Navβ4, DEG#173 in pLSO, showed 1.5 vs. 0.0 TPM; Supplementary Figure S8A and Supplementary Table S6). To account for this caveat, we applied a more stringent approach and condensed the DEGs that showed an expression level of ≥10 TPM in ≥1 cluster. If the normalized counts differed ≥4-fold (log_2_FC ≥ 2), these DEGs were defined as “Super DEGs.” In addition, we used the same “≥10 TPM in ≥1 cluster” criterion to determine “Cluster similarity,” defined as ≤2-fold difference between clusters (log_2_FC ≤ 1). We further assessed Cluster similarity by using the overlapping index (OI), a means to quantify the similarity of datasets in terms of their distributions (*cf.* chapter” Super DEGs and Cluster similarity between pLSOs and LOCs”; OI = 0 → no overlap, OI = 1 → perfect overlap; Pastore and Calcagni, 2019).

To make the data sets more explorable, we have added the file in Supplementary Table S6. It lists the complex gene expression profiles for each neuron and allows the user to interactively change the selection criteria, such as the TPM threshold, and to assess how the changes affect the percentage of cells expressing a gene.

### Data availability statement

The single-cell RNA sequencing data generated during this research project has been submitted to NCBI GEO and can be accessed using the accession number GSE241761.

### Immunohistochemistry

Lethally anesthetized mice (7% chloral hydrate, 0.01 mL/g body weight or 10% ketamine, 220 μg/g body weight plus 2% xylazine, 24 μg/g body weight) were transcardially perfused with 100 mM phosphate-buffered saline (PBS, pH 7.4) at room temperature (RT), followed by ice-cold 4% paraformaldehyde (PFA) for 20 min. Brains were removed from the skull, postfixed for 2 h in 4% PFA (4°C) and stored in 30% sucrose-PBS at 4°C overnight. For Kv7.2, Kv7.3, and osteopontin, brain fixation was performed with Zamboni solution. 30-μm-thick brainstem slices were cut with a sliding microtome (HM 400 R, MICROM) and transferred to 15% sucrose-PBS, followed by three rinses in PBS (30 min, RT). Incubation and rinsing steps were performed free-floating unless otherwise noted. For Kvβ3, a heat-induced epitope retrieval protocol was used prior to antibody treatment. For this, slices were immersed in 10 mM sodium citrate buffer (pH 6.0) plus 0.05% Tween 20 (Roth) and heated at 95°C for 20–40 min. They were then returned to RT, followed by three rinses in PBS (5 min, RT).

#### Fluorescence labeling

Sections were incubated in blocking solution (0.3% Triton X-100, 10% goat serum [donkey serum for osteopontin], 3% BSA in KCl-free PBS) for 2 h at RT. Antibodies to osteopontin (1:250, goat, R&D Systems), vGLUT1 (1:500, guinea pig, Synaptic Systems), GlyT2 (1:250, mouse, Synaptic Systems), CGRP (1:500, guinea pig, Synaptic Systems), Kv7.2 (1:500, rabbit, Synaptic Systems), Kv7.3 (1:500, rabbit, Synaptic Systems), Kv11.3 (1:250, rabbit, Alomone) and Kvβ3 (1:200, rabbit, Biomol) were applied overnight at 4°C in carrier solution (0.3% Triton-X-100, 1% goat serum [donkey serum for osteopontin], 1% BSA in KCl-free PBS) solution followed by three rinses in PBS (30 min, RT). The sections were then incubated for 90 min in the dark with secondary antibodies (1,500, goat anti-guinea pig AlexaFluor 488, goat anti-rabbit AlexaFluor 568, Thermo Fisher Scientific; goat anti-rabbit AlexaFluor 488, Invitrogen; goat anti-mouse AlexaFluor 568, donkey anti-goat AlexaFluor 488, Molecular Probes; donkey anti-goat AlexaFluor 568, Invitrogen). After three PBS rinses (30 min, RT), sections were mounted on gelatin-coated slides and coverslipped with mounting medium containing 2.5% 1,4-diazabicyclo [2.2.2] octane (Sigma-Aldrich). Images were captured with a TCS SP5 X confocal microscope equipped with an HCX PL APO Lambda blue 63x oil objective (Leica Microsystems).

#### 3,3′-diaminobenzidine labeling

To block endogenous peroxidase, sections were incubated for 30 min in 10% methanol, 3% H_2_O_2_ KCl-free PBS, rinsed in PBS (three times 10 min, RT), and transferred to blocking solution for 2 h at RT. Primary antibodies against CGRP or osteopontin were applied overnight at 4°C, followed by three rinses in PBS (30 min, RT). The sections were then incubated with biotinylated secondary antibodies (1:100, goat anti-guinea pig, Rockland; 1:100, donkey anti-goat, Jackson) in carrier solution for 90 min at RT and rinsed in PBS (three times 10 min, RT). NeutrAvidin-HRP (1,500, Invitrogen) was applied in carrier solution overnight at 4°C. After three rinses in PBS (30 min, RT), the sections were incubated in DAB solution (0.7 mg/mL, SigmaFast DAB tablets) for 5 min, followed by H_2_O_2_ solution (0.7 mg/mL, SigmaFast urea hydrogen peroxide tablets) for 17 min and rinsed in PBS (three times 10 min, RT). Finally, the sections were mounted on slides and images were captures using a light microscope equipped with Plan-Neofluar objectives (Axioscope 2; 2.5x/0.12; 20x/0.5; 40x/0.75;100x/1.3 oil objective, Carl Zeiss) or an F-View 2 camera (Olympus Soft Imaging Solutions).

#### Calculation of the number of fluorescent cells

The number of immunolabeled cell bodies was determined using the ImageJ Cell Counter plugin. Three LSO sections per animal (*N* = 4) were divided into a medial and a lateral half, in which three arbitrarily placed squares (edge length 100 μm) defined the 30,000-μm^2^ region of interest from which somata were counted. A total of 24 regions of interest were analyzed.

### Pharmacology

The Kv7.2/3 agonist retigabine (N-(2-amino-4-(4-fluorobenzylamino)phenyl) carbamic acid ethyl ester; Sigma-Aldrich) was dissolved in water and stored at 4°C. On the day of the experiment, this stock solution (100 mM) was diluted, and retigabine (30 μM) was applied 10 min before and throughout the electrophysiological measurements. To analyze drug effects, we used the same current step protocol as described above in the electrophysiology section, but sampled at 20 kHz.

### Statistics

Statistical analyses were performed using Excel (Microsoft) or GraphPad Prism 9 (GraphPad Software). Data were tested for normal distribution using the Kolmogorov–Smirnov test. If normally distributed, they were compared in a 2-tailed Student’s *t*-test. Otherwise, a Mann–Whitney-U test (unpaired data) or a Wilcoxon signed-rank test (paired data) was used. The Šidák correction was used for multiple comparisons.

### Allen mouse brain atlas for *in situ* hybridization images

For selected genes, we compared the expression level to *in situ* hybridization results from the AMBA.^4^ We primarily analyzed P56 sections. They were chosen because >40% of the genes of interest were missing data at P14. P14 images in the AMBA were mainly sagittal views and less informative. Therefore, they were analyzed for comparison purposes only. The images show slightly modified coronal or sagittal sections (Supplementary Figures S4, S5). They represent gene expression energy values per 200-μm voxel. To allow direct navigation to an image of interest, we have provided the hyperlinks in Supplementary Table S7.

## Results

### *A priori* checks revealed 86 patch-seq LSO neurons of sufficient quality

The LSO is a brainstem nucleus containing neuron types with ascending and descending projections (Figure 1A). To gain a comprehensive understanding about the molecular and physiological complexity of this prominent nucleus, we performed patch-seq experiments in acute slices (Figure 1B). We recorded from 263 patch-clamped LSO neurons and harvested the cytoplasm in 103 cases (see Methods for exclusion criteria). Of these 103, 86 passed the quality controls and displayed 1.6 × 10^6^ mapped reads (median; interquartile range (IQR) 1.3 × 10^6^; Figure 1C). 

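The cytoplasm of single patch-clamped LSO neurons was sequenced after a modified Smart-seq2 protocol, and the authors deposited values for 86 neurons and 10 negative controls. For a negative control, the authors touched the slice with the tip of a pipette, withdrew it and processed its contents like those of a neuron. The values are TPM, which the authors made from gene length and sequencing depth, and they are listed as whole numbers. Each library summed to between 999773 and 1000026 TPM over 38887 genes listed by their Ensembl identifier, of which 37570 had a name in the annotation (Gencode vM21, GRCm38). The files hold no read counts, so the depth behind a single value is unknown. A gene was counted as detected in a library at 1 TPM or more, the threshold of the paper. Table S3 gives unrounded values for part of the neurons, and of the 569 values there that the deposited table lists as 1 TPM, 280 (49.2%) were below 1 TPM before rounding.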

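The deposited libraries were compared with Table S3, of which 1463 genes and 42 of 86 cell columns were readable. Of these columns, 36 equalled the deposited library of the same name within rounding for 100% of genes, 5 equalled a library of another name and 1 equalled none. A wrong library matched at most 73.1% of the genes of a column. The cluster means of Table S3 were then taken apart into their members: 55 deposited libraries made up the cluster 1 mean and 29 made up the cluster 2 mean apart from a remainder of 905651 TPM, where a deposited neuron held a median of 887646 TPM. The cluster 1 mean contained 2 libraries labelled as negative controls, and 4 libraries labelled as neurons were in neither mean. For 7 libraries the sample label and the membership in the cluster means thus differed, and for cell_39, labelled as an Onset neuron and in the cluster 1 mean, Table S3 prints other values under the same name; these 8 libraries were left out. The values at the claims rest on the remaining 80 neurons, 41 Onset and 11 Sustained neurons (together 52 pLSOs) and 28 LOCs, with 8 negative controls. This selection departs from the planned use of all labelled libraries and was made after the data had been examined. Groups were named by the sample labels, but which libraries were kept depended on the cluster means, and thus in part on the clustering of the paper: cell_54, labelled as a Sustained neuron with 1887 TPM of Calca and 28 TPM of Ucn, was left out because it is in the cluster 2 mean.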

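No label names the animal a neuron came from, so each group counts as 1 sample, and no test was run between groups; the tests of the paper took cells as replicates. Means over neurons are given with shares of neurons in which a gene was detected and exact Clopper-Pearson 95% intervals, which cover counting error only. A share of 0 is given with the upper limit that 3 neurons of the group would make. The genes stand in ascending order of their identifier, and the scale of the TPM values changes along the table. The smallest step between the values of a gene, which stands for the fewest reads that made a value, was estimated from its lowest values over the libraries. Its median was 54.7 TPM in rows 1 to 72, 27.3 TPM in rows 77 to 228, 18.1 TPM in rows 236 to 530 and 9.08 TPM in the last of 6 such blocks, which lie in the first 1500 rows and were chosen after the values had been seen. In the unrounded values of Table S3, which hold part of the genes and neurons, the median step further down was 4.24 TPM between rows 1500 and 2000. It was 1.18 TPM between rows 5000 and 8000. The median of mean TPM over genes detected in at least 5% of neurons fell from 431 in rows 1 to 500 to 0.925 after row 15000, while the median share of neurons was 21.9% and 13.8%. The first 4860 rows held 94.0% of the summed TPM and 36.0% of the detected genes. Among 71 ribosomal protein genes, the 15 in the first 5000 rows had a median of 875 TPM and the other 56 a median of 5.96 TPM. Where genes are ranked or levels of different genes are compared, values rescaled to the own length of each gene are therefore given as an alternative that was chosen after the data had been examined. In the first 1676 rows, this rescaling used the measured steps, and in later rows the lengths of all genes in ascending order, less 80 bases. For 150 named genes with a 2-fold or larger difference between pLSOs and LOCs, this rescaling, which for the same gene acts only through the total per library, changed the ratio of the classes at most 4.87-fold.

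**Figure D1:**
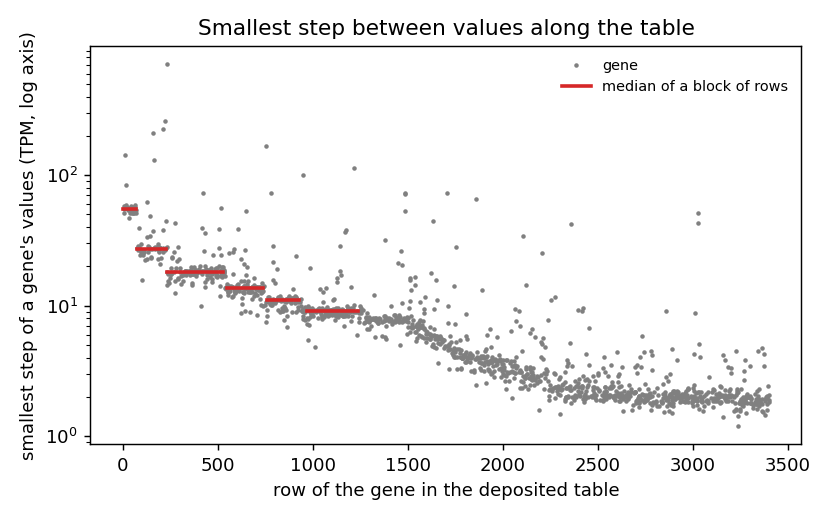
Smallest step between the values of a gene (TPM, log axis) against the row of the gene in the deposited table. Each point is a gene and each line the median of a block of rows, which falls from 54.7 TPM in the first block to 9.08 TPM in the last of the 6 blocks, which lie in the first 1500 rows.

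**Figure D2:**
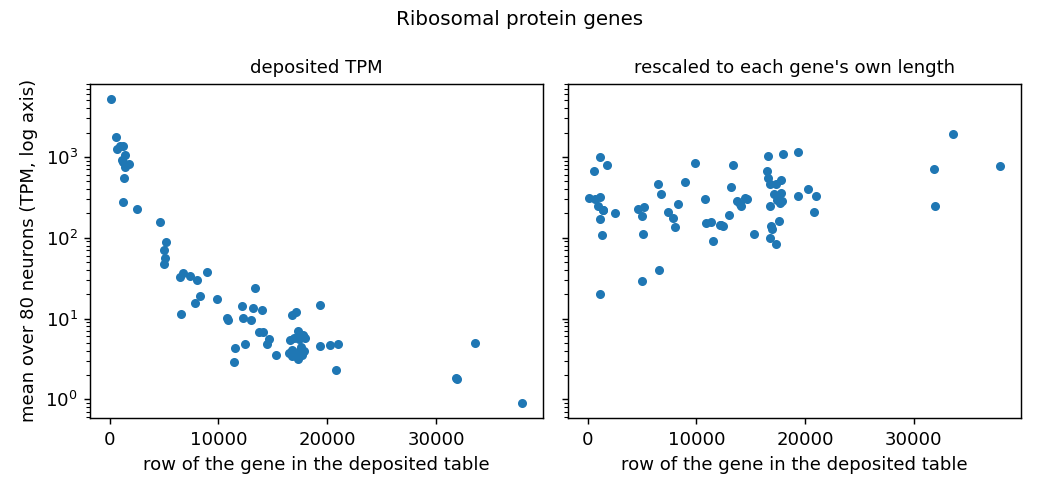
Mean TPM over 80 neurons (log axis) of ribosomal protein genes against their row in the deposited table, as deposited (left) and rescaled to the own length of each gene (right). The deposited means of the genes in the first 5000 rows have a median 147 times that of the later genes, and the rescaled means 0.788 times.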

Negative controls yielded an 8-fold lower number (median: 0.2 × 10^6^; IQR: 0.2 × 10^6^). The mean mapping rate exceeded 80% and was thus >2-fold higher than in negative controls (Supplementary Figure S2A). The largest proportion of reads mapped to exons (45%), an almost 3-fold higher value than in negative controls (Supplementary Figures S2C,D). The median percentage of ribosomal RNA was 3.8% (IQR: 4.5%; Supplementary Figure S2B). With one exception, no single value exceeded 15%, indicating sufficient rRNA depletion (Dobin and Gingeras, 2015). The number of detected genes per neuron or negative control correlated with the number of reads mapped. 

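At 1 TPM or more, 2658 ± 806 genes (mean and SD over 80 neurons) were detected per neuron, with a median of 2496 and a range of 1175 to 6276. The medians were 2560.5 in pLSOs (2488 in Onset and 2618 in Sustained neurons) and 2394 in LOCs. The negative controls had a mean of 806 and a median of 821 detected genes, with a range of 285 to 1271. The lowest neuron thus had fewer detected genes than the highest negative control. The threshold of 10 TPM moved these numbers most and gave a median of 1578 genes per neuron. Among the 10 genes of highest mean TPM in the negative controls, with the mean over all of them and without the library of highest value, were Lin7b (48725 and 0 TPM), Tcf25 (35524 and 2023 TPM), Ndufa9 (22944 and 97.1 TPM), Rpl13 (21541 and 14863 TPM) and Snurf (19946 and 15081 TPM). Further genes among them were Atp5f1 (12317 and 5737 TPM), Cox5a (12204 and 7768 TPM), Mid2 (12202 and 0 TPM) and Celf2 (11974 and 142 TPM); a mean that fell to 0 came from 1 library.

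**Figure D3:**
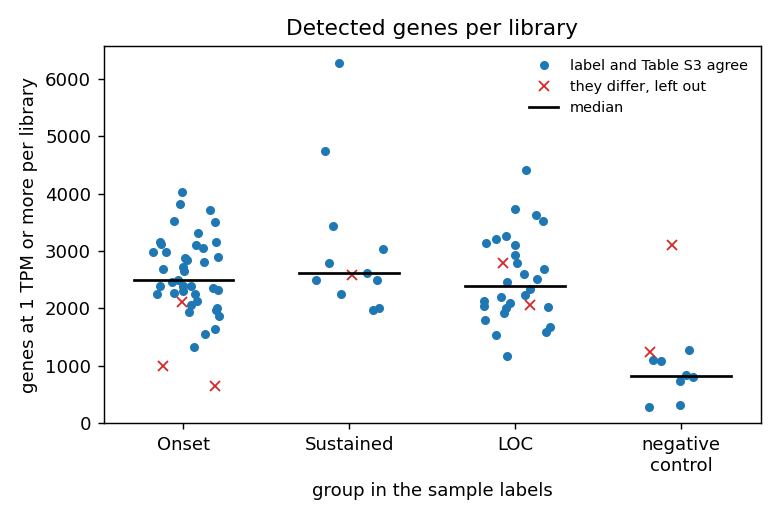
Number of genes at 1 TPM or more per library in Onset, Sustained and LOC neurons and in negative controls. Dots are the libraries used, crosses the 8 libraries left out, and lines the medians of the dots (2488, 2618, 2394 and 821 genes).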

A mean of 2,863 genes were found per neuron (median: 2.9 × 10^3^; IQR: 1.2 × 10^3^; Figure 1D) and 310 genes in negative controls, a > 9-fold lower value (median; IQR: 565; Figure 1D). The number of mapped reads, number of detected genes, mapping rate, and rRNA rate were consistent with published patch-seq datasets (Cadwell et al., 2017, 2020), demonstrating a high library quality.

### Highest gene expression levels imply high energy demands in LSO neurons

A major advantage of the single-cell patch-seq approach, which is absent from bulk analyses (Koehl et al., 2004; Nothwang et al., 2006; Ehmann et al., 2013; Xiao et al., 2013; Moritz et al., 2015; Kolson et al., 2016), is the ability to focus on neurons instead of globally addressing different cell types (including glia or blood endothelium). We took advantage of this and examined the most abundant transcripts in the 86 LSO neurons. Within the cohort of 9,082 genes with ≥1 TPM, 185 and 60 showed TPM values >1,024 and > 2,048, respectively (Figure 2A). 

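Here, 8962 genes had a mean of 1 TPM or more over the neurons, 183 a mean above 1024 TPM and 64 a mean above 2048 TPM. With the median over neurons in place of the mean, which moved the first number most, 1213 genes reached 1 TPM. Of the 500 genes of highest mean, 493 stood in the first 4860 rows of the table, and 120 were also among the 500 highest after rescaling to the own length of each gene.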

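The gene ranked 50 by mean TPM had 2535 TPM. Among the 10 highest means were Ckb (33430.0 TPM), Snurf (27891 TPM), Hspa8 (12011 TPM), Cox5a (11356 TPM), Ubb (10276 TPM), Atp5f1 (9840.0 TPM), Ckmt1 (9638 TPM) and Peg3 (8522 TPM).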

The 50 most highly expressed genes are shown in Figure 2B (32,581–2,460 TPM, inset). For 20 of them, bee swarm and violin plots are depicted in Figure 2C. 

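The 2 highest genes were Ckb (ENSMUSG00000001270, chromosome 12 of GRCm38 from 111669361 to 111672338, row 225) and Snurf (ENSMUSG00000000948, chromosome 7 of GRCm38 from 59974149 to 60005064, row 162). Ckb had a mean of 41351 TPM in pLSOs and 18720.5 TPM in LOCs, and Snurf 28992 and 25845 TPM. Both were detected in 80 of 80 neurons and 6 of 8 negative controls. Over the negative controls, Ckb had a mean of 4929 TPM (2835 TPM without the library of highest value). After rescaling to the own length of each gene, the means over neurons were 2425 for Ckb and 847 for Snurf.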

Three genes showed exceptionally high expression levels, namely *Ckb*, *Snurf*, and *Calm1* (Figure 2B; mean TPM: 32,581, 28,886, 24,914). They encode brain-type creatine kinase B (CKB), SNRPN upstream open reading frame protein (SNURF; SNRPN = small nuclear ribonucleoprotein polypeptide N), and calmodulin 1 (CALM1 aka CaM), respectively. Our findings are corroborated by *in situ* hybridization results from the AMBA which show high signal intensities in the major nuclei of the superior olivary complex (SOC) (Figure 2D). Further information on *Ckb*, *Snurf*, and *Calm1* is provided in the Discussion.

**Figure 2:**
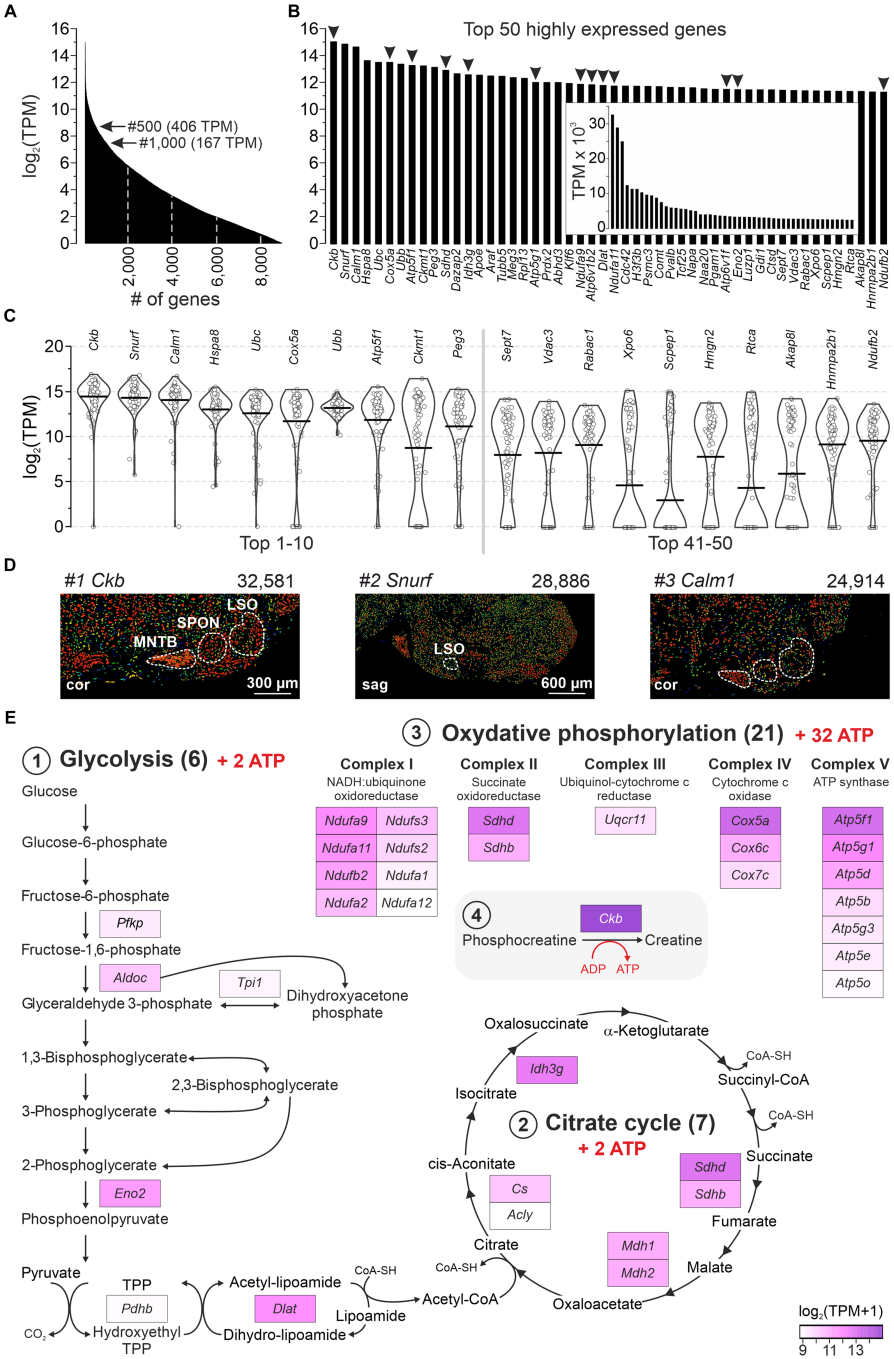
A majority of highly expressed genes reveal high energy demands for LSO neurons. **(A)** Expression levels of 9,082 genes with mean TPM ≥ 1 (log_2_). Arrows point to genes #500 and #1,000. **(B)** Top 50 highly expressed genes ranked by expression level. Arrowheads mark 13 genes involved in ATP synthesis (*cf.* **E**). **(C)** Violin plots for transcripts #1–10 and #41–50 from **(B)** (1 dot per neuron). Horizontal bars correspond to mean values. **(D)** *In situ* hybridization images of the SOC for the top three highly expressed genes (*Ckb, Snurf, Calm1;* modified images from AMBA; for URLs, see Supplementary Table S7). Expression mask image displays highlight cells that have the highest probability of gene expression (from low/blue to high/red). TPM values are also provided. **(E)** GSEA of the 500 most highly expressed genes (≥ 406 TPM). Three KEGG pathways: (1) Glycolysis (M00001, M00307), (2) Citrate cycle (M00009), (3) OxPhos (mmu00190). (4) ATP synthesis-related *Ckb* (#1). cor, coronal; sag, sagittal (see also Supplementary Table S2).

Glucose consumption is a signature of brain activity (Ashrafi and Ryan, 2017) and is particularly high in the CAS (Sokoloff, 1981). As 13 of the 50 most highly expressed genes in our sample encode enzymes involved in catabolism, we examined pathways of energy demand and ATP production in more detail. We analyzed gene enrichment in pathways that completely combust glucose to CO_2_ and H_2_O: (1) Glycolysis (including Pyruvate oxidation), (2) Citrate cycle, and (3) Oxidative phosphorylation (OxPhos; Supplementary Table S2). The analysis included 162 genes, including *Ckb* (4). Among the top 500 highly expressed genes, 7% (33) belonged into these pathways and were distributed across the four categories (Figure 2E). 

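The complete pathway lists of Table S2 with Ckb hold 184 genes, of which 168 are in the deposited table. Among the 500 genes of highest mean TPM there were 40 of them (8% of the 500), and 13 among the 50 highest. Beside Ckb, they comprised 28 of 129 genes listed for oxidative phosphorylation and 7 of 24 for the citrate cycle. For glycolysis there were 4 of 30 and for pyruvate oxidation 2 of 5. The lists share some genes, so these counts overlap. The v-ATPase genes, which the lists contain, were separated only after this number was known, and 33 of the remaining 146 genes were among the 500 highest. Of these, 32 stood in the first 4860 rows of the table, where 28 of the other 113 genes stood.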

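Without the v-ATPase genes, 22.6% of the metabolic genes were among the 500 highest means. Their median share of neurons was 88.8%, and that of the metabolic genes after the first 4860 rows was 67.5%. The alternative that moved the number most was the rescaling to the own length of each gene, under which 75 metabolic genes (51.4%) were among the 500 highest.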

When normalized to the set of 162, the frequency was 20%. Taken together, these numbers emphasize and specify the genes involved in ATP generation and highlight the importance of energy metabolism in the LSO.

Gene enrichment analysis revealed seven genes among the top 500 that encode v-ATPase subunits (*Atp6ap1*, *Atp6v1b2*, *Atp6v6v11*, *Atp6v0c*, *Atp6v0d1*, *Atpv1e1*, *Atp6v1d*; 3,589–438 TPM; #24 to #460). 

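Of 22 v-ATPase genes in the lists with Atp6ap1, 7 were among the 500 highest means, and 10 after rescaling to the own length of each gene.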

Twenty-three v-ATPase genes have been described (Alexander et al., 2011). v-ATPases are associated with lysosomes and primary-active proton pumps which play an important role in driving transmitter loading into synaptic vesicles (Egashira et al., 2015). Our results indicate that LSO neurons were in a metabolically active state.

### scRNA-seq reveals two clusters of LSO neurons

To identify neuron types in the LSO, we applied unsupervised clustering. We determined the consensus matrix for 2–10 clusters using SC3 and calculated the average silhouette width for each number of clusters (widths vary from 0 to 1; a width close to 1 represents the optimal number of clusters). We obtained the largest width (0.98) with two clusters (Supplementary Figures S3A,B). Fifty-six of the 86 neurons (~2/3) belonged to cluster 1, and 30 (~1/3) belonged to cluster 2 (Figure 3A). 

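An unsupervised grouping was made from log2(TPM + 1) of the 2000 genes of highest variance among genes detected in at least 5% of neurons, with 10 principal components and Ward clustering into 2 groups. It placed 46 of 80 neurons (57.5%) with their label. The 2 groups differed in the number of detected genes, with medians of 3132 and 2212. In the alternatives set before the data were examined, the share of neurons grouped with their label lay between 50% (k-means) and 66.2% (20 principal components). The 2 groups were matched to the classes the better way round, so 50% is the lowest share possible. When component 1 was left out, an alternative chosen after the data had been examined that moved the result most, 75 of 80 neurons (93.8%) were grouped with their label. The clusterings of the paper, which start from normalized counts, could not be repeated, because the files hold no counts.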

Similarity values were close to 1 for each neuron in its own cluster and close to 0 in the other cluster, except for neuron #1 in cluster 2. We checked for consistent results using the alternative tool Seurat, which assigned 59 neurons to cluster 1 and 27 neurons to cluster 2 (Supplementary Figure S3C). Fifty-six neurons in cluster 1 overlapped between SC3 and Seurat, while 27 neurons overlapped in cluster 2. The substantial overlap demonstrated consistency between the two tools. For three clusters, the results were less consistent and the overlap between SC3 and Seurat was small (Supplementary Figure S3D). Taken together, these results confirm the best results with two clusters.

**Figure 3:**
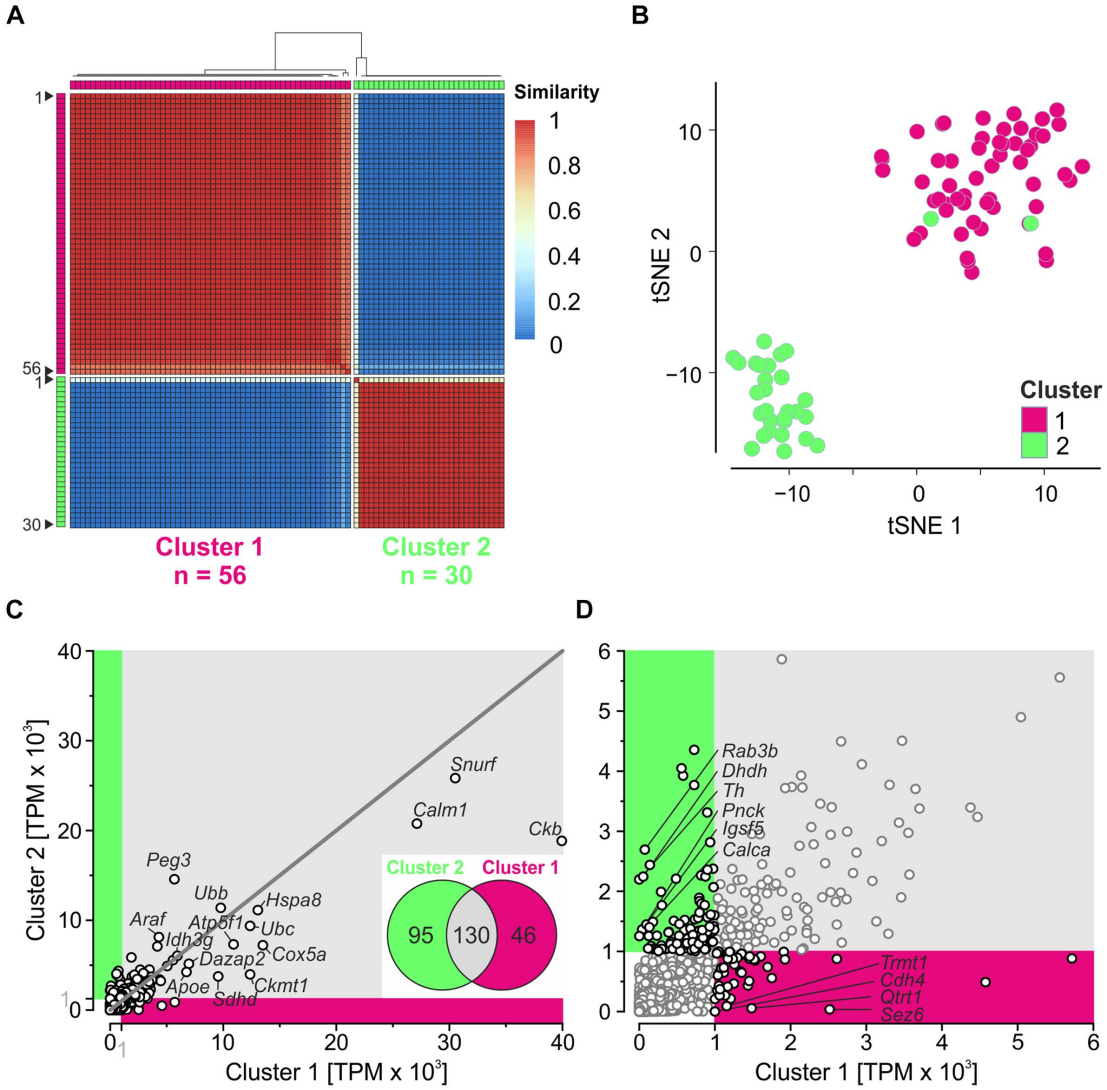
Unsupervised clustering reveals two major clusters. **(A)** Consensus matrix obtained for two clusters. Matrix shows how often each pair of neurons (*n* = 86) is assigned to the same cluster (1 = 100%). **(B)** tSNE plot based on PCs 1–10. **(C)** Correlation analysis of global expression profiles for 11,659 genes. Magenta and green sections include non-intersecting genes with mean TPM ≥ 1,000 in cluster 1 and cluster 2, respectively. The top 15 highly expressed genes (*cf.* Figure 2B) are provided with names. Dots on the 45-degree line imply same gene expression levels in both clusters. Inset: Venn diagram showing the number of intersecting (Cluster 1 ∩ Cluster 2; *n* = 130) and non-intersecting genes (Cluster 1\Cluster 2) ∪ (Cluster 2\Cluster 1; *n* = 46 + 95 = 141). **(D)** Close-up of non-intersecting genes with ≥1,000 TPM (black dots). For genes with <100 TPM in the complementary cluster, names are provided (*n* = 4, 6) (see also Supplementary Figure S3).

To visualize the clustering results, we performed a PCA based on HVG (Methods and Supplementary Figure S3E). PC1 explained 11% of the variance and separated both clusters, except for two neurons belonging to cluster 2. 

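In log2(TPM + 1), component 1 held 6.45% of the variance and components 1 and 2 together 9.52%. On component 1, 44 of 80 neurons lay on the side of their class, and 74 lay on the side given by whether they had more or fewer detected genes than the median. On component 2, 78 neurons lay on the side of their class and 40 on the side given by the number of detected genes.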

Because PC1 plus PC2 together explained only 17% of the variance, we generated a tSNE plot using PC1–PC10. Again, the neurons were clearly separated into two clusters, except for two neurons (Figure 3B; see also Supplementary Figure S3E). Overall, these results demonstrate two major clusters for our sample, regardless of the clustering method used. Below, we explore the two clusters obtained by SC3.

After dividing the 86 patch-seq neurons into two clusters, we assessed the expression level of 11,659 genes (Figure 3C). 

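A mean of 1000 TPM or more in pLSOs or LOCs was reached by 270 genes. The alternative that moved this number most, 2 to the power of the mean log2(TPM + 1) minus 1 in place of the mean, gave 25 genes.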

Two hundred and seventy-one genes exceeded TPM ≥ 1,000 in at least one cluster. Approximately 50% of the genes overlapped (130/271; inset), indicating considerable similarity between the two clusters. 

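Of these genes, 130 (48.1%) reached 1000 TPM in both classes, 44 in pLSOs alone and 96 in LOCs alone.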

Each of the 13 genes involved in ATP synthesis shown in Figure 2B ended up in the intersection, suggesting high metabolic demands in both clusters. 

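All 13 metabolic genes among the 50 highest means reached 1000 TPM in both pLSOs and LOCs.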

Among the 141 non-intersecting genes with ≥1,000 TPM (46 in cluster 1; 95 in cluster 2), only four and six, respectively, showed <100 TPM in the complementary cluster (Figure 3D). This again indicates homogeneity between the two clusters for many transcripts.

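Under 100 TPM in the other class were 4 of the genes of pLSOs and 7 of the genes of LOCs. Cdh4 had a mean of 1027 TPM in pLSOs and was listed at 0 in all LOCs. Sez6 had a mean of 2517 TPM in pLSOs and 26.2 TPM in LOCs. Trmt1 had a mean of 1244 TPM in pLSOs and 95.8 TPM (30.6 TPM without its highest neuron) in LOCs. Qtrt1 had a mean of 1599.9 TPM in pLSOs and 58.3 TPM (6.04 TPM without its highest neuron) in LOCs. Igsf5 had a mean of 1462 TPM in LOCs and 42.4 TPM (0.569 TPM without its highest neuron) in pLSOs. Nalcn had a mean of 3336 TPM (2017 TPM without its highest neuron) in LOCs and 55.8 TPM (28.1 TPM without its highest neuron) in pLSOs. Th had a mean of 2354 TPM (958 TPM without its highest neuron) in LOCs and 0.346 TPM (0 TPM without its highest neuron) in pLSOs. Rab3b had a mean of 2675 TPM in LOCs and 79.6 TPM (11 TPM without its highest neuron) in pLSOs. Chn2 had a mean of 1116 TPM in LOCs and 19.2 TPM (0.922 TPM without its highest neuron) in pLSOs. Dhdh had a mean of 2405 TPM (216 TPM without its highest neuron) in LOCs and 56.9 TPM (30.8 TPM without its highest neuron) in pLSOs. The remaining gene of LOCs was Calca. Igsf5 was detected in 6 and Th in 7 of 28 LOCs. Trmt1 had a mean of 10369 TPM in the negative controls, all of it in 1 library. All of these genes except Calca stood in the first 4860 rows of the table.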

### Search for molecular signatures in each cluster

The above comparisons revealed considerable similarities between the clusters. To identify differences, we focused on DEGs (see Methods for definition). As documented in a volcano plot, 353 DEGs were identified, of which 254 were upregulated in cluster 1 and 99 in cluster 2 (Figure 4A; Supplementary Table S3). 

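Of the 254 genes listed for cluster 1, 254 had a higher mean log2(TPM + 1) in pLSOs than in LOCs, and of the 99 listed for cluster 2, 98 had a higher mean in LOCs. The median difference, pLSO minus LOC, was 1.57 over the cluster 1 list, above all 10000 random lists matched on mean expression, whose medians lay between -0.07 and 0.26. It was -2.49 over the cluster 2 list, below all random lists (-0.16 to 0.37). The lists were chosen in the paper on these same libraries with cells as replicates, so this is not independent evidence. In the negative controls, 122 of the cluster 1 genes and 58 of the cluster 2 genes were detected in at least 1 library. The list of cluster 1 gives an AUROC of exactly 0.5 for 8 genes and that of cluster 2 for 3. For the 8 genes of cluster 1 the values here lay between 0.737 and 0.973. Over the 342 genes listed with another AUROC, the median absolute difference from the listed value was 0.0150.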

To identify the top DEGs, the DEGs were ranked by the AUROC value. In Figure 4B, the expression of the top 40 DEGs, 20 in each cluster, is visualized in heatmaps (56 neurons in cluster 1, 30 in cluster 2). Below and in Supplementary results, we provide some background information for each of these top 40 DEGs.

**Figure 4:**
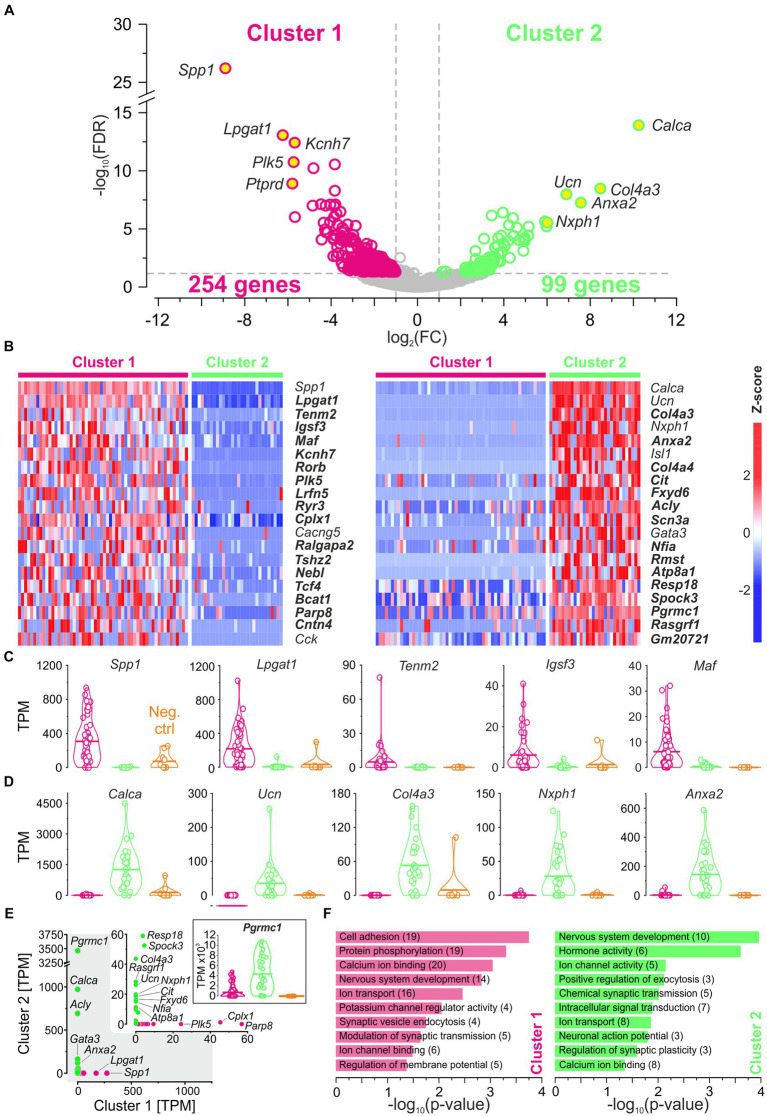
DEGs affiliate cluster 1 with pLSOs and cluster 2 with LOCs. **(A)** Volcano plot depicting DEGs for each cluster. DEGs#1–5, as ranked by FC values, are provided with names (yellow dots). Dashed gray lines depict cut-off levels (FC = 2; FDR = 0.05). **(B)** Heat maps of z-scores for the top 20 DEGs in each cluster. Thirty-two newly detected genes are marked in bold. **(C)** Violin plots for DEGs#1–5 in cluster 1 (magenta). Horizontal bars depict mean values. Values from cluster 2 (green) and negative controls (orange) are shown for comparison. **(D)** As **(C)**, but for cluster 2. **(E)** Scatter plot comparing the median expression levels of DEGs#1–20 from cluster 1 and 2. Inset is a close-up for ≤60 TPM. Genes with >10 TPM are provided with names (5 in cluster 1, 15 in cluster 2). Violin plot for *Pgrmc1*, DEG#18 in cluster 2. **(F)**, Selected enriched GO terms for DEGs in cluster 1 (magenta) and in cluster 2 (green). Number of genes in brackets (see also Supplementary Tables S3, S4).

### Cluster 1, DEGs#1–6

#### *#1—Spp1:* osteopontin

DEG#1 in cluster 1 was *Spp1* (Figures 4B,C,E). 

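Spp1 (ENSMUSG00000029304) lies on chromosome 5 of GRCm38 from 104435118 to 104441050 and stands at row 7238 of the table. Spp1 had a mean of 306 TPM in pLSOs and 0.0357 TPM (0 TPM without the neuron of highest value) in LOCs. Transcripts of Spp1 were detected in 96.2% of pLSOs (50 of 52, 95% interval 86.8 to 99.5%), in 3.57% of LOCs (1 of 28, 95% interval 0.0904 to 18.3%) and in 4 of 8 negative controls. Spp1 differed by 7.20 in mean log2(TPM + 1) (pLSO minus LOC). In Onset and Sustained neurons the means were 341 and 177 TPM. Of the alternatives for a mean set before the data were examined, 2 to the power of the mean log2(TPM + 1) minus 1 moved the mean TPM of Spp1 in pLSOs most, to 150.2 TPM.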

*Spp1* codes for the secreted phosphoprotein 1 = osteopontin (OPN), a cell adhesion molecule with multiple functions (Denhardt and Guo, 1993). Its expression is reported to be high in >20 brainstem regions, and OPN mRNA has been described in some LSO neurons of P14 rats (see Figure 3C in Lee et al., 2001). Our results from P11 mice are consistent with this pattern (see Figures 5A,B). In the rat cochlear nuclear complex, *Spp1* expression resulted in 5-14-fold higher mRNA levels in the two ventral nuclei than in the dorsal nucleus (see Figure 5 in Friedland et al., 2006). *Spp1* contributes to neuronal development (Jiang et al., 2019), including axon myelination (Selvaraju et al., 2004; Nam et al., 2019; Cappellano et al., 2021) and axon regeneration after injury (Duan et al., 2015). It has been suggested that OPN is involved in the formation and/or maintenance of axons with high conduction velocity (Higo et al., 2010). Notably, pLSO and MNTB neurons are myelinated (as are neurons in the ventral cochlear nuclei and motoneurons), whereas LOCs are not. The AMBA shows high to intermediate expression levels for *Spp1* in the LSO at P14 and at P56 (Supplementary Figure S4). Corresponding immunohistochemical views of the OPN protein pattern are shown in Figures 5A,B. For *Spp1* and subsequent genes, the expression level and numerical details are provided in Supplementary Table S3. In summary, our *Spp1*|OPN results support the idea that pLSOs belong to cluster 1, whereas LOCs do not.

**Figure 5:**
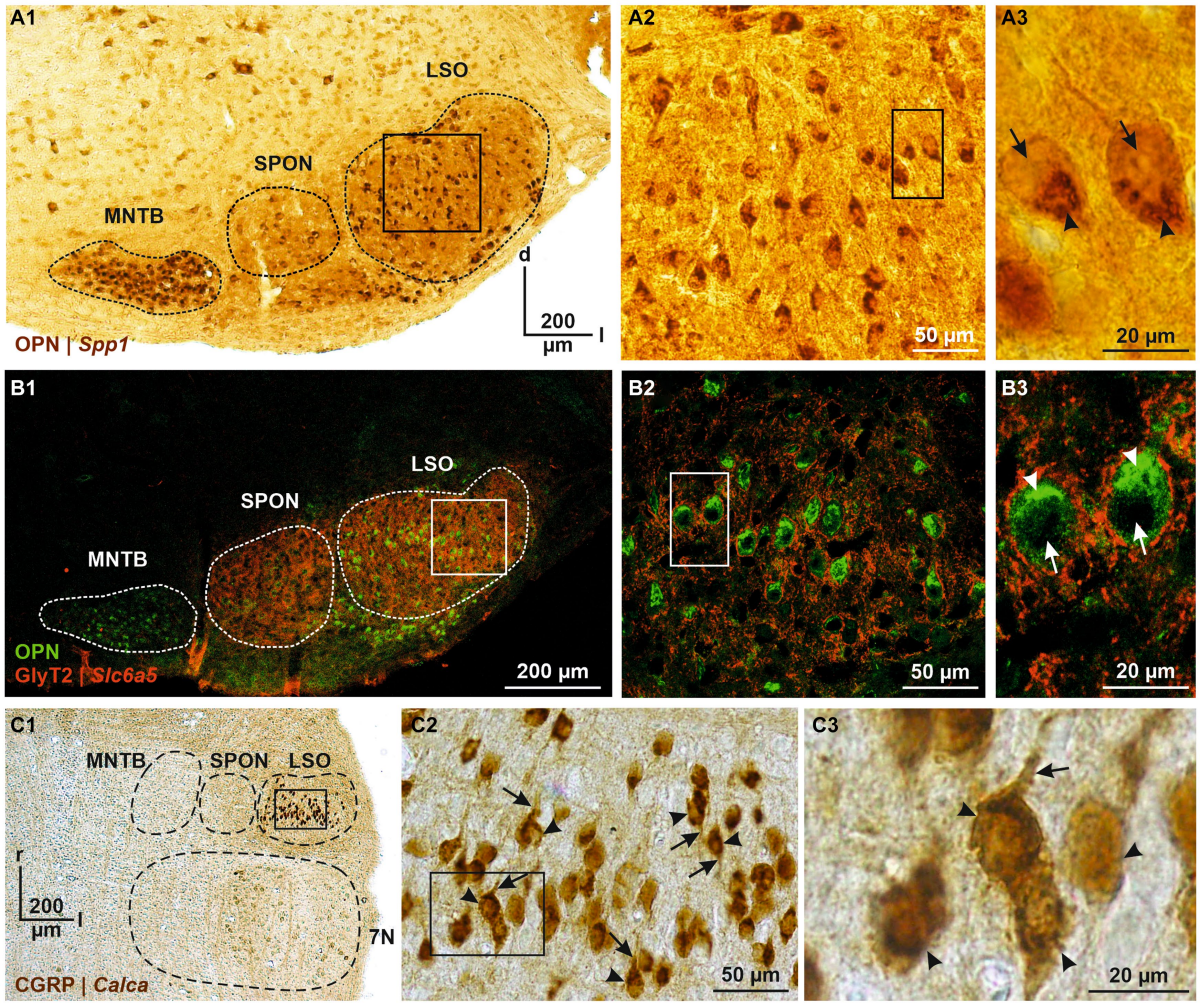
Immunohistochemical analysis of OPN and CGRP, encoded by DEG#1 in cluster 1 and cluster 2 (*Spp1* and *Calca*, respectively). **(A1)** OPN immunoreactivity in the SOC (**A1**, coronal brainstem section) and LSO **(A2)**. DAB-stained coronal brainstem slice at P12. Close-up of two representative neurons in **(A3)**. **(B)** As **(A)**, but double labeling for OPN (green) and GlyT2 (red). In **(A3,B3)**, cytoplasmic immunosignals are marked by arrowheads and nuclei by arrows. **(C)** CGRP immunoreactivity in the SOC (**C1**, horizontal brainstem section) and LSO **(C2)**. DAB-stained horizontal brainstem slice at P12. Close-ups of four representative neurons in **(C3)**. In **(C2,C3)**, somatic and dendritic immunosignals are marked by arrowheads and arrows, respectively. Borders of MNTB, SPON, 7 N, and LSO are indicated by dashed black or white lines. d, dorsal; l, lateral; r, rostral; 7 N, facial nucleus.

#### *#2—Lpgat1*: lysosphatidylglyceral acyltransferase 1

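Lpgat1 (ENSMUSG00000026623) lies on chromosome 1 of GRCm38 from 191717834 to 191784255 and stands at row 5672 of the table. Lpgat1 was detected in 96.2% of pLSOs (50 of 52, 95% interval 86.8 to 99.5%) and in 46.4% of LOCs (13 of 28, 95% interval 27.5 to 66.1%), with 3 of 8 negative controls beside them. Mean Lpgat1 values were 224 TPM and 11.4 TPM (6.37 TPM without the neuron of highest value), respectively. For Lpgat1, the mean TPM was 19.7-fold higher in pLSOs, and the difference of mean log2(TPM + 1), pLSO minus LOC, was 5.42.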

DEG#2 in cluster 1 was *Lpgat1* (Figures 4B,C,E). This gene codes for lysophosphatidylglycerol acyltransferase 1 (LPGAT1), an enzyme associated with the endoplasmic reticulum and involved in lipid metabolism (Yang et al., 2004). LPGAT1 regulates triacylglycerol synthesis which is critical to maintain the integrity of mitochondrial membranes (Wei et al., 2020). In the vestibular organ of chickens, the protein has been exclusively identified in hair cells (Herget et al., 2013). The AMBA shows high *Lpgat1* expression in the LSO at P56 (Supplementary Figure S4, no AMBA data available for P14).

**Figure 6:**
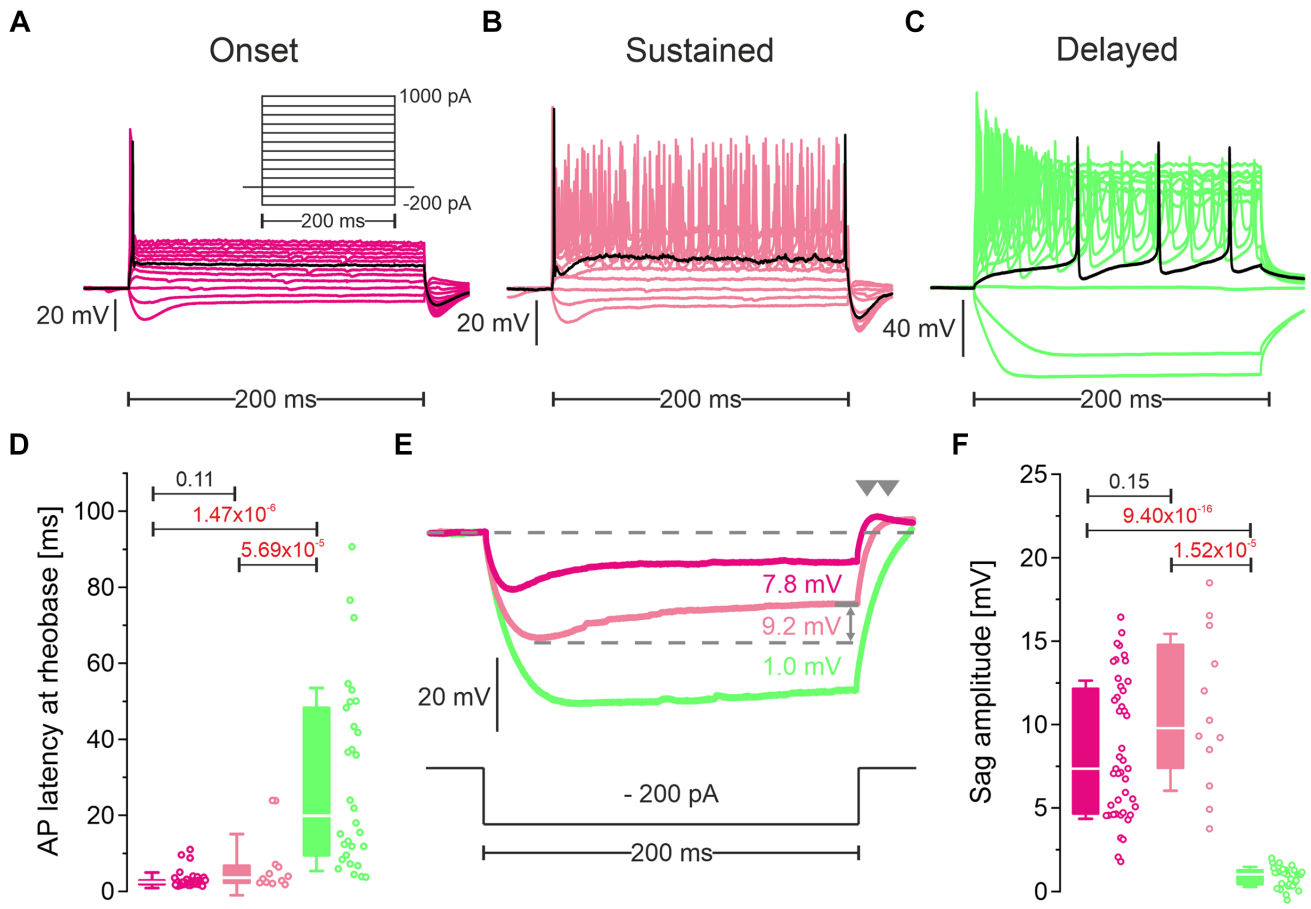
Cluster 1 neurons and cluster 2 neurons differ in their firing pattern and their response to hyperpolarization. **(A–C)** Representative voltage traces in response to rectangular current pulses (inset in **A**; −200 to +1,000 pA, 100 pA increments, 200 ms duration) of an onset firing cluster 1 neuron (pLSO—Onset; **(A)**, a sustained firing cluster 1 neuron (pLSO—Sustained; **(B)**, and a delayed firing cluster 2 neuron (LOC—Delayed; **(C)**. Black traces depict responses at rheobase. Notice different voltage scaling. **(D)** Statistics for the peak latency of the first AP at rheobase. Open dots depict single neurons. Numbers above bars represent *p*-values (in red if significant). **(E)** Voltage traces in response to a − 200-pA|200-ms current pulse highlighting sag behavior. Same color code as in **(A–C)**. Sag amplitudes were quantified as indicated by the gray double arrow. Rebound behavior after the hyperpolarizing current pulse is marked by gray arrowheads. **(F)** As **(D)**, but for sag amplitude (see also Supplementary Table S5).

#### #3—*Tenm2:* teneurin transmembrane protein 2

DEG#3 in cluster 1 was *Tenm2* (Figures 4B,C). 

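In pLSOs, Tenm2 (ENSMUSG00000049336) had a mean of 4.96 TPM and in LOCs of 0.0714 TPM (0.0370 TPM without the neuron of highest value). The Tenm2 shares were 61.5% of pLSOs (32 of 52, 95% interval 47.0 to 74.7%) and 7.14% of LOCs (2 of 28, 95% interval 0.877 to 23.5%), against 1 of 8 negative controls. Tenm2 lies on chromosome 11 of GRCm38 from 36006656 to 37235964 and stands at row 14583 of the table. Tenm2 differed by 1.45 in mean log2(TPM + 1) (pLSO minus LOC).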

*Tenm2* belongs to the teneurin family that comprises four members (*Tenm1-4*). It codes for teneurin transmembrane protein 2 (TEN2, aka TENM2), an axon guidance and adhesion molecule that interacts across the synaptic cleft with presynaptic latrophilin1, thus mediating Ca^2+^ signaling and synapse formation (Vysokov et al., 2016). Teneurin proteins are abundant throughout the central nervous system and play a role in regulating synaptic partner matching (Hong et al., 2012; Leamey and Sawatari, 2014). A distinct role of *Tenm2* in the generation of binocular projections has been demonstrated in the mouse visual system, and *Tenm2* knockout resulted in specific wiring deficits in the retinogeniculate pathway (Young et al., 2013). In the auditory system, high *Tenm2* expression is present in spiral ganglion neurons of the Ib subtype, whereas type II neurons highly express *Tenm3* (Petitpré et al., 2018). As to date, information about *Tenm2* in the CAS is missing. The AMBA shows a few cells with low *Tenm2* expression in the LSO at P56 (Supplementary Figure S4, no AMBA data available for P14).

#### #4*—Igsf3:* immunoglobulin superfamily member 3

DEG#4 in cluster 1 was *Igsf3* (Figures 4B,C). It belongs to the Ig superfamily whose members are major regulators of many developmental processes, such as differentiation, axogenesis, dendritogenesis, and synaptogenesis. 

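Igsf3 (ENSMUSG00000042035) lies on chromosome 3 of GRCm38 from 101377083 to 101463059 and stands at row 12474 of the table. Igsf3 had a mean of 6.37 TPM in pLSOs and 0.393 TPM (0.259 TPM without the neuron of highest value) in LOCs. Transcripts of Igsf3 were detected in 86.5% of pLSOs (45 of 52, 95% interval 74.2 to 94.4%), in 28.6% of LOCs (8 of 28, 95% interval 13.2 to 48.7%) and in 2 of 8 negative controls. Of Igsf3, the mean TPM was 16.2-fold higher in pLSOs (a difference of mean log2(TPM + 1) of 1.83, pLSO minus LOC).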

Like the other three members of the little studied EWI Ig subfamily, IGSF3 (aka EWI-3) contains a Glu-Trp-Ile (EWI) motif. IGSF3 is a neuron-specific membrane protein that is produced in various neuronal populations when neural circuits are formed (Usardi et al., 2017). It is transiently found in cerebellar granule cells before their final maturation and highly concentrated in axon terminals. The AMBA shows only two cells expressing *Igsf3* in the LSO at P56 (Supplementary Figure S4, no AMBA data available for P14).

#### #5—*MAF:* MAF bZIP transcription factor

DEG#5 in cluster 1 was *Maf* (Figures 4B,C). 

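Among neurons, Maf (ENSMUSG00000055435) was detected in 86.5% of pLSOs (45 of 52, 95% interval 74.2 to 94.4%) and in 28.6% of LOCs (8 of 28, 95% interval 13.2 to 48.7%), and among negative controls in 0 of 8. The mean of Maf was 6.50 TPM in pLSOs and 0.429 TPM in LOCs. Maf lies on chromosome 8 of GRCm38 from 115682942 to 115707794 and stands at row 16082 of the table. For Maf, the mean TPM was 15.2-fold higher in pLSOs, and the difference of mean log2(TPM + 1), pLSO minus LOC, was 1.82.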

The *Maf* family encodes b leucine zipper (bZIP)-containing transcription factors which act as homo-or hetero-dimers. Depending on the binding site and binding partner, the encoded proteins are transcriptional activators or repressors. cMAF controls eye and lens development (Ring et al., 2000) and directs the development of low-threshold touch receptors (Wende et al., 2012). Pacinian corpuscles, which are essential to detect small-amplitude high-frequency vibrations, become severely atrophied in *c-Maf* mutants. Several genes encoding K^+^ channels are downregulated in such mutants (*Kcna1, Kcng4, Kcnh5, Kcnq4*). In the cerebral cortex, c-MAF regulates the potential of GABAergic interneurons to acquire a somatostatin-positive identity, shortly after these neurons become postmitotic (Mi et al., 2018). The AMBA shows high expression levels for *Maf* in the LSO at P14 and at P28 (Supplementary Figure S4).

#### #6—*Kcnh7:* potassium voltage-gated channel subfamily H member 7

DEG#6 in cluster 1 was *Kcnh7* (Figure 4B). 

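Kcnh7 (ENSMUSG00000059742) lies on chromosome 2 of GRCm38 from 62693414 to 63184287 and stands at row 17066 of the table. Kcnh7 was detected in 76.9% of pLSOs (40 of 52, 95% interval 63.2 to 87.5%) and in 3.57% of LOCs (1 of 28, 95% interval 0.0904 to 18.3%), with 1 of 8 negative controls beside them. Mean Kcnh7 values were 14.9 TPM and 0.0357 TPM (0 TPM without the neuron of highest value), respectively. For Kcnh7, the difference of mean log2(TPM + 1), pLSO minus LOC, was 2.89.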

Kv11.3, the encoded protein, is the third member in the family of ERG channels (ether-a-go-go-related). 

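Kcnh6 (ENSMUSG00000001901), the gene of Kv11.2, was listed at 0 in all 80 neurons, which allows a share of up to 3.75%. It stands at row 336 of the table. Kcnh2 (ENSMUSG00000038319), the gene of Kv11.1, was detected in 11.5% of pLSOs (6 of 52, 95% interval 4.35 to 23.4%) at a mean of 2.15 TPM and in 3.57% of LOCs (1 of 28, 95% interval 0.0904 to 18.3%).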

Our study demonstrates no gene expression for Kv11.2 and only low expression for Kv11.1 (*cf*. chapter “Potassium channels”). Consistent with our results, the AMBA shows low to intermediate *Kcnh7* expression in the LSO at P14 and P56 and few cells with high signal intensity at P56 (Supplementary Figure S4). Below, we further analyze *Kcnh7*|Kv11.3 on the protein level (*cf*. chapter “Immunohistochemical analysis of Kv11.3 and Kvβ3”), and we refer to the Discussion for an elaborate treatise.

#### #7–20

Information on DEGs#7–20 is provided in Supplementary results.

### Cluster 2, DEGs#1–6

#### *#1—Calca*: calcitonin gene-related peptide

DEG#1 in cluster 2 was *Calca* (Figures 4B,D,E). 

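Calca (ENSMUSG00000030669) lies on chromosome 7 of GRCm38 from 114631478 to 114636357 and stands at row 7971 of the table. Calca had a mean of 1174 TPM in LOCs and 2.60 TPM (1.51 TPM without the neuron of highest value) in pLSOs. Transcripts of Calca were detected in 92.9% of LOCs (26 of 28, 95% interval 76.5 to 99.1%), in 28.8% of pLSOs (15 of 52, 95% interval 17.1 to 43.1%) and in 5 of 8 negative controls. Of Calca, the mean TPM was 452-fold higher in LOCs (a difference of mean log2(TPM + 1) of -8.63, pLSO minus LOC). The median over pLSOs with Calca was 1 TPM and over all LOCs 926 TPM. The mean over the negative controls was 51.9 TPM (14.3 TPM without the library of highest value). Not among the pLSOs here was cell_54, labelled as a Sustained neuron and left out as a member of the cluster 2 mean, with 1887 TPM.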

*Calca* codes for CGRP, the calcitonin gene-related peptide. As elaborated in the Introduction, CGRP is present in LOCs but absent from pLSOs. Therefore, our DEG results provide initial hints that cluster 2 may comprise LOCs. To assess whether the protein follows mRNA, we performed immunohistochemical analysis of CGRP and demonstrated intense labeling in the LSO (Figure 5C), therewith confirming previous results (Safieddine and Eybalin, 1992; Robertson and Mulders, 2000). AMBA shows LSO cells with high gene expression at P14 and intermediate to high expression at P56 (Supplementary Figure S5).

#### *#2—Ucn*: urocortin

The tentative conclusion that cluster 2 comprises LOCs was reinforced by our findings on DEG#2, which was *Ucn* (Figures 4B,D,E). 

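Ucn (ENSMUSG00000038676) lies on chromosome 5 of GRCm38 from 31138063 to 31138829 and stands at row 11266 of the table. Ucn was detected in 82.1% of LOCs (23 of 28, 95% interval 63.1 to 93.9%) and in 0 of 52 pLSOs (a share of up to 5.77%), with 2 of 8 negative controls beside them. Mean Ucn over LOCs was 34.4 TPM. For Ucn, the difference of mean log2(TPM + 1), pLSO minus LOC, was -3.92. The left out library cell_54, labelled as a Sustained neuron, held 28 TPM of Ucn.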

*Ucn* codes for urocortin, one of three members in the urocortin family composed of stress-related corticotropin-releasing hormone neuropeptides. In rats, urocortin was demonstrated in a small subset of LSO neurons (Vaughan et al., 1995; Kaiser et al., 2011). It is reportedly absent from other auditory nuclei (Bittencourt et al., 1999). *Ucn* expression appears to be specific for LOCs, and urocortin is abundant in their axon terminals in the cochlea (Vetter et al., 2002; Kaiser et al., 2011). Consistent with our results, AMBA shows LSO cells with high gene expression levels at P14. Interestingly, *Ucn* expression P56 is almost absent (Supplementary Figure S5). As LOCs modulate the excitability of auditory nerve fibers, urocortin may balance physiological reactions to acoustic stress via high affinity binding to corticotropin-releasing factor receptor CRFR1 during development (Graham and Vetter, 2011).

#### *#3—Col4a3*: collagen type IV alpha 3 chain

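In LOCs, Col4a3 (ENSMUSG00000079465) had a mean of 51.1 TPM, and in pLSOs it was listed at 0. The Col4a3 shares were 82.1% of LOCs (23 of 28, 95% interval 63.1 to 93.9%) and 0 of 52 pLSOs (a share of up to 5.77%), against 4 of 8 negative controls. Col4a3 lies on chromosome 1 of GRCm38 from 82586921 to 82722059 and stands at row 23246 of the table. Col4a3 differed by -4.60 in mean log2(TPM + 1) (pLSO minus LOC).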

DEG#3 in cluster 2 was *Col4a3* (Figures 4B,D,E). *Col4a3* codes for the α3 domain of type IV collagen. Type IV collagens are the major structural component of basement membranes, including the strial capillary basement membranes in the inner ear. *Col4a3* mutations affect the structure and function of the cochlea and result in syndromic deafness (Mochizuki et al., 1994; Angeli et al., 2012; Kolla et al., 2020). Thus, *Col4a3* is considered a deafness gene (Müller and Barr-Gillespie, 2015). As to date, the literature is virtually devoid of reports on *Col4a3* in combination with neurons. Type IV collagens inhibit cell proliferation and astroglial differentiation while promoting neuronal differentiation (Ali et al., 1998). In this context, it is of some interest that DEG#7 in cluster 2 was *Col4a4*, which encodes the α4 domain of type IV collagen (Figure 4B). 

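Col4a4 (ENSMUSG00000067158) lies on chromosome 1 of GRCm38 from 82448423 to 82586849 and stands at row 19333 of the table. Col4a4 had a mean of 6.04 TPM in LOCs, and it was listed at 0 in all pLSOs. Transcripts of Col4a4 were detected in 60.7% of LOCs (17 of 28, 95% interval 40.6 to 78.5%), in 0 of 52 pLSOs (a share of up to 5.77%) and in 0 of 8 negative controls. Col4a4 differed by -1.81 in mean log2(TPM + 1) (pLSO minus LOC).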

AMBA shows low *Col4a3* expression in a few cells in the LSO at P56 (Supplementary Figure S5, no AMBA data available for P14). However, *Col4a3* was identified very recently as a marker for LOCs in a study that employed single-nucleus sequencing in mice (Frank et al., 2023). Our results confirm these findings.

#### *#4—Nxph1*: neurexophilin 1

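Among neurons, Nxph1 (ENSMUSG00000046178) was detected in 67.9% of LOCs (19 of 28, 95% interval 47.6 to 84.1%) and in 3.85% of pLSOs (2 of 52, 95% interval 0.469 to 13.2%), and among negative controls in 2 of 8. The mean of Nxph1 was 25.1 TPM in LOCs and 0.173 TPM (0.0588 TPM without the neuron of highest value) in pLSOs. Nxph1 lies on chromosome 6 of GRCm38 from 8948431 to 9249032 and stands at row 13694 of the table. For Nxph1, the difference of mean log2(TPM + 1), pLSO minus LOC, was -3.12.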

DEG#4 in cluster 2 was *Nxph1* (Figures 4B,D,E). *Nxph1* codes for the neuronal glycoprotein neurexophilin1. Four isoforms of neurexophilin (Nxph1-Nnxph4) form a conserved family of neuropeptide-like molecules that interact with neurexins, crucial presynaptic cell-adhesion molecules (Missler and Südhof, 1998; Ding et al., 2020). Nxph1 is a specific ligand for α-neurexin 1 (aka NRXN1α) and essential for transsynaptic activation. Neurexins (NRXN1-3) consist of an α-and a β-protein and play important roles in synaptic plasticity and synapse maturation. By binding to the postsynaptic ligand, they can directly influence ligand-binding receptors, thereby altering a neuron’s excitatory or inhibitory ability. A restricted *Nxph1* expression was described in subpopulations of inhibitory neurons (Petrenko et al., 1996; summary: Born et al., 2014). Conjunctively, these transsynaptic cell adhesion molecules coordinate synapse formation, restructuring, and elimination in both directions. From in the Petrenko paper, one can deduce that LSO neurons express neurexophilin. AMBA shows a low to intermediate expression level in the LSO at P56 (Supplementary Figure S5, no AMBA data available for P14).

#### *#5—Anxa2*: annexin A2

*Anxa2*, DEG#5 in cluster 2 (Figures 4B,D,E), is one of 13 annexin A genes expressed in vertebrates. 

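Anxa2 (ENSMUSG00000032231) lies on chromosome 9 of GRCm38 from 69453620 to 69491795 and stands at row 8853 of the table. Anxa2 was detected in 78.6% of LOCs (22 of 28, 95% interval 59.0 to 91.7%) and in 3.85% of pLSOs (2 of 52, 95% interval 0.469 to 13.2%), with 1 of 8 negative controls beside them. Mean Anxa2 values were 146 TPM and 1.60 TPM (0.588 TPM without the neuron of highest value), respectively. For Anxa2, the difference of mean log2(TPM + 1), pLSO minus LOC, was -5.40.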

Members of this subfamily are soluble proteins that are recruited to membranes in the presence of elevated Ca^2+^ where they bind phospholipids. Among the multiple roles of annexins are membrane aggregation, exocytosis, and endocytosis regulation. *Anxa2* is highly expressed in nociceptors where AnxA2 regulates TRPA1-dependent acute and inflammatory pain (Avenali et al., 2014). Gene expression was also demonstrated in surrounding cells in the developing mouse cochlea (Scheffer et al., 2015). To our knowledge, relevant papers on auditory neurons do not exist (Pubmed search: “Anxa2 auditory” or “Annexin A2 auditory”; 2023–10-22). AMBA shows only a few LSO cells with low *Anxa2* expression at P14 and P56 (Supplementary Figure S5).

#### *#6—Isl1:* insulin gene enhancer protein ISL1

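In LOCs, Isl1 (ENSMUSG00000042258) had a mean of 33.8 TPM, and in pLSOs it was listed at 0. The Isl1 shares were 78.6% of LOCs (22 of 28, 95% interval 59.0 to 91.7%) and 0 of 52 pLSOs (a share of up to 5.77%), against 0 of 8 negative controls. Isl1 lies on chromosome 13 of GRCm38 from 116298281 to 116309689 and stands at row 12550 of the table. Isl1 differed by -3.55 in mean log2(TPM + 1) (pLSO minus LOC).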

*Isl1* (aka *Islet-1*), DEG#6 of cluster 2 (Figure 4B), is a homeobox gene encoding the insulin gene enhancer protein ISL1. The gene product, a transcription factor, promotes motoneuron development (Ericson et al., 1992) and affects efferents to the inner ear. *Isl1* expression has been reported in olivocochlear efferents (Frank and Goodrich, 2018). Our patch-seq results are consistent with these reports. As the inner ear efferents originate in a progenitor zone for motoneurons, it is not surprising that factors assigning a motoneuron identity (e.g., ISL1 and ChAT) overlap considerably between such efferents and facial motoneurons. In fact, inner ear efferents represent a subset of motoneurons, although they form no synapses with muscle fibers (Frank and Goodrich, 2018). AMBA shows few LSO cells with intermediate to high *Isl1* expression at P56 (Supplementary Figure S5, no AMBA data available for P14).

#### #7–20

Information on DEGs#7–20 is provided in Supplementary results.

### Summary for DEGs#1–20 of each cluster

Taken together, DEGs#1–20 in cluster 1 plus cluster2 contain eight genes (20%) whose expression was previously described in the LSO (cluster 1: *Spp1*, *Cacng5*, *Cck*; cluster 2: *Calca*, *Ucn*, *Nxph1*, *Isl1*, *Gata3*). We now attribute their expression to neurons. The results for the remaining 80% of the genes are new. Each of the three known DEGs in cluster 1 can be associated with pLSOs. Similarly, four genes from cluster 2 can be associated with LOCs (*Calca*, *Ucn*, *Isl1*, *Gata3*). Thus, the transcriptomic results provide substantial and consistent evidence to conclude that cluster 1 and cluster 2 contain pLSOs and LOCs, respectively. 

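Over the whole lists, 251 of the 254 cluster 1 genes were detected in a higher share of pLSOs than of LOCs, and 98 of the 99 cluster 2 genes in a higher share of LOCs. From the genes listed for each cluster and what is known of them, the paper concludes that cluster 1 contains pLSOs and cluster 2 LOCs.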

If our conclusion is correct (see below), we identified 17 novel marker genes for pLSOs and 15 for LOCs (highlighted in bold in Figure 4B).

Figure 4B shows 40 DEGs ranked by the z-score. Corresponding expression levels are detailed in violin plots (Figures 4C,D), highlighting significant expression differences. We also plotted the corresponding TPM values for both clusters (Figure 4E and inset). The highest expression in cluster 2 was seen for *Pgrmc1* (3,462 TPM). However, this DEG did not end up higher than #18 (Figure 4B), because 50% of cluster 1 neurons also expressed it, at levels up to 4,763 TPM (framed inset in Figure 4E). 

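Pgrmc1 (ENSMUSG00000006373) lies on chromosome X of GRCm38 from 36598206 to 36606079 and stands at row 993 of the table. Pgrmc1 had a mean of 4111 TPM in LOCs and 688 TPM in pLSOs. Transcripts of Pgrmc1 were detected in 85.7% of LOCs (24 of 28, 95% interval 67.3 to 96.0%), in 48.1% of pLSOs (25 of 52, 95% interval 34.0 to 62.4%) and in 1 of 8 negative controls. Of Pgrmc1, the mean TPM was 5.98-fold higher in LOCs (a difference of mean log2(TPM + 1) of -5.74, pLSO minus LOC). Its highest value in a pLSO was 4763 TPM.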

In cluster 1, TPM values were relatively low, and the highest value was found for *Spp1* (273; 0 in cluster 2). Overall, 20 of the 40 DEGs showed TPM values ≤10 (15 in cluster 1; 5 in cluster 2). 

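By mean TPM over their own class, 7 of the 20 genes listed first for cluster 1 and 3 of the 20 listed first for cluster 2 had 10 TPM or less. By the median, these numbers were 14 and 3.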

For these, we did not provide names (Figure 4E and inset, gene names provided only if >10 TPM).

We compared our data with AMBA’s P14 and P56 data, covering 17 of the top 40 DEGs at P14 (42.5%) and 38 DEGs at P28/P56 (95%). A developmental assessment revealed virtually no change in the expression profile of six DEGs in pLSO neurons, while two transcription factors (*Rorb*, *Tcf4*) and *Cacng5* appeared to be downregulated with age. Among the marker genes for LOC neurons, seven genes (*Calca, Ucn, Cit, Fxyd6, Gata3, Nfia, Atp8a1*) showed lower levels at P56, with only two showing no change, indicating developmental downregulation.

### Search for functional groups among DEGs

Next, we analyzed the 353 DEGs according to GO annotations. Several GO terms were enriched (Figure 4F; Supplementary Table S4). More specifically, the terms “Nervous system development,” “Calcium ion binding,” and “Ion transport” appeared in both clusters. Within the GO term “Hormone activity,” which was unique for cluster 2, *Calca* and *Ucn* (DEG#1 and #2) encode CGRP and urocortin, established neurotransmitters for LOCs (*cf.* Introduction). 

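Among neurons, Uts2b (ENSMUSG00000056423) was detected in 57.1% of LOCs (16 of 28, 95% interval 37.2 to 75.5%) and in 0 of 52 pLSOs (a share of up to 5.77%), and among negative controls in 1 of 8. The mean of Uts2b over LOCs was 12.5 TPM. Uts2b lies on chromosome 16 of GRCm38 from 27353322 to 27370239 and stands at row 16301 of the table. For Uts2b, the difference of mean log2(TPM + 1), pLSO minus LOC, was -2.38.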

The third gene in this GO term was *Uts2b* (DEG#25), which encodes the neuromodulator urotensin 2B (Supplementary Table S3). Urotensin 2B is involved in motoneuron function and stimulates ACh release (Huitron-Resendiz et al., 2005; Nothacker and Clark, 2005). 

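Calcb (ENSMUSG00000030666) lies on chromosome 7 of GRCm38 from 114718643 to 114723365 and stands at row 7970 of the table. Calcb had a mean of 67.9 TPM in LOCs and 0.0192 TPM (0 TPM without the neuron of highest value) in pLSOs. Transcripts of Calcb were detected in 53.6% of LOCs (15 of 28, 95% interval 33.9 to 72.5%), in 1.92% of pLSOs (1 of 52, 95% interval 0.0487 to 10.3%) and in 1 of 8 negative controls. Calcb differed by -3.45 in mean log2(TPM + 1) (pLSO minus LOC).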

The fourth “Hormone activity” gene was *Calcb* (DEG#34). It is a paralog of *Calca* and codes for the calcitonin related polypeptide β-CGRP (formerly known as CGRP-II; Alexander et al., 2021). β-CGRP enables calcitonin receptor binding activity and participates in regulating the cytosolic Ca^2+^ concentration. Recently, *Calcb* expression has been associated with a subset of LOCs (Frank et al., 2023). 

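Igf1 (ENSMUSG00000020053) lies on chromosome 10 of GRCm38 from 87858265 to 87937042 and stands at row 2287 of the table. Igf1 was detected in 67.9% of LOCs (19 of 28, 95% interval 47.6 to 84.1%) and in 30.8% of pLSOs (16 of 52, 95% interval 18.7 to 45.1%), with 0 of 8 negative controls beside them. Mean Igf1 values were 686 TPM and 76.8 TPM, respectively. For Igf1, the mean TPM was 8.93-fold higher in LOCs, and the difference of mean log2(TPM + 1), pLSO minus LOC, was -4.27.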

The fifth gene in the GO term was *Igf1* (DEG#58), which encodes the insulin growth factor 1 (IGF-I). IGF-I is involved in differentiation and maturation of neurons and synapses (Nieto-Estévez et al., 2016). Finally, the sixth “Hormone activity” gene was *Vgf* (DEG#77), which encodes the neurosecretory protein VGF (= VGF nerve growth factor inducible). 

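In LOCs, Vgf (ENSMUSG00000037428) had a mean of 3.89 TPM and in pLSOs of 0.154 TPM (0.0980 TPM without the neuron of highest value). The Vgf shares were 46.4% of LOCs (13 of 28, 95% interval 27.5 to 66.1%) and 9.62% of pLSOs (5 of 52, 95% interval 3.20 to 21.0%), against 1 of 8 negative controls. Vgf lies on chromosome 5 of GRCm38 from 137026392 to 137033351 and stands at row 10743 of the table. Of Vgf, the mean TPM was 25.3-fold higher in LOCs (a difference of mean log2(TPM + 1) of -1.16, pLSO minus LOC).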

VGF is a neuropeptide precursor involved in neurogenesis and metabolic regulation.

Collectively, the results from the unsupervised clustering analysis clearly affiliate the two clusters with pLSOs and LOCs.

### Immunohistochemical detection of proteins complies with gene expression (*Spp1*|OPN and *Calca*|CGRP)

We identified *Spp1*|OPN as DEG#1 in cluster 1 (presumably pLSOs) and *Calca*|CGRP as DEG#1 in cluster 2 (presumably LOCs). To assess correspondence between gene expression and protein abundance, we performed immunohistochemical experiments. Immunosignals for OPN were intense in the LSO and other SOC nuclei (Figures 5A1,B1). They were spread throughout the LSO and were associated with somata and proximal dendrites of cells reminiscent of pLSOs, because of their fusiform shape and size (Figures 5A2,A3,B2,B3). Labeling was particularly strong in a cup-shaped structure within the cytoplasm and virtually absent from the cells’ nucleus. Double labeling with glycine transporter type 2 (GlyT2), used to mark the perisomatic zone, demonstrated cytoplasmic OPN localization, rather than an association with the plasma membrane (Figures 5A3,B3). Conjunctively, the results demonstrate a correspondence between high *Spp1* expression and a high OPN abundance, implying a close correlation between mRNA and protein level. Moreover, OPN appears to be associated with pLSOs.

Because of the elaborate demonstration of CGRP in coronal sections (references in Introduction), we characterized the protein in horizontal sections (Figure 5C). CGRP immunosignals were strong in the LSO, as for OPN. In contrast, they were virtually absent from other SOC nuclei (Figure 5C1). Labeled somata were located along the tonotopic axis (from lateral to medial), and their size was a bit smaller than for OPN-positive somata (Figures 5C2,C3). Immunopositive dendrites were oriented perpendicular to the tonotopic axis, as described for LOCs (Friauf et al., 2019). Cytoplasmic labeling was more homogeneous than for OPN. Together, the *Calca*|CGRP findings imply a close relationship between gene expression and protein abundance. They also provide additional evidence that cluster 2 comprises LOCs. In the following, we will exploit the electrophysiological properties of our patch-seq neurons to assess whether cluster 1 comprises pLSOs, whereas cluster 2 comprises LOCs.

### Electrophysiology: pLSOs form cluster 1, LOCs form cluster 2

A great advantage of the patch-seq method is its potential to characterize electrophysiological parameters prior to scRNA-seq. We determined 16 physiological features prior to cytoplasm harvesting. 

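The sample labels give 16 features per neuron, measured by the authors with the patch-clamp technique before the cytoplasm was harvested. They were summarised for all 86 labelled neurons, 44 Onset, 12 Sustained and 30 LOC neurons, by the firing pattern in the label. Because some labels and Table S3 placed a library in different groups, no feature was paired with the transcripts of the same neuron. A value was missing for some neurons, most often for V_rest, which is given for 21 of the LOCs. Every LOC without V_rest has a listed rheobase of 0 pA, so the V_rest values do not stand for all LOCs alike. Medians, quartiles and SDs describe the spread over neurons, and no test was run, since the neurons of a group come from an unknown number of animals and count as 1 sample; the tests of the paper took cells as replicates.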

Because of the comprehensive knowledge about such features and the differences between pLSOs and LOCs (Sterenborg et al., 2010), we assessed whether the two clusters are also distinguishable by electrophysiological parameters.

One important biophysical feature is the firing pattern. Among cluster 1 neurons, we observed two types of firing pattern. At rheobase, ~80% (44/56) neurons displayed a single AP with a short latency (Figures 6A,D; Supplementary Figure S6B; Supplementary Table S5.1). We refer to them as “pLSO—Onset.” The remaining 20% of cluster 1 neurons fired ~2 APs near rheobase (Figure 6B; Supplementary Figure S6B). 

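The latency of the first AP had a mean of 2.91 ms in Onset and 6.98 ms in Sustained neurons. The SD over Sustained neurons was 8.05 ms, and the medians were 2.40 (quartiles 1.90 and 2.83) and 3.55 (quartiles 2.35 and 6.47) ms.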

The latency of the first AP was longer than for Onset neurons (7.0 ms vs. 2.9 ms; Supplementary Table S5.1). We refer to these neurons as “pLSO—Sustained.” Cluster 2 neurons displayed a delay-type repetitive firing pattern that clearly distinguished them from cluster 1 neurons (Figure 6C, Supplementary Figure S6B; Supplementary Table 5.1). Near rheobase, ~4 APs were generated, and the latency of the first AP (29.4 ms) was several-fold longer than for Onset and Sustained neurons. These neurons are named “LOC—Delayed.” 

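The latency of LOCs had a mean of 29.4 ms and a median of 19.9 (quartiles 10.1 and 47.0) ms, 8.29 times the median of all pLSOs. It exceeded the longest latency of a pLSO in 14 of 30 LOCs.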

A delay-type repetitive firing pattern is characteristic for LOCs, identified as such via retrograde labeling from the cochlea (Fujino et al., 1997). The authors correlated the firing pattern to A-currents.

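The rheobase had a median of 500 (quartiles 400 and 562) pA in Onset neurons, 250 (quartiles 200 and 300) pA in Sustained neurons and 0 (quartiles 0 and 50) pA in LOCs. A rheobase of 0 pA is listed for 20 LOCs, and 29 of 30 LOCs lay below every pLSO.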

The approximated rheobase values differed statistically between the three neuron types (Supplementary Figure S6A). With increasing current pulse amplitudes, pLSO-Onset neurons kept firing only few APs (Supplementary Figure S6B). In contrast, Sustained neurons increased their firing rate linearly, whereas Delayed neurons peaked and declined thereafter. These findings are in accordance with previous studies on pLSOs and LOCs in gerbils (Sanes, 1990; Walcher et al., 2011), rats (Kandler and Friauf, 1995; Fujino et al., 1997; Adam et al., 1999, 2001), and mice (Sterenborg et al., 2010; Walcher et al., 2011; Haragopal and Winters, 2023). Therefore, they provide independent physiological evidence that cluster 1 consists of pLSOs whereas cluster 2 is composed of LOCs.

pLSOs and LOCs can be distinguished by a sag behavior of the membrane potential in response to hyperpolarizing current steps. 

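The median sag amplitude was 7.35 (quartiles 4.67 and 12.1) mV in Onset neurons, 9.80 (quartiles 7.95 and 14.2) mV in Sustained neurons and 1 (quartiles 0.425 and 1.27) mV in LOCs. Of the LOCs, 29 of 30 lay below the lowest pLSO (1.80 mV).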

We found prominent sag behavior in Onset and Sustained neurons, but a virtual absence in Delayed neurons (Figures 6E,F). These findings confirm published results. pLSOs specifically show a depolarizing rebound behavior after the termination of hyperpolarizing current pulses (Kandler and Friauf, 1995; Walcher et al., 2011). Indeed, we found a rebound behavior in Onset and Sustained neurons, but not in the Delayed type (Figure 6E).

We further compared V_rest_, R_in_, τ_m_, C_m_ as well as the AP peak amplitude, halfwidth, and threshold across the three neuron types. Of these seven biophysical features, R_in_ and τ_m_ were significantly higher in Sustained neurons than in Onset neurons, whereas six parameters differed between Delayed neurons and each pLSO subtype (rheobase, V_rest_, R_in_, τ_m_, AP halfwidth, AP threshold; Supplementary Figures S6C–G,I,J). 

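R_in had a median of 42.1 (quartiles 29.8 and 54.2) MΩ in Onset neurons, 82.2 (quartiles 71.2 and 115) MΩ in Sustained neurons and 484 (quartiles 343 and 687) MΩ in LOCs. For τ_m, the medians were 3.15 (quartiles 2.17 and 4.50), 6.85 (quartiles 3.92 and 9.07) and 19.9 (quartiles 13.7 and 25.8) ms. The AP halfwidth had medians of 0.370, 0.435 and 1.12 ms and the AP threshold of -39, -41.8 and -27.2 mV. The quartile ranges of pLSOs and LOCs did not overlap for any of these 4 features, nor for the rheobase. They overlapped for V_rest, with medians of -65.0 (quartiles -68.2 and -61.0) mV in pLSOs and -56.8 (quartiles -63.1 and -54.9) mV in LOCs, and for C_m, with 70 (quartiles 58 and 95.5) and 37 (quartiles 30 and 61) pF. The mean in place of the median moved the difference of V_rest most, from -8.25 to -5.35 mV (pLSO minus LOC).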

The AP amplitude did not differ significantly between the three groups (Supplementary Figures S6G,H). 

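The median AP amplitude was 98.9 (quartiles 90.2 and 102) mV in Onset neurons, 95.8 (quartiles 89 and 102) mV in Sustained neurons and 99.8 (quartiles 87.6 and 106) mV in LOCs, and the quartile ranges of the groups overlapped.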

In a last step, we assessed six synaptic parameters, namely the peak amplitude, the rise time, and the τ_decay_ of sEPSCs and sIPSCs. Whereas none of the six parameters was statistically distinguishable between Onset and Sustained neurons, Delayed neurons differed significantly in 9/12 cases when compared to the two subtypes of pLSOs (Supplementary Figure S7).

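For sEPSCs, the median amplitude was 25 pA in Onset neurons, 25.8 pA in Sustained neurons and 45.4 pA in LOCs. Their rise time had medians of 0.270, 0.280 and 0.405 ms and their τ_decay of 0.740, 0.830 and 1.92 ms. The sEPSC τ_decay of each of the 30 LOCs was above that of every pLSO. For sIPSCs, the corresponding medians were 28.2, 25.2 and 18.7 pA for the amplitude, 0.410, 0.460 and 0.660 ms for the rise time and 1.42, 1.77 and 2.39 ms for τ_decay. The quartile ranges of pLSOs and LOCs did not overlap for any of the 6 synaptic features.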

Overall, the electrophysiological results, together with our findings on DEGs, provide sufficient evidence to conclude that pLSOs belong to cluster 1, whereas LOCs belong to cluster 2. Moreover, the differences between the two subtypes in cluster 1 are too small to warrant a subcategorization into two subclusters.

### Transcriptional pLSO and LOC clusters comply with electrophysiological differences

The above electrophysiological characterization comprised 16 features. To reduce the dimensionality of the multivariate data and to search for potentially novel subclusters present in our electrophysiological data sets, we performed a PCA based on the 16 electrophysiological features. In such analyses, novel subclusters may arise due to a combination of differences that need not be significant, but together reveal distinct cell types. The results were in accordance with—and thus confirmed—the two clusters of LSO neurons identified via mRNA sequencing. The two subtypes of pLSOs (Onset and Sustained) clustered together (Figure 7A). 

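All 16 features were available for 72 neurons, 41 Onset, 11 Sustained and 20 LOC neurons, and were standardised before the PCA. The LOCs without V_rest, all with a listed rheobase of 0 pA, are thus not in it. On PC1, 70 of these neurons (97.2%) lay on the side of their class. The mean positions were 1.72 for Onset neurons, 0.946 for Sustained neurons and -4.05 for LOCs.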

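The SD of the positions on PC1 was 0.671 over pLSOs and 1.83 over LOCs, and on PC2 0.884 and 2.23.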

The PCA also showed higher heterogeneity for cluster 2 than for cluster 1 where virtually all neurons were spotted in close vicinity to each other.

**Figure 7:**
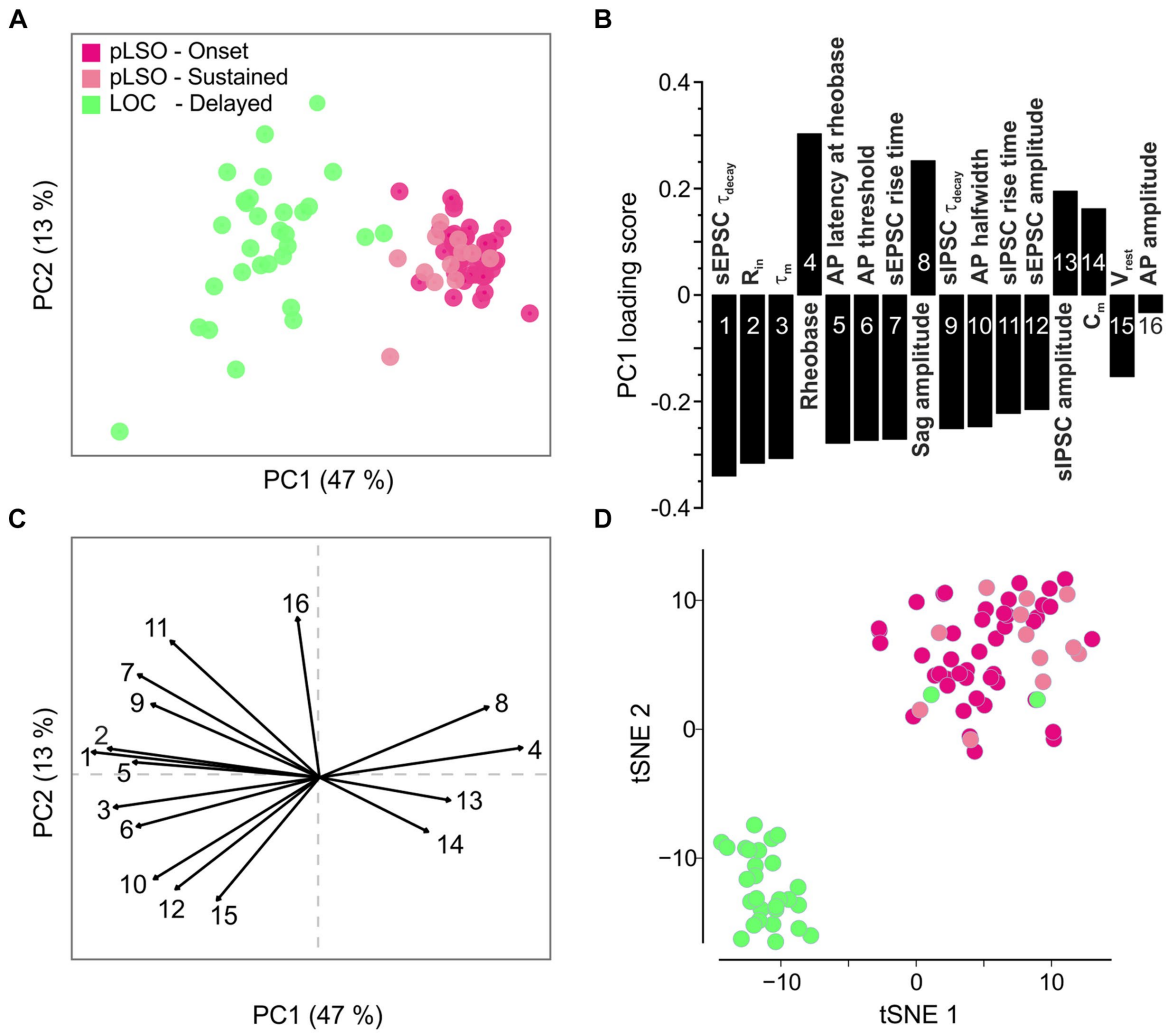
Principal component analysis (PCA) of electrophysiological features confirms the two clusters identified via transcriptomics. **(A)** PCA plot based on 16 electrophysiological features. **(B)** Loading scores for PC1 shown in **(A)**. **(C)** Vector factor map showing the features depicted in **(B)** and their contribution to PC1 and PC2. **(D)** Same tSNE plot as in Figure 3B, but color-coded according to the firing pattern (see also Supplementary Figures S6, S7).

PC1 explained almost 50% of the cluster formation (Figure 7A). 

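PC1 held 47.0% and PC2 12.1% of the variance of the features. PC1 held 47.0% when missing features were set to the median over all 86 neurons, and 48.1% with the 10 membrane and AP features alone, the larger of these 2 changes. From the electrophysiological features together with the DEGs, the paper concludes that pLSOs belong to cluster 1 and LOCs to cluster 2.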

To determine the contribution of each feature to PC1, we evaluated the loading scores (Figure 7B). Four of the 16 features described time-related PSC characteristics (feature 1, 7, 9, 11). Thus, specific kinetics of both excitatory and inhibitory ligand-gated receptors appear to be a solid physiological means to distinguish pLSOs from LOCs (faster values in pLSOs). Moreover, R_in_, feature 2 on the loading score, may also be used to distinguish the two major types of LSO neurons rapidly and easily during electrophysiological characterization (*cf.* Supplementary Figure 6D). The lowest influence on PC1 was provided by the AP amplitude, followed by V_rest_ (Figure 7B; Supplementary Figures S6C,H). 

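The AP amplitude had the lowest absolute loading on PC1 (-0.102), after V_rest (-0.162). The highest were those of the sEPSC τ_decay (-0.343), R_in (-0.327) and τ_m (-0.323).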

A vector factor map analysis showed a positive correlation of rheobase, sag amplitude, sIPSC amplitude, and C_m_ with PC1, whereas all other features were negatively correlated (Figures 7B,C). 

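Positive loadings on PC1 were found for the rheobase (0.296), the sag amplitude (0.231), the sIPSC amplitude (0.184) and C_m (0.177), and negative loadings for all other features.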

Interestingly, PC2 was mainly influenced by the AP amplitude and V_rest_, with both vectors being almost antiparallel to one another.

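On PC2, V_rest had the highest absolute loading (0.453), followed by the sIPSC rise time (-0.402), the sEPSC amplitude (0.391) and the AP amplitude (-0.344).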

To assess a linkage of the three types of firing pattern with the gene expression pattern, we reused the tSNE plot from Figure 3B and mapped the data from the electrophysiological clusters onto the corresponding neurons (Figure 7D). Remarkably, there was absolute congruency between the transcriptional cluster assignment and the electrophysiological parameters. Hence, we feel safe to conclude that cluster 1 represents pLSOs and cluster 2 LOCs. Within the pLSOs, we identified two subtypes by their biophysical differences.

### pLSOs and LOCs express different sets of ion channel genes

Auditory brainstem neurons possess a plethora of morphological and functional features as well as molecular specializations that enable them to reliably process information in an ultrafast and temporally precise way (Oertel, 1997; Trussell, 1997, 1999; Golding and Oertel, 2012). Among morphological features are the well-known presynaptic terminals of the calyx-or endbulb-type (Held, 1893). Functional features include AP firing behavior and synaptic fidelity. Molecular specializations comprise an elaborate repertoire of voltage-gated ion channels (Hardman and Forsythe, 2009; Oertel, 2009; Reijntjes and Pyott, 2016). Of the 269 mouse genes for ion channels listed in the International Union of Basic and Clinical Pharmacology/British Pharmacological Society Guide to Pharmacology (IUPHAR/BPS GTP) (Alexander et al., 2021), our sample expressed 42% (114/269; Figure 8A; Supplementary Table S6 for cohort-related results). More specifically, 40% of voltage-gated ion channel genes were expressed (58/144; Figure 8A). For ligand-gated and other ion channels, values were 50 and 36%, respectively (38/76 and 18/49). Dividing the category “Voltage-gated ion channels” into eight subdivisions revealed expression of 43% of the potassium channels, by far the highest number (33/77; Figure 8B). Together, the results illustrate a broad repertoire of ion channels in LSO neurons, particularly potassium channels.

**Figure 8:**
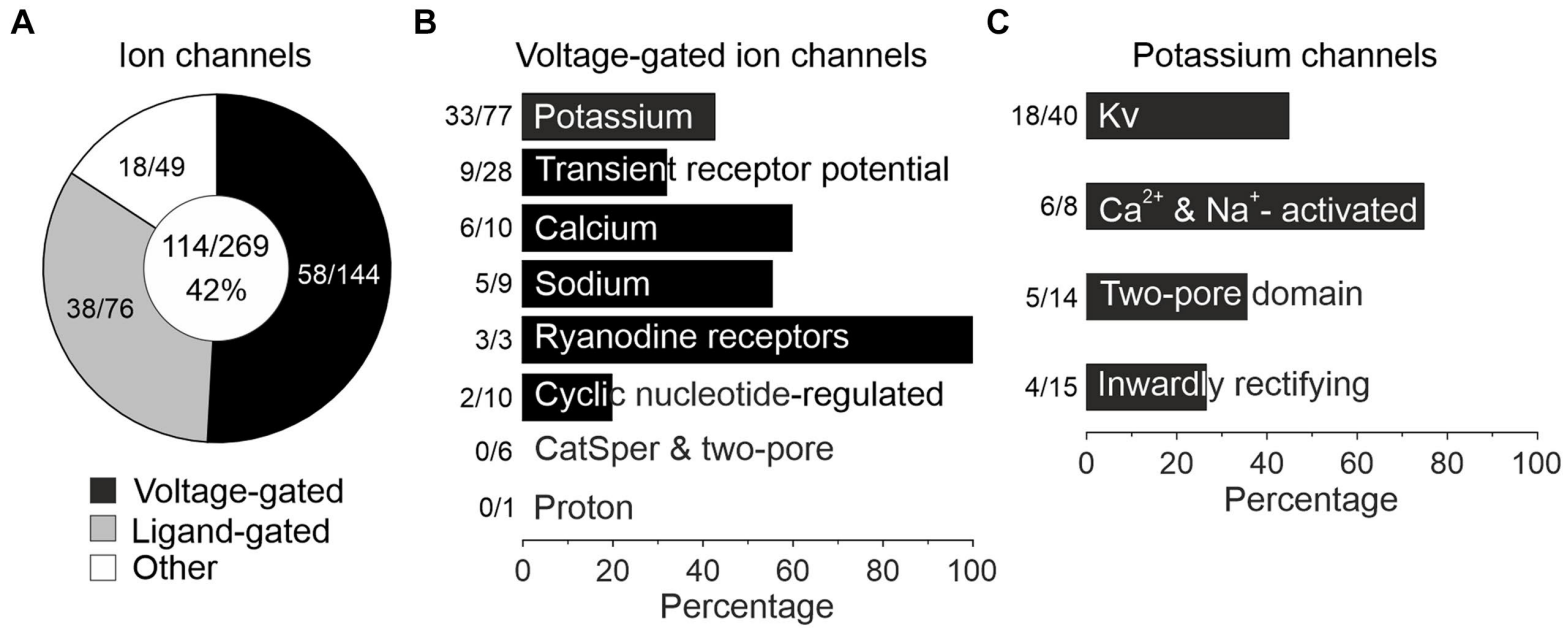
pLSOs and LOCs express a wide array of ion channels. **(A)** Forty-two percent (114/269) of ion channel genes (voltage-gated, ligand-gated, other) listed in the IUPHAR/BPS Guide to Pharmacology are expressed in the LSO. **(B)** Across the eight family members of voltage-gated ion channels, genes encoding potassium channels are most highly represented (43%; 33/77 genes). **(C)** The majority of potassium channel genes encode Kv channels (45%, 18/40).

### Potassium channels

As potassium channels are crucial determinants of multiple physiological properties (V_rest_, AP threshold, firing rate, AP duration, postsynaptic potential duration, timing), and because of the immense interest auditory brainstem neurons have received concerning those channels, we focused on this subcategory (Figure 8C). Among 33 expressed K^+^ channel genes, 18 encode pore-forming Kv αsubunits (18/40 = 45%), six Ca^2+^- or Na^+^-activated (KCa or KNa) channels (6/8 = 75%), five two-pore domain K2P channels (5/14 = 36%), and four inwardly rectifying Kir channels (4/15 = 27%).

Transcript levels for the 18 Kv α subunits and the spread across single neurons are shown in Figure 9A and Supplementary Table S6. The panel also depicts expression for nine genes encoding “Potassium voltage-gated channel regulatory subunits” (of 14 listed,^5^ Gray et al., 2015). Overall, the LSO neurons expressed a high number of Kv genes (50%; 27/54). 

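Of the 27 Kv genes of Table S6, 27 were detected in at least 1 neuron here.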

For five genes, the mean TPM values exceeded 10 (i.e., log_2_[TPM + 1] > 3.5) in at least one cluster (white-magenta heat map in Figure 9A; Supplementary Table S6). These genes were: pLSOs: *Kcnab3*|Kvβ3, *Kcnq2*|Kv7.2, *Kcna1*|Kv1.1, *Kcnh7*|Kv11.3; LOCs: *Kcnq2*|Kv7.2*, Kcnab1*|Kvβ1. 

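Kcnab3 (194 TPM), Kcna1 (15.3 TPM) and Kcnh7 had a mean of 10 TPM or more in pLSOs, and Kcnab1 (11.5 TPM) in LOCs.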

Across all LSO neurons, the by far highest TPM values were seen for *Kcnq2* and *Kcnab3* (mean: 166 and 141). 

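Over all neurons, Kcnab3 (ENSMUSG00000018470, row 1942) had a mean of 129 TPM and was detected in 32.5% of neurons. On values rescaled to own length, the highest means of Kv genes were those of Kcna1 (165) and Kcnip1 (80.9), with 55.7 for Kcnab3.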

Four Kv genes qualified as DEGs in pLSOs (marked by asterisks in Figure 9A; pLSOs: *Kcna1*|Kv1.1, DEG#92; *Kcnh7*|Kv11.3, DEG#6; *Kcnab3*|Kvβ3, DEG#146; *Kcnip1*|KChIP1, DEG#67). We also determined the percentage of neurons expressing a given gene (white-green heat map in Figure 9A). 

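Kcna1 (ENSMUSG00000047976) was detected in 75% of pLSOs (39 of 52, 95% interval 61.1 to 86.0%) and in 42.9% of LOCs (12 of 28, 95% interval 24.5 to 62.8%), with 2 of 8 negative controls beside them.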

*Kcna1*|Kv1.1 and *Kcnh7*|Kv11.3 were expressed by ~70% of cluster 1 neurons. 

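Among the Kv genes, Dpp6 (ENSMUSG00000061576) was detected in 46.4% of LOCs (13 of 28, 95% interval 27.5 to 66.1%) and in 51.9% of pLSOs (27 of 52, 95% interval 37.6 to 66.0%), with a mean of 3.21 TPM in LOCs. The negative controls held Dpp6 in 2 of 8 libraries.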

For cluster 2, the percentage was relatively low: ~40% of the neurons expressed *Dpp6*|DPL1, the highest value observed (Figure 9A). Cluster 1 neurons displayed similarly high values for this gene.

**Figure 9:**
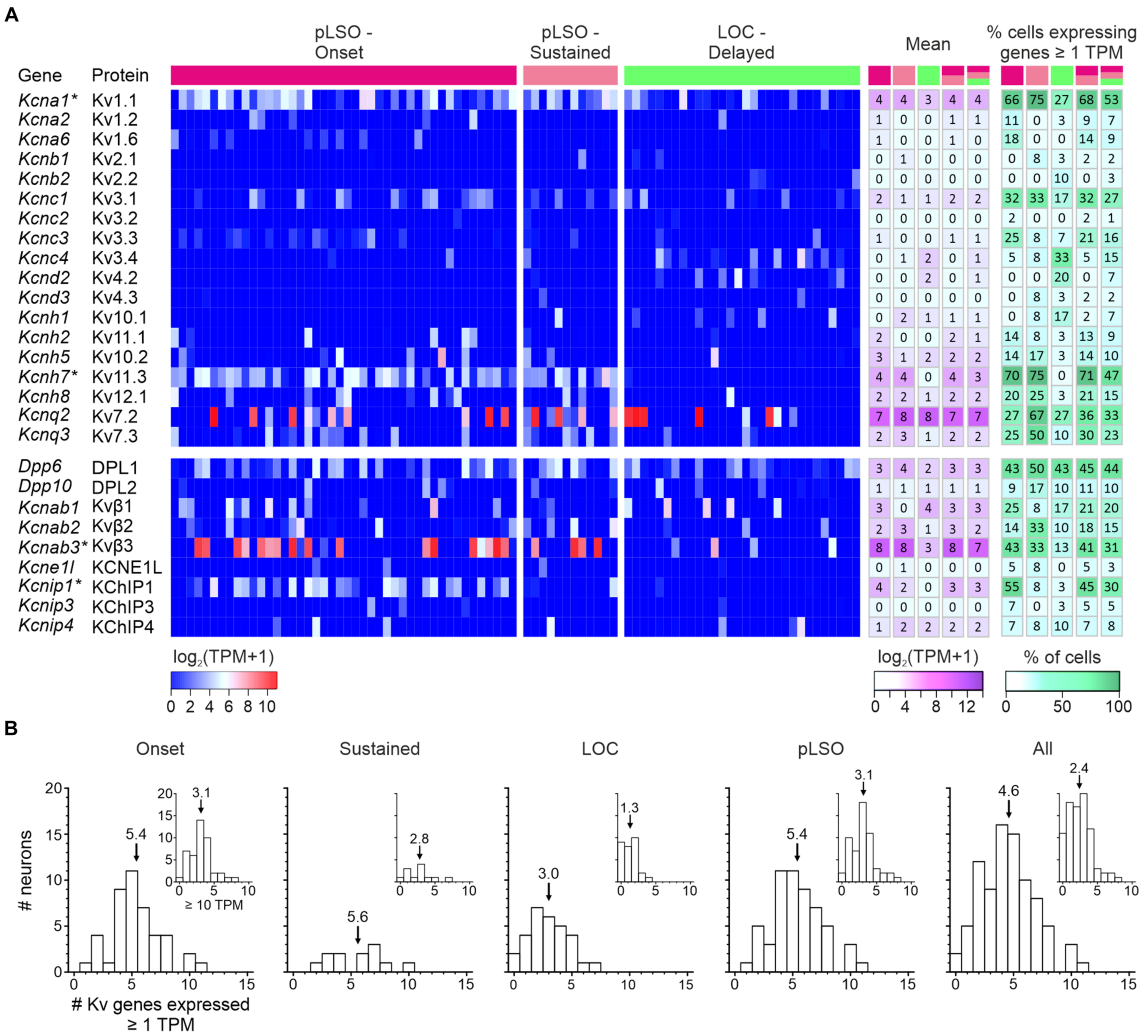
Expression of genes encoding voltage-gated potassium (Kv) α subunits and regulatory subunits (*n* = 18, 9). **(A)** Heat maps show expression levels [log_2_(TPM + 1)] for single neurons (three cohorts). To the right, the mean and the percentage of cells expressing a given gene are depicted for five cohorts (pLSO—Onset, pLSO—Sustained, LOC—Delayed, pLSO, all neurons; *n* = 44, 12, 30, 56, 86). DEGs are marked with asterisks. **(B)** Frequency histograms show distribution of gene expression for five cohorts (criteria: ≥ 1 TPM; ≥ 10 TPM for insets). Mean values are marked by arrows (see also Supplementary Table S6).

We wondered how many Kv genes a single LSO neuron may express and assessed the heat maps vertically (threshold ≥1 TPM). On average, a single neuron expressed 17% of the Kv genes expressed in the whole sample (4.6/27; range: 0–11; Figure 9B). More specifically, values for the four cohorts were: 5.4 Onset; 5.6 Sustained; 3.0 LOCs (= cluster 2); 5.4 pLSOs (= cluster 1). Thus, pLSOs appear to express a 1.8-fold higher number of Kv genes than LOCs, implying higher complexity in the ascending LSO branch for this ion channel family. 

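Per neuron, 6.06 ± 2.33 Kv genes were detected in pLSOs (mean and SD over neurons), 5.95 in Onset and 6.45 in Sustained neurons, and 3.43 ± 1.85 in LOCs. The highest number in a neuron was 12, and the negative controls held a mean of 1.50. For Kv genes, the ratio of pLSOs to LOCs was 1.77, and 1.61 when the genes were counted per 1000 detected genes of each neuron. The threshold of 10 TPM moved it most, to 2.42.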

Taken together, pLSOs and LOCs show a broad and complex repertoire of Kv transcripts for α and regulatory subunits. Even within a cohort, molecular individuality seems to be a prominent feature. It appears that the complexity of the Kv channel profile in pLSOs is higher than in LOCs. Fifteen percent of the 27 Kv channel genes are DEGs, with no exception in pLSOs, emphasizing the importance of Kv channels particularly in this neuron type. To validate the gene expression results, we performed immunohistochemistry for four Kv subunits (next chapter). In one case, we also performed a series of pharmacological experiments.

### Immunohistochemical and pharmacological analysis of Kv7.2 and Kv7.3

Kv7.2 (aka KCNQ2) immunoreactivity was detectable in all major SOC nuclei, and labeling was predominantly somatic (Figures 10A1,A2). GlyT2 colabeling helped to identify pLSOs by their soma shape and the punctate perisomatic and peridendritic pattern described before (Figure 10A3; Friauf et al., 2019). Kv7.2 immunosignals were strong in the cytoplasm, whereas a neurons’ nucleus was virtually immunonegative. We also analyzed Kv7.3 immunoreactivity (Figure 10B). The overall pattern resembled that seen for Kv7.2, except that labeling was more prominent in the nucleus than in the cytoplasm (Figure 10B3). For both Kv7 subunits, we observed no co-localization with GlyT2 in the LSO (Figures 10A2,A3,B2,B3), indicating that Kv7.2 and Kv7.3 are not present in glycinergic axon terminals. In contrast, immunosignals for Kv7.2 and Kv7.3 co-localized with vGLUT1-immunopositive axon terminals contacting LSO neurons at the soma and in the neuropil (Figures 10C,D). Together, these results suggest that the two Kv7 subunits are specific for glutamatergic synapses and absent from glycinergic terminals. This difference between the ipsilateral excitatory and the contralateral inhibitory input may be of physiological relevance for transmitter release in the context of sound localization and should be addressed in future studies.

**Figure 10:**
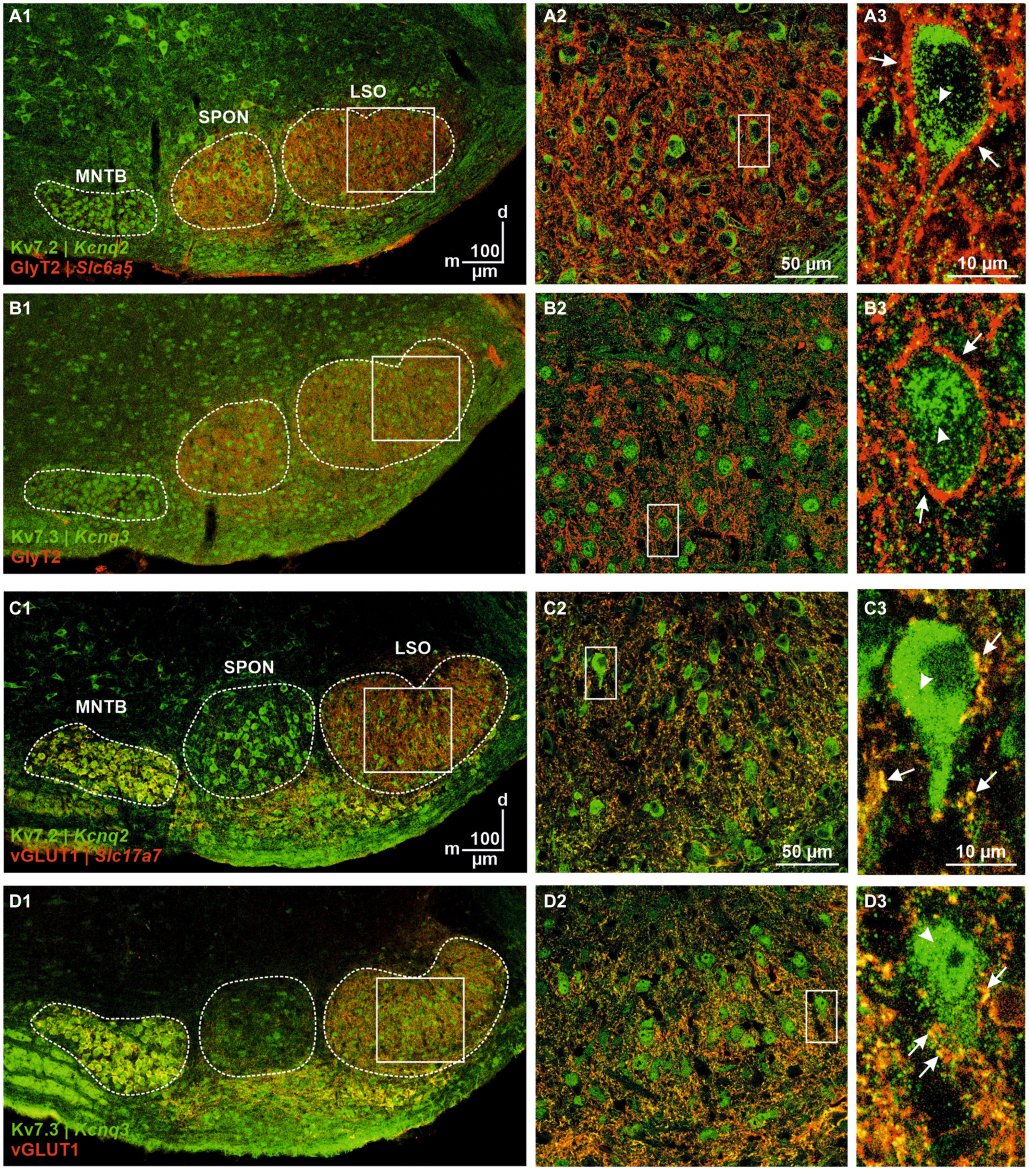
Immunohistochemical analysis of Kv7.2 and Kv7.3. **(A)** Kv7.2- (green) and GlyT2-immunolabeling (red) of the SOC **(A1)** and LSO **(A2)**. Coronal brainstem slice at P12. Close-up of a representative neuron in **(A3)**. Punctate glycinergic terminals surrounding the soma are marked by arrows; cytoplasmic Kv7.2 immunosignals are marked by an arrowhead. **(B)** As **(A)**, but for Kv7.3. **(C)** Kv7.2- (green) and vGLUT1-immunolabeling (red) of the SOC **(C1)** and LSO **(C2)**. Coronal brainstem slice at P12. Close-up of a representative neuron in **(C3)**. Punctate glutamatergic terminals surrounding the soma are marked by arrows; cytoplasmic Kv7.2 immunosignals are marked by an arrowhead. **(D)** As **(C)**, but for Kv7.3.

To address functional Kv7.2/7.3 channels in pLSOs, we performed pharmacological experiments in which retigabine was applied while assessing biophysical properties from pLSOs. The drug is a Kv7.2/3 agonist that shifts channel activation toward more negative potentials (Main et al., 2000; Wickenden et al., 2000). In both pLSO subtypes, Onset and Sustained, retigabine hyperpolarized V_rest_ by ~4 mV (Figures 11A1,A2,B1,B2; Supplementary Table S5.2). Moreover, it increased the rheobase by ~30%, thus reducing multiple-firing behavior (Figures 11A1,A3,A4,B1,B3,B4). In summary, the immunohistochemical and pharmacological analyses validated our patch-seq data and obtained some interesting results concerning transmitter-type association. To our knowledge, this study is the first detailed report on Kv7.2 and Kv7.3 proteins in the LSO (*cf.* Cooper et al., 2001; for Kv7.5, see Caminos et al., 2007).

**Figure 11:**
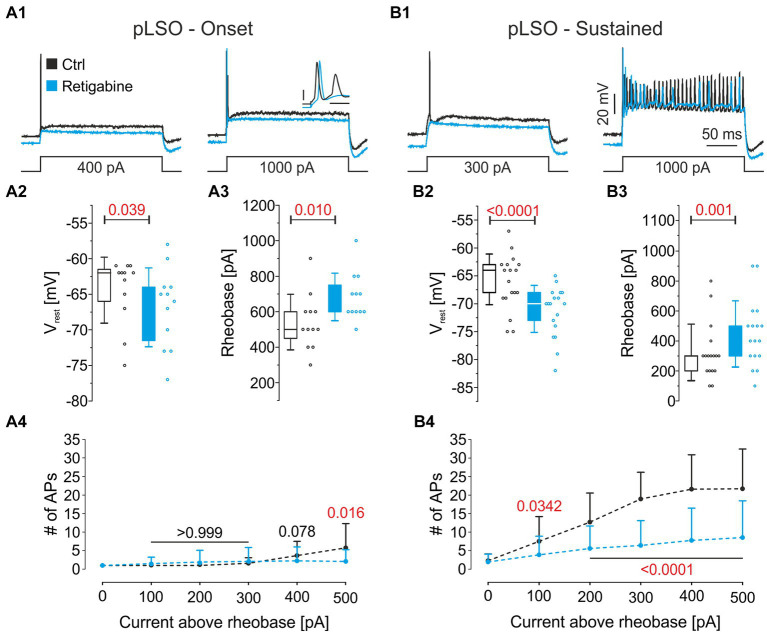
Pharmacological analysis of Kv7.2 and Kv7.3. **(A1)** Representative voltage traces from a pLSO—Onset neuron before (black) and after application of the Kv7.2/3 agonist retigabine (30 μM; light blue). Traces are in response to rectangular current pulses (left: control rheobase; right: 1,000 pA; 200 ms). Inset: close-up of the first 4 ms (scale bars: 20 mV; 2 ms). **(A2,A3)** Statistics for V_rest_ and rheobase in pLSO—Onset neurons. Open dots depict single neurons. **(A4)** Mean number of APs elicited as a function of the current amplitude above rheobase in pLSO—Onset neurons. Bars depict SD. Numbers depict *p*-values (in red when significant). **(B)** As **(A)**, but for pLSO—Sustained neurons (see also Supplementary Table S5).

### Immunohistochemical analysis of Kv11.3 and Kvβ3

We also validated expression for *Kcnh7*|Kv11.3 (DEG#6). It was expressed by ~70% of the pLSOs, whereas LOCs completely lacked expression (*cf.* Figure 9A). 

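Kcnh7 was detected in 78.0% of Onset neurons (32 of 41, 95% interval 62.4 to 89.4%) and in 72.7% of Sustained neurons (8 of 11, 95% interval 39.0 to 94.0%), and in 1 LOC, at 1 TPM.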

Double-immunofluorescent labeling of SOC sections for Kv11.3 and CGRP demonstrated Kv11.3 immunosignals throughout the LSO, whereas CGRP-positive cells were restricted to the center of the LSO, stretching along the tonotopic axis (Figures 12A1,B1,B2). For both proteins, immunosignals were localized in the somata and proximal dendrites (Figures 12A2–A4; see also Figure 5C3). In central aspects of the LSO, Kv11.3-positive somata outnumbered CGRP-positive ones ~2-fold (65% vs. 35%; Figure 12C2). Kv11.3 signals did not overlap with CGRP signals (Figures 12C1,C2), confirming the mRNA results and demonstrating exquisite cell-type specificity.

**Figure 12:**
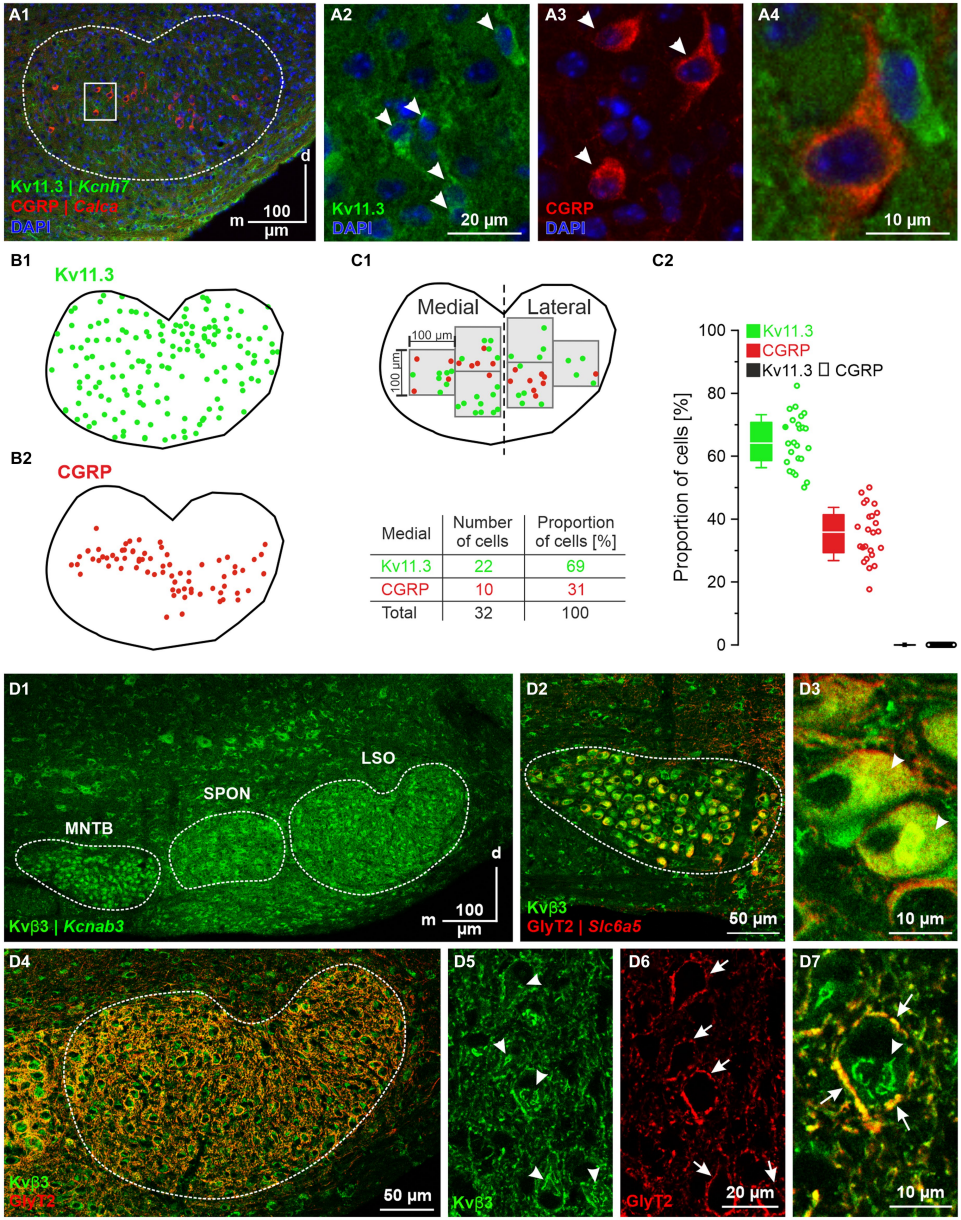
Immunohistochemical analysis of Kv11.3 and Kvβ3. **(A1–A4)** Kv11.3- (green) and CGRP-immunolabeling (red) in the LSO. Coronal brainstem slice at P12. Close-ups of representative neurons in **(A2–A4)**. Cell nuclei are DAPI-stained (blue). **(B1)** Distribution of Kv11.3-immunopositive somata (overlay from three sections). **(B2)** As **(B1)**, but for CGRP. **(C1)** Region of interest (3 squares, edge length: 100 μm) in the medial and lateral half of an LSO section in which immunopositive somata were counted. Table exemplarily shows number of somata obtained in the medial half. **(C2)** Statistics of the quantification shown in **(C1)**. The two solid dots relate to the example in **(C1)**. Kv11.3 ∩ CGRP depicts absence of double labeled somata. **(D1)** Kvβ3-immunolabeling (green) in the SOC. Coronal brainstem slice at P12. **(D2)** Kvβ3- and GlyT2-immunosignals (red) in the MNTB. **(D3)** Close-up of two representative MNTB neurons. Arrowheads mark cytoplasmic Kvβ3 signals. **(D4)** Double labeling for Kvβ3 and GlyT2 in the LSO. **(D5)** Five representative Kvβ3 immunopositive LSO neurons (marked by arrowheads). **(D6)** Perisomatic GlyT2-immunosignals (marked by arrows). Same neurons as in **(D5)**. **(D7)** Close-up of a double-labeled LSO neuron. Arrowhead marks cytoplasmic Kvβ3 signals; arrows mark presumptive MNTB axon terminals surrounding the soma. d, dorsal; m, medial.

We finally performed immunohistochemical validation experiments for *Kcnab3*|Kvβ3 (DEG#146 in pLSOs). Kvβ3 immunolabeling was heavy in MNTB, SPON and LSO (Figure 12D1). The somata of MNTB neurons displayed intense immunosignals in the cytoplasm, but not in the nuclei. An opposite pattern occurred in LSO and SPON neurons (Figures 12D2–D7). LSO and SPON neurons displayed perisomatic labeling, suggesting the presence of Kvβ3-positive MNTB axon terminals. Indeed, double labeling demonstrated co-distribution of perisomatic Kvβ3 signals with GlyT2 signals, confirming presynaptic Kvβ3 in inhibitory synapses.

### Ca^2+^ and Na^+^-activated, two-pore domain, and inwardly rectifying Kv channels

Besides the Kv channels, three other classes of potassium channels are known (Figure 8C). They are encoded by 37 genes, and we found expression for 15 of them (Supplementary Table S6). 

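Kcnn3 (ENSMUSG00000000794, row 139) had a mean of 431 TPM (90.3 TPM without the neuron of highest value) in LOCs and was detected in 10.7% of LOCs (3 of 28, 95% interval 2.27 to 28.2%). Kcnn1 (ENSMUSG00000002908, row 503) had a mean of 144 TPM (94.3 TPM without the neuron of highest value) in pLSOs and was detected in 7.69% of pLSOs (4 of 52, 95% interval 2.14 to 18.5%). Kcnj3 (ENSMUSG00000026824, row 5793) had 32.1 TPM (18.3 TPM without the neuron of highest value) in LOCs and 19.8 TPM (10.7 TPM without the neuron of highest value) in pLSOs, with shares of 32.1% and 19.2%. Rescaled to the own length of each gene, the means over all neurons were 2.85 for Kcnn3, 4.52 for Kcnn1 and 37.0 for Kcnj3.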

In LOCs, *Kcnn3*|KCa2.3 and *Kcnj3*|Kir3.1 expression was high and moderate, respectively (427 vs. 30 TPM). pLSOs showed a high expression for *Kcnn1*|KCa2.1 and a moderate one for *Kcnj3*|Kir3.1 (134 vs. 18 TPM). None of the genes was a DEG. KCa2.1 and KCa2.3 form small-conductance, Ca^2+^-activated K^+^ channels (SK channels) that have high Ca^2+^ affinity and mediate the SK currents (Bond et al., 2005; Faber, 2009; Adelman et al., 2012). They are a major contributor to the afterhyperpolarization phase of APs and regulate AP firing, including AP precision (Engel et al., 1999; Hallworth et al., 2003). Their Ca^2+^ sensitivity is provided by CaM (Saimi and Kung, 2002), for which our study shows the third highest expression level among 11,659 genes (Figure 2B; Supplementary Table S3.2). SK2 channels in outer hair cells are activated via Ca^2+^ influx through ionotropic ACh receptors activated by cholinergic MOC neurons, ultimately resulting in hyperpolarization, and turning down the cochlear amplifier (Housley and Ashmore, 1991; Guinan, 2011; Maison et al., 2013). To our knowledge, nothing is known about the role of KCa2 channels in auditory brainstem neurons.

### Voltage-gated sodium (Nav) channels

Nav channels play a fundamental role in generating, shaping, and conducting APs (Catterall et al., 2005; de Lera Ruiz and Kraus, 2015; Hull and Isom, 2018). LSO neurons in total expressed nine Nav genes (Supplementary Figure S8A; Supplementary Table S6), of which five encoded α subunits and four regulatory β subunits (13 genes are listed altogether: Nav1.1—Nav1.9 plus Navβ1—Navβ4). Thus, 69% (9/13) of Nav genes were expressed in our sample. 

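In pLSOs, Scn8a had a mean of 70.3 TPM and Scn1a of 18.1 TPM. In LOCs the means were 14.4 TPM for Scn3a, 12.4 TPM (4.67 TPM without the neuron of highest value) for Scn8a and 11.6 TPM for Scn1a.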

Mean expression levels of ≥10 TPM in at least one cluster were seen for four genes (pLSOs: *Scn1a*|Nav1.1, *Scn8a*|Nav1.6, *Scn1b*|Navβ1; LOCs: *Scn1a*|Nav1.1, *Scn3a*|Nav1.3, *Scn8a*|Nav1.6, *Scn1b*|Navβ1). Across all neurons, highest expression occurred for *Scn1b*|Navβ1, followed by *Scn8a*|Nav1.6, and *Scn1a*|Nav1.1 (mean TPM: 92, 47, 16). 

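Over all neurons, Scn8a (ENSMUSG00000023033, row 4045) had a mean of 50.0 TPM and Scn1a (ENSMUSG00000064329, row 18143) of 15.9 TPM. Scn1a was detected in 85% of neurons and Scn8a in 50%. With rescaling to the own length of each gene, the highest Nav means were those of Scn1a (164) and Scn2b (114), with 9.32 for Scn8a.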

Three genes qualified as DEGs (pLSOs: *Scn4b*|Navβ4, DEG#173; LOCs: *Scn2a*|Nav1.2, DEG#49*; Scn3a*|Nav1.3, DEG#11). *Scn4b* transcripts were found in 25% of pLSOs and in not at all in LOCs. 

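Scn4b (ENSMUSG00000046480) was detected in 30.8% of pLSOs (16 of 52, 95% interval 18.7 to 45.1%) and in 3.57% of LOCs (1 of 28, 95% interval 0.0904 to 18.3%), the LOC at 1 TPM, and in 0 of 8 negative controls.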

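Scn2a (ENSMUSG00000075318) was detected in 64.3% of LOCs (18 of 28, 95% interval 44.1 to 81.4%) and in 26.9% of pLSOs (14 of 52, 95% interval 15.6 to 41.0%), at means of 7.18 TPM and 1.29 TPM.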

*Scn2a* was expressed by ~60% of LOCs and ~ 20% of pLSOs. Likewise, *Scn3a* was expressed by ~70% of LOCs and 20% of pLSOs.

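Scn3a (ENSMUSG00000057182, chromosome 2 of GRCm38 from 65457118 to 65567627) was detected in 82.1% of LOCs (23 of 28, 95% interval 63.1 to 93.9%), in 25% of pLSOs (13 of 52, 95% interval 14.0 to 38.9%) and in 0 of 8 negative controls. Its mean in pLSOs was 1.62 TPM (0.922 TPM without the neuron of highest value), and the means of log2(TPM + 1) differed by -2.46 (pLSO minus LOC).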

At the single cell level, an average neuron expressed 33% (3.0/9) Nav genes displayed in the whole sample (range: 0–7; Supplementary Figure S8B). Corresponding values for the four cohorts were: 2.9 Onset; 2.9 Sustained; 3.2 LOCs [= cluster 2]; 2.9 pLSOs [= cluster 1]. Thus, ~3 Nav genes appear to be expressed per LSO neuron, regardless of the subtype, indicating similar numerical complexity. Nevertheless, the fact that 33% of the genes are DEGs, together with the broad percent range, implies a considerable amount of molecular individuality at the cellular level.

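Of 13 Nav genes, 3.21 ± 1.42 were detected per neuron in pLSOs (mean and SD over neurons) and 3.68 ± 1.63 in LOCs. The means were 3.15 in Onset and 3.45 in Sustained neurons. For Nav genes, the ratio of pLSOs to LOCs was 0.873 and stayed between 0.793 (per 1000 detected genes) and 0.967 (threshold of 10 TPM) under the alternatives. In the negative controls a mean of 0.500 Nav genes was detected.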

### Voltage-gated calcium (Cav) channels

Of 10 listed genes encoding Cav channel α subunits, six were expressed by the LSO neurons (Supplementary Figure S9A; Supplementary Table S6). In the group of regulatory subunits (α2δ, β, γ), we found expression for 12/16 genes. Collectively, LSO neurons expressed ~70% of the listed Cav genes (18/26). Therefore, gene expression for Cav channels was more elaborate than for Kv channels, but very similar to Nav channels (Kv: 50%; Nav: 69%). In general, expression levels were also considerably higher than for Kv or Nav subunits. 

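The highest means of Cav genes over all neurons were 656 TPM for Cacna1e (ENSMUSG00000004110, row 678), 353 TPM for Cacna1b (ENSMUSG00000004113, row 679) and 229.7 TPM for Cacnb4 (ENSMUSG00000017412, row 1806). The highest Cav mean was 3.68 times the highest Kv mean, and the summed Cav means were 4.34 times the summed Kv means. After rescaling to the own length of each gene, these ratios were 0.333 and 0.359, and the order was thus the opposite. The rescaled means were 6.76 for Cacna1e, 9.04 for Cacna1b and 25.1 for Cacnb4, and the highest was that of Cacng5 (54.8).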

Across all LSO neurons, mean TPM values exceeded 200 for Cav2.3, Cav2.2, and Cavβ4 (639, 372, 218), values not seen for Kv and Nav channels. Whereas mean TPM values ≥10 in at least one cluster occurred for five Kv and four Nav genes, 11 Cav genes fulfilled these criteria. On the α subunit side, these were *Cacna1b*|Cav2.2, *Cacna1d*|Cav1.3, *Cacna1e*|Cav2.3, and *Cacna1g*|Cav3.1. Across all LSO neurons, by far the highest mean TPM value was observed for Cav2.3, followed by Cav2.2 (1,491 and 372). 

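The mean of Cacna1e was 1511 TPM in LOCs and 196 TPM (63.9 TPM without the neuron of highest value) in pLSOs, and that of Cacna1b 389 TPM (164 TPM without the neuron of highest value) in LOCs and 334 TPM in pLSOs.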

For α2δ subunits, genes with ≥10 TPM were *Cacna2d2*|Cavα2δ2 and *Cacna2d3*|Cavα2δ3. For the β subunits, we identified *Cacnb1*|Cavβ1, *Cacnb3*|Cavβ3 and *Cacnb4*|Cavβ4, and for the γ subunits, we found *Cacng2*|Cavγ2 and *Cacng4*|Cavγ4. Only two Cav genes were DEGs, one gene per cluster (LOCs: *Cacna1e*|Cav2.3, DEG#26; pLSOs: *Cacng5*|Cavγ5, DEG#12). 

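Cacna1e was detected in 75% of LOCs (21 of 28, 95% interval 55.1 to 89.3%) and in 25% of pLSOs (13 of 52, 95% interval 14.0 to 38.9%). Cacng5 (ENSMUSG00000040373, chromosome 11 of GRCm38 from 107874605 to 107915055, row 11913) was detected in 65.4% of pLSOs (34 of 52, 95% interval 50.9 to 78.0%) and in 7.14% of LOCs (2 of 28, 95% interval 0.877 to 23.5%), at means of 5.94 TPM and 0.464 TPM (0.148 TPM without the neuron of highest value). Each gene was detected in 1 of the negative controls.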

Concerning the percentage of cells, Cav2.3 was expressed by ~70% of the LOC cohort and Cavγ5 by ~65% of the pLSO cohort.

An average LSO neuron expressed 25% Cav genes (4.5/18; α plus regulatory subunits; range: 1–9; Supplementary Figure S9B). 

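Of 26 Cav genes, 5.10 ± 2.07 were detected per neuron in pLSOs (mean and SD over neurons) and 4.71 ± 1.80 in LOCs. The means were 4.90 in Onset and 5.82 in Sustained neurons. For Cav genes, the ratio of pLSOs to LOCs was 1.08; the threshold of 10 TPM moved it most, to 0.918, so that its direction was not stable. A mean of 1.38 Cav genes was detected in the negative controls.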

Corresponding values for the four cohorts were: 4.5 Onset; 5.4 Sustained; 4.3 LOCs [= cluster 2]; 4.7 pLSOs [= cluster 1]. The numbers indicate a similar complexity across clusters. In summary, a large fraction of Cav genes is expressed in our LSO sample (~70%). The expression profile differs substantially between pLSOs and LOCs as well as between the two pLSO subtypes. However, the similar number of expressed genes per neuron indicates similar complexity across cohorts.

### Transient receptor potential channels

Mammalian TRP channels form a superfamily comprising six families (Venkatachalam and Montell, 2007; Talavera et al., 2008). The patch-seq LSO neurons expressed ~$\frac{1}{3}$ of the listed TRP genes (9/28; Supplementary Figure S10A; Supplementary Table S6). Five of them displayed a mean of ≥10 TPM in at least one cluster, namely *Mcoln1*|TRPML1, *Pkd2l2*|TRPP5, *Trpm2*|TRPM2, *Trpm7*|TRPM7, and *Trpv2*|TRPV2. 

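A mean of 10 TPM or more in a class was reached by 6 TRP genes. Mcoln1 had 145 TPM (88.4 TPM without the neuron of highest value) in pLSOs and 130.5 TPM (62.9 TPM without the neuron of highest value) in LOCs. Pkd2l2 had 74.1 TPM in pLSOs and 17.3 TPM (9.26 TPM without the neuron of highest value) in LOCs. Trpm2 had 69.8 TPM (38.0 TPM without the neuron of highest value) in pLSOs and 9.57 TPM (1.30 TPM without the neuron of highest value) in LOCs. Trpm7 had 32.5 TPM in pLSOs and 16.5 TPM in LOCs. Trpv2 had 0.885 TPM (0 TPM without the neuron of highest value) in pLSOs and 39.5 TPM in LOCs. Trpm6 had 11.9 TPM (5.16 TPM without the neuron of highest value) in pLSOs and was listed at 0 in all LOCs.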

For three genes, TPM values were ≥ 100 in at least one cohort (TRPML1, TRPP5, TRPM2). The highest level (374 TPM) was observed for TRPML1 in Sustained neurons. 

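Mcoln1 (ENSMUSG00000004567, row 728) was detected in 1 of 11 Sustained neurons, with a mean of 11.1 TPM over all of them. Over the Onset neurons its mean was 181 TPM (109.6 TPM without the neuron of highest value). This order rests on libraries that were left out: cell_39, labelled as an Onset neuron, held 4367 TPM and cell_54, labelled as a Sustained neuron, 2557 TPM, and with cell_39 counted as a Sustained neuron, chosen after seeing the values, the mean of Sustained neurons was 374 TPM.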

None of the TRP genes was a DEG, implying only minor differences between both clusters. We found only very low transcript levels, if any, for TRPC channels. This slightly contrasts with earlier findings of mGluR-activated TRP-like channels that mediate Ca^2+^ influx in the developing LSO upon high-frequency stimulation (Ene et al., 2003, 2007). The authors concluded that these Ca^2+^ channels are likely TRPC channels.

An average LSO neuron expressed 1.4 TRP genes (5% of 28 listed; range: 0–5; Supplementary Figure S10B). Corresponding values for the four cohorts were: 1.2 Onset; 1.8 Sustained; 1.6 LOCs [= cluster 2]; 1.3 pLSOs [= cluster 1]. 

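Of 27 TRP genes, 1.52 ± 1.06 were detected per neuron in pLSOs (mean and SD over neurons) and 1.68 ± 1.36 in LOCs. The means were 1.44 in Onset and 1.82 in Sustained neurons. For TRP genes, the ratio of pLSOs to LOCs was 0.905 and lay on both sides of 1 under the alternatives, between 0.816 (per 1000 detected genes) and 1.04 (threshold of 10 TPM). The negative controls held a mean of 0.125 TRP genes.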

In summary, ~1/3 of all TRP genes (9/28) were expressed in our sample. There is a remarkable similarity between the two pLSO subgroups which was not evident for Kv, Nav, or Cav channels.

### Cyclic nucleotide-regulated channels

CNR channels translate concentration changes of cyclic nucleotides into electrical signals (Craven and Zagotta, 2006; Napolitano et al., 2021). They are closely homologous to Kv channels and form two families, HCN channels and cyclic nucleotide-gated (CNG) channels (Craven and Zagotta, 2006). In contrast to Kv, Nav or Cav channels, CNG channels are poorly ion selective and only weakly voltage dependent. CNG channels are tetramers formed by CNGA and CNGB subunits, whereas HCN channels are tetramers formed by four subunits (HCN1–4). The latter open with hyperpolarization, are weakly K^+^ selective, and are regulated by cyclic nucleotides, e.g., cAMP. Of 10 *Cng/Hcn* genes listed in the IUPHAR/BPS GTP (Alexander et al., 2021), LSOs exclusively expressed HCN channels (20%, 2/10; Supplementary Figure S11A; Supplementary Table S6). None qualified for a DEG. 

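Hcn2 (ENSMUSG00000020331, row 2463) had 1.77 TPM (0.471 TPM without the neuron of highest value) in pLSOs and 0.393 TPM (0.148 TPM without the neuron of highest value) in LOCs.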

Mean expression levels for *Hcn2*|HCN2 were low (< 5 TPM); only *Hcn1*|HCN1 displayed a mean of ≥10 TPM. The highest percentage of neurons expressing a HCN gene was 50% in Onset neurons (white-green heatmap). The other cohorts displayed substantially lower values, particularly for HCN2.

An average LSO neuron expressed 20% of the HCN genes (0.4/2; range: 0–2; Supplementary Figure S11B). 

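Of 10 HCN and CNG genes, 0.596 ± 0.721 were detected per neuron in pLSOs (mean and SD over neurons) and 0.357 ± 0.621 in LOCs. The means were 0.707 in Onset and 0.182 in Sustained neurons. For this group, the ratio of pLSOs to LOCs was 1.67, and the threshold of 10 TPM moved it most, to 2.06. No gene of this group was detected in the negative controls.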

Corresponding values for the four cohorts were: 0.6 Onset; 0.1 Sustained; 0.3 LOCs; 0.5 pLSOs. Collectively, gene expression for HCN channels was not high in the LSO. However, HCN channel-mediated voltage sags have been described in pLSO—Onset and Sustained neurons (Leao et al., 2006). Our recordings confirm voltage sags in both pLSO types, but we find HCN channel expression only in Onset neurons. It is plausible that mRNA levels for HCN channels (and protein turnover) are too low in Sustained neurons to be detected. This is supported by a study indicating that HCN channels are sequestered within endosomes which can serve as an alternative reservoir for HCN surface expression, independent of their biosynthesis (Hardel et al., 2008).

### Ligand-gated ionotropic receptors (GluA, GluD, GluK, GluN, GlyR, GABAAR, nAChR)

LSO neurons receive fast synaptic input through multiple neurotransmitter systems targeting ligand-gated ion channels. Our electrophysiological data showed that the kinetics of excitatory and inhibitory sPSCs are solid means to distinguish pLSOs from LOCs (Figures 7B,C). To further assess this difference on the transcript level, we analyzed gene expression for subunits of six major channel types: glutamatergic AMPA, NMDA, kainate, and “orphan” receptors (GluA, GluN, GluK, GluD), glycine receptors (GlyRs), γ-amino-butyric acid receptors (GABAARs), and nicotinic acetylcholine receptors (nAChRs). We found expression for 55% of the receptor subunit genes (32/58 listed in IUPHAR/BPS GTP; Figure 13A). Thirteen (67%) of them code for ionotropic glutamate receptors, three for GlyRs, 11 for GABAARs, and five for nAChR subunits (Figure 13A; Supplementary Table S6; listed are 18, 5, 19, and 16). 

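Among the ligand-gated receptors, 20 genes had a mean of 10 TPM or more in a class, 16 in pLSOs and 17 in LOCs.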

For 19 genes, the mean expression was ≥10 TPM in at least one cluster (15 in pLSOs, 17 in LOCs).

**Figure 13:**
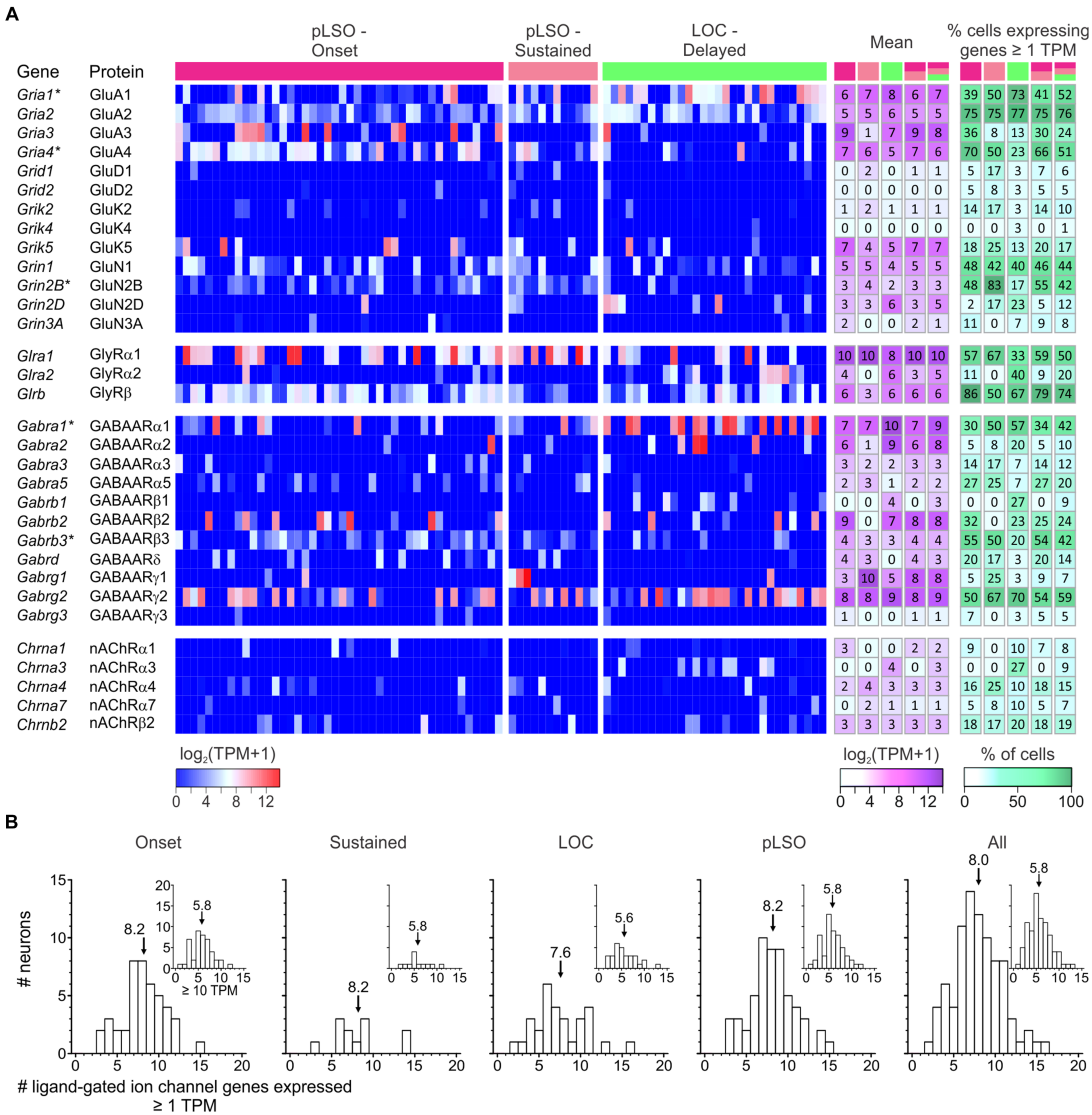
Expression of genes encoding ligand-gated ion channels (*n* = 32). **(A)** Heat maps show expression levels [log_2_(TPM + 1)] for single neurons (three cohorts). To the right, the mean and the percentage of cells expressing a given gene are depicted for five cohorts (pLSO—Onset, pLSO—Sustained, LOC—Delayed, pLSO, all neurons; *n* = 44, 12, 30, 56, 86). DEGs are marked with asterisks. **(B)** Frequency histograms show distribution of gene expression for five cohorts (criteria: ≥ 1 TPM; ≥ 10 TPM for insets). Mean values are marked by arrows (see also Supplementary Table S6).

Across all 86 neurons, the highest expression occurred for *Glra1*|GlyRα_1_ (756 TPM), followed by *Gabra1*|GABAARα_1_, *Gabrg2*|GABAARγ2, *Gria3*|GluA3, and *Gabrb2*|GABAARβ2. In comparison, GluK5, GluN, or nAChR gene expression was substantially lower (90 TPM for GluK5, the highest value). 

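Over all neurons, Glra1 (ENSMUSG00000000263, row 45) had a mean of 699 TPM, Gria3 (ENSMUSG00000001986, row 351) 315 TPM and Gabrb2 (ENSMUSG00000007653, row 1117) 209 TPM. On values rescaled to own length, the highest mean was that of Glrb (198), with 25.0 for Glra1. Glra1 was detected in 48.8% of neurons and Glrb in 76.2%.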

Expression for four glutamate receptor subunits of the GluD and GluK subtype was generally low, and it was absent for 5 of 18 genes listed. Slightly higher expression levels were seen for nAChRs. Five genes turned out to be DEGs (pLSOs: *Gria4*|GluA4 DEG#40, *Grin2b*|GluN2B DEG#36, *Gabrb3*|GABAARβ3 DEG#72; LOCs: *Gria1*|GluA1 DEG#68, *Gabra1*|GABAARα1 DEG#89). The diversity emphasizes the importance of diverse ligand-gated ionotropic receptors in LSO neurons and points to specific functions, even within a cluster. This is highlighted by the percentage of pLSOs expressing a DEG:66% for *Gria4*, 55% for *Grin2b*, and 54% for *Gabrb3* (Figure 13A, white-green heatmap; 23, 17, and 20% for LOCs). 

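Here, Gria4 (ENSMUSG00000025892) was detected in 73.1% of pLSOs (38 of 52, 95% interval 59.0 to 84.4%) and in 28.6% of LOCs (8 of 28, 95% interval 13.2 to 48.7%), and in 2 of 8 negative controls. For Grin2b (ENSMUSG00000030209) the shares were 63.5% of pLSOs (33 of 52, 95% interval 49.0 to 76.4%) and 17.9% of LOCs (5 of 28, 95% interval 6.06 to 36.9%). Gria4 had a mean of 97.1 TPM in pLSOs and 40.8 TPM (13.4 TPM without the neuron of highest value) in LOCs. Grin2b had a mean of 10.1 TPM in pLSOs and 3.11 TPM (1 TPM without the neuron of highest value) in LOCs.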

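Gria1 (ENSMUSG00000020524) was detected in 71.4% of LOCs (20 of 28, 95% interval 51.3 to 86.8%) and in 42.3% of pLSOs (22 of 52, 95% interval 28.7 to 56.8%). Its mean was 259 TPM in LOCs and 91.7 TPM in pLSOs.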

Values in LOCs were 73% for *Gria1* and 57% for *Gabra1* (41 and 34% for pLSOs).

Concerning the question of how many genes encoding ligand-gated receptor subunits are expressed in a single LSO neuron, the mean number was 8.0 (range: 2–14; Figure 13B). Corresponding values for the four cohorts were: 8.2 Onset; 8.2 Sustained; 7.6 LOCs; 8.2 pLSOs, implying similar transcript complexity. 

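Of 58 ligand-gated receptor genes, 8.85 ± 2.80 were detected per neuron in pLSOs (mean and SD over neurons) and 8 ± 3.45 in LOCs. The means were 8.76 in Onset and 9.18 in Sustained neurons. For these receptors, the ratio of pLSOs to LOCs was 1.11; it was moved most, to 0.820 and thus to the other side of 1, when only values above the highest negative control were counted. Negative controls contained 2.88 of these genes on average.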

Taken together, more than 50% of the subunits in ligand-gated ion channels are detectable at the mRNA level. The high number of DEGs (5 in 58) demonstrates clear differences between pLSOs and LOCs.

### G protein-coupled receptors (mGluR, GABABR, mAChR)

G protein-coupled receptors (GPCRs) constitute the largest family of cell-surface proteins involved in signal transmission (Rosenbaum et al., 2009). Upon agonist binding, they activate specific heterotrimeric G proteins which results in the modulation of distinct downstream effector proteins, including ion channels. The receptors are characterized by the presence of seven membrane-spanning segments in a monomer. We focused on three major types of GPCRs being activated by glutamate, GABA, or acetylcholine. For metabotropic glutamate receptors (mGluRs), there are three groups comprising eight members (group I: mGluR1, mGluR5; group II: mGluR2, mGluR3; group III: mGluR4, 6–8). Whereas group I receptors are primarily present at postsynaptic sites, group II and III mGluRs localize predominantly presynaptically. Metabotropic GABA receptors have two members (GABABR1 and GABABR2), whereas metabotropic ACh receptors (mAChRs) have five (M1—M5, encoded by *Chrm1—Chrm5*).

LSO neurons in general expressed 67% of the named GPCR genes (10/15; Supplementary Figure S12A; Supplementary Table S6). Four genes displayed a mean expression of ≥10 TPM in at least one cluster (GABABR1, mGluR1, mGluR3, mGluR8). 

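Grm3 (ENSMUSG00000003974, row 657), the gene of mGluR3, had a mean of 541 TPM over all neurons, with 1346 TPM (776 TPM without the neuron of highest value) in LOCs and 108 TPM (68.9 TPM without the neuron of highest value) in pLSOs. It was detected in 50% of LOCs (14 of 28, 95% interval 30.6 to 69.4%), in 23.1% of pLSOs (12 of 52, 95% interval 12.5 to 36.8%) and in 0 of 8 negative controls, and remained the highest gene of the GPCR family after rescaling to the own length of each gene (59.1).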

By far the highest expression was seen for mGluR3 (all LSO: 521 TPM). In contrast, mGluR4 transcripts were almost absent, and those for mGluR2 and mGluR6 were undetected. 

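Gabbr1 (ENSMUSG00000024462, row 4518) had a mean of 25.3 TPM over all neurons and Gabbr2 (ENSMUSG00000039809, row 11706) of 1.96 TPM. They were detected in 42.5% and 21.2% of neurons, and their rescaled means were 11.7 and 13.0.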

Within GABABRs, transcripts prevailed for GABABR1 (25 TPM). Among the mAChRs, expression was absent for three genes and low for M2 and M4. Nevertheless, *Chrm2*|M2 was DEG#93 for LOCs (the only DEG in the CPCG group; TPM: 5 vs. 0). It was expressed by 27% of LOCs and 2% of pLSOs.

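Chrm2 (ENSMUSG00000045613) was detected in 35.7% of LOCs (10 of 28, 95% interval 18.6 to 55.9%), in 1.92% of pLSOs (1 of 52, 95% interval 0.0487 to 10.3%) and in 0 of 8 negative controls, at means of 5.43 TPM (2.81 TPM without the neuron of highest value) and 0.0385 TPM (0 TPM without the neuron of highest value).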

An average LSO neuron expressed 2.0 GPCR genes (range: 0–6; Supplementary Figure S12B). Corresponding values in the cohorts were: 1.5 Onset; 2.3 Sustained; 2.6 LOCs; 1.7 pLSOs. Together, the results demonstrate a higher GPCR complexity in LOCs.

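Of 15 GPCR genes, 1.92 ± 1.38 were detected per neuron in pLSOs (mean and SD over neurons) and 2.89 ± 1.47 in LOCs. The means were 1.78 in Onset and 2.45 in Sustained neurons. For GPCR genes, the ratio of pLSOs to LOCs was 0.665, and the alternatives left it between 0.586 (threshold of 10 TPM) and 0.677 (all libraries as labelled). For the negative controls the mean was 0.250 GPCR genes.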

### Neurotransmitter-associated genes (excitatory, inhibitory, modulating)

LSO neurons display a high degree of transmitter diversity (*cf.* Figure 1A). To explore the diversity at the single-cell level, we analyzed gene expression of a subset of neurotransmitter-associated molecules, including neuropeptides to explore neurotransmitter phenotype. Figure 14A and Supplementary Table S6 illustrate seven neurotransmitter-associated genes expressed in the LSO (*Slc17a6*|vGLUT2; *Slc6a5*|GlyT2; *Gad2*|GAD65; *Ddc*|DOPA decarboxylase = DDC; *Chat*|choline acetyltransferase = ChAT; *Calca*|CGRP; *Ucn*|urocortin). 

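Of the 7 neurotransmitter-associated genes, Calca had the highest mean, followed by Ddc (ENSMUSG00000020182) with 248 TPM in LOCs and 5.50 TPM (0.392 TPM without the neuron of highest value) in pLSOs. Gad2 (ENSMUSG00000026787) had 70.1 TPM in LOCs and 3.42 TPM (2.16 TPM without the neuron of highest value) in pLSOs, Chat (ENSMUSG00000021919) 65.3 TPM (39.2 TPM without the neuron of highest value) in LOCs, and Slc17a6 (ENSMUSG00000030500) 52.3 TPM in pLSOs and 11.2 TPM (0.296 TPM without the neuron of highest value) in LOCs. With rescaling to the own length of each gene, the highest means over all neurons were those of Calca (4789.7) and Ucn (913).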

The highest expression was seen for CGRP (LOCs: 1,256 TPM), followed by DDC (LOCs: 231 TPM), GAD65 (LOCs: 87 TPM), and vGLUT2 (pLSOs: 59 TPM). Four genes qualified for DEGs (LOCs: *Calca*|CGRP DEG#1; *Ucn*|urocortin DEG#2; *Gad2*|GAD65 DEG#32; pLSOs: *Slc17a6*|vGLUT2 DEG#26). Transcripts for vGLUT2, indicative of a glutamatergic phenotype, were found in 66% of the pLSOs, and transcripts indicative of a glycinergic and GABAergic phenotype in 13 and 21%, respectively (Figure 14A, white-green heatmap). Thus, the predominant transmitter in pLSOs seems to be glutamate. 

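In this data set Slc17a6 was detected in 69.2% of pLSOs (36 of 52, 95% interval 54.9 to 81.3%), Slc6a5 (ENSMUSG00000039728) in 13.5% of pLSOs (7 of 52, 95% interval 5.59 to 25.8%) and Gad2 in 25% of pLSOs (13 of 52, 95% interval 14.0 to 38.9%). In the negative controls, Slc17a6 and Gad2 were each detected in 3 of 8 libraries and Slc6a5 in 1.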

The opposite appears to hold for LOCs, as 67% of them showed transcripts for GAD65 and 17% for GlyT2, whereas only 20% were associated with a glutamatergic phenotype (sum >100% because of multi-transmitter neurons; see below). 

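Gad2 was detected in 71.4% of LOCs (20 of 28, 95% interval 51.3 to 86.8%), Slc6a5 in 21.4% of LOCs (6 of 28, 95% interval 8.30 to 41.0%) and Slc17a6 in 25% of LOCs (7 of 28, 95% interval 10.7 to 44.9%).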

Our results also indicate an excitatory, rather than an inhibitory, phenotype for most Onset neurons (70% vGLUT2, only 5% GlyT2 and 18% GAD65), whereas Sustained neurons appear to substantially utilize inhibitory transmitters (42% GlyT2 plus 33% GABA vs. 50% vGLUT2). 

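For Onset neurons the shares were 73.2% for Slc17a6, 4.88% for Slc6a5 and 24.4% for Gad2. For the 11 Sustained neurons they were 54.5% (95% interval 23.4 to 83.3%), 45.5% (16.7 to 76.6%) and 27.3% (6.02 to 61.0%).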

Reportedly, membrane properties of excitatory pLSOs favor integrative level coding, whereas those of inhibitory pLSOs favor time coding (Haragopal and Winters, 2023).

**Figure 14:**
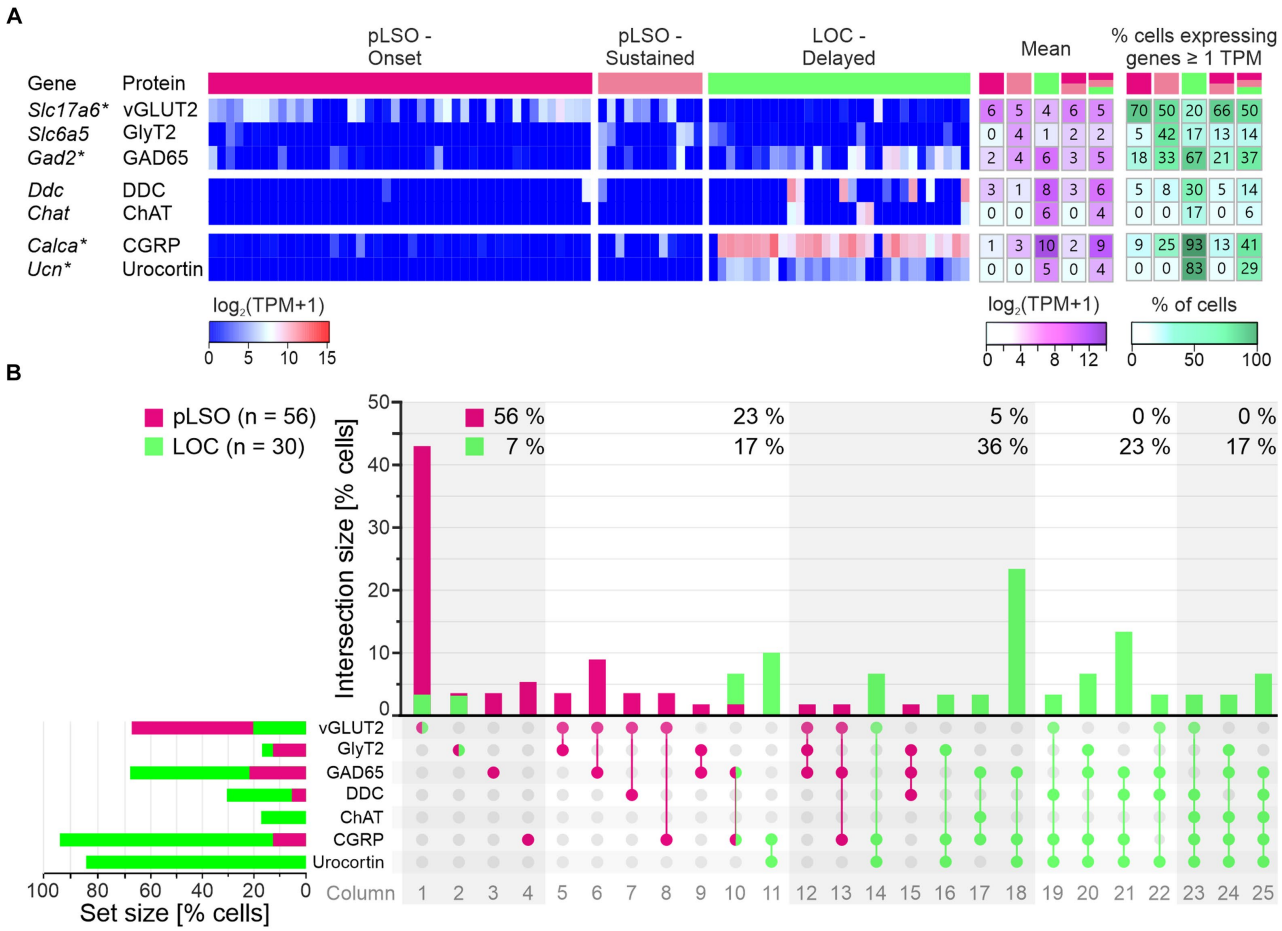
Expression of neurotransmitter-associated genes (*n* = 7). **(A)** Heat maps show expression levels [log_2_(TPM + 1)] for single neurons (three cohorts). To the right, the mean and the percentage of cells expressing a given gene are depicted for five cohorts (pLSO—Onset, pLSO—Sustained, LOC—Delayed, pLSO, all neurons; *n* = 44, 12, 30, 56, 86). DEGs are marked with asterisks. **(B)** UpSet plot shows percentage of neurons expressing genes for neurotransmitter-associated proteins in pLSOs (magenta) and LOCs (green). Vertical bars show the percentage of neurons expressing one or a combination of genes (Intersection size; 100% relates to 56 pLSOs and to 30 LOCs). Values at the top represent the sum of the gray/white shaded areas, indicating the percentage of concurrent expression of either one, two, three, four or five neurotransmitter-associated genes. Note that we did not find neurotransmitter-associated gene expression in all pLSOs. Dots (and connecting lines) mark where the overlap occurs. Horizontal bars (Set size) show the percentage of neurons expressing a given gene (see also Supplementary Table S6).

As the above results implied multi-transmitter properties, we analyzed our samples in more detail. In total, the 86 LSO neurons displayed 25 combinations of neurotransmitter-associated gene expression (Figure 14B, columns 1–25; see also Supplementary Table S6). Of those, 13 combinations were seen in pLSOs and 15 combinations in LOCs. 

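Here, the neurons showed 27 combinations of the 7 genes, 13 in pLSOs and 17 in LOCs, of which 3 occurred in both. None of the genes was detected in 4 of 52 (7.69%, 95% interval 2.14 to 18.5%) pLSOs. The threshold of 10 TPM moved the number most, to 19 combinations.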

A single transmitter phenotype was obvious in 56% of the pLSOs (columns 1–4). Forty-three percent of the pLSOs appeared to be purely glutamatergic (column 1), whereas 23% co-expressed one to two neurotransmitter-associated genes in addition to vGLUT2 (columns 5–8, 12, 13). Thus, glutamate was by far the predominant transmitter type in pLSOs (66%; see Set size diagram). 

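Slc17a6 alone was detected in 19 of 52 (36.5%, 95% interval 23.6 to 51.0%) pLSOs, and Slc17a6 with 1 or 2 other genes in 16 of 52 (30.8%, 95% interval 18.7 to 45.1%). A single gene of the 7 was detected in 28 of 52 (53.8%, 95% interval 39.5 to 67.8%) pLSOs.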

The remaining 34% were vGLUT2 negative (columns 2–4, 9, 10, 15). Seven pLSOs (12.5%) expressed the CGRP gene, which was a bit surprising because the neuropeptide is usually affiliated with LOCs. 

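Calca was detected in 15 of 52 pLSOs, at 1 TPM in 8 of them and at 10 TPM or more in 3, with a highest value of 58 TPM; the library cell_54, labelled as a Sustained neuron with 1887 TPM, had been left out for its cluster. The share of negative controls with Calca was higher than that of pLSOs.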

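Chat was listed at 0 in all 52 pLSOs, as was Ucn, which allows a share of up to 5.77%; for Ucn this holds without cell_54, labelled as a Sustained neuron and left out, which had 28 TPM.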

Transcripts for ChAT and urocortin were completely absent from the pLSO cohort. The maximum number of neurotransmitter-associated genes expressed in an individual pLSO was three (columns 12, 13, 15; 9% of the neurons).

LOCs displayed a substantially higher degree of multi-transmitter properties than pLSOs. Seventeen percent of them co-expressed five genes (Figure 14B, columns 23–25). 

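More than 3 of the genes were detected in 14 of 28 (50%, 95% interval 30.6 to 69.4%) LOCs and in 1 of 52 (1.92%, 95% interval 0.0487 to 10.3%) pLSOs. The threshold of 10 TPM moved the share of LOCs most, to 17.9%. With 5 genes, 6 of 28 (21.4%, 95% interval 8.30 to 41.0%) LOCs held the highest number.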

Forty percent of the LOCs co-expressed >3 genes (columns 19–25), whereas no pLSO did so. On the other side, only 7% of the LOCs displayed a single-transmitter phenotype (Figure 14B, columns 1, 2; vs. 56% pLSOs). 

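Gad2, Calca and Ucn without another of the genes were detected in 5 of 28 (17.9%, 95% interval 6.06 to 36.9%) LOCs. Gad2 with 3 or more other genes was detected in 12 of 28 (42.9%, 95% interval 24.5 to 62.8%).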

The dominant subtype of LOCs (23%) co-expressed genes coding for GABA, CGRP, and urocortin (column 18). Across all combinations, 93 and 83% of the LOCs showed transcripts for CGRP and urocortin, respectively (see Set size diagram). This pair of neuropeptides is clearly a hallmark of LOCs. 

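Both Calca and Ucn were detected in 23 of 28 (82.1%, 95% interval 63.1 to 93.9%) LOCs and in none of the pLSOs used here. They were also detected in cell_54 (1887 and 28 TPM), which is labelled as a Sustained neuron and was left out because it is in the cluster 2 mean.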

Transcripts for GAD65 occurred in 67% of the LOCs. They were always associated with co-expression, in 10 neurons for three to four additional genes (columns 20–22, 24, 25). Thirty percent of LOCs expressed *Ddc*|DDC, indicative of a dopaminergic phenotype (vs. 6% of pLSOs). 

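Ddc was detected in 32.1% of LOCs (9 of 28, 95% interval 15.9 to 52.4%), in 5.77% of pLSOs (3 of 52, 95% interval 1.21 to 15.9%) and in 0 of 8 negative controls. All 9 LOCs with Ddc also held Calca and Ucn.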

*Ddc* expression was always associated with three to four other transcripts, in each case for CGRP and urocortin. At a frequency of 17% (3 neurons), LOCs expressed *Chat*, a surprisingly low number (see Discussion for explanation). 

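Chat was detected in 17.9% of LOCs (5 of 28, 95% interval 6.06 to 36.9%), all of which also held Calca, and in 0 of 8 negative controls.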

*Chat* expression was invariably flanked by CGRP transcripts and in some cases also with GAD65 (columns 17, 24, 25) and/or urocortin transcripts (columns 23–25).

An average LSO neuron expressed 1.9 neurotransmitter-associated genes (range: 0–5; Supplementary Table S6). Corresponding values for the four cohorts were: 1.1 pLSO—Onset; 1.6 pLSO—Sustained; 3.3 LOCs; 1.2 pLSOs. 

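Per neuron, 1.42 ± 0.825 neurotransmitter-associated genes were detected in pLSOs (mean and SD over neurons), 1.37 in Onset and 1.64 in Sustained neurons, and 3.43 ± 1.20 in LOCs. The negative controls held a mean of 1.75, above that of pLSOs. For these genes, the ratio of pLSOs to LOCs was 0.415, and 0.243 when only values above the highest negative control were counted, the alternative that moved it most.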

The almost 3-fold higher value in LOCs compared to pLSOs further highlights the complex transmitter repertoire in the LOC system. Collectively, the results on neurotransmitters add further facets to the overall picture that pLSOs and LOCs differ considerably in their transmitter repertoire. Altogether, the UpSet plot in Figure 14B shows that only 3 of the 25 combinations are shared between the two clusters (columns 1, 2, 10). This implies a very clear distinction between pLSOs and LOCs concerning their transmitter repertoire. pLSOs are characteristic in that they express mainly glutamatergic or GABAergic genes. In contrast, LOCs display multi-transmitter properties, most frequently GABA plus two neuropeptides.

### Super DEGs and cluster similarity between pLSOs and LOCs

In a final analysis, we assessed “Super DEGs” and “Cluster similarity” (details in Methods). We restricted the analysis to the field of neurotransmission, namely voltage-gated ion channels, ligand-gated ion channels, GPCRs, and neurotransmitter-associated proteins (Figure 15). The input comprised 114 genes, of which 18 were DEGs. About 10% of the genes (12/114) were Super DEGs (6 in each cluster; Figure 15A1). Five of them encode subunits of voltage-gated ion channels (pLSOs: Kv11.3, Kvβ3, Kv1.1; LOCs: Nav1.3, Cav2.3), four encode subunits of ligand-gated ion channels (pLSOs: GluA4, GABAARβ3; LOCs: GABAARα1, GluA1), and three genes encode neurotransmitter-related proteins (pLSOs: vGLUT2; LOCs: CGRP, urocortin). 

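For 10 of the 12 genes, the classes were compared by the ratio of mean TPM and by the difference of mean log2(TPM + 1). All 10 had the direction given by the paper, and 7 reached a 4-fold difference with a mean of 10 TPM or more in the higher class. In pLSOs, Kcnab3 was 25.4-fold higher and Slc17a6 4.65-fold. In LOCs, Scn3a was 8.89-fold, Cacna1e 7.72-fold and Calca 452-fold higher. Below 4-fold were Kcna1 (2.79-fold), Gria4 (2.38-fold) and Gria1 (2.83-fold). When the neuron of highest value was left out in each class, Kcna1 (4.44-fold) and Gria4 (6.67-fold) also exceeded 4-fold, and Gria1 did not (3.18-fold). The ratios were then 71.0 for Kcnab3, 154 for Slc17a6, 13.7 for Scn3a, 18.0 for Cacna1e and 696 for Calca. On the log2 scale, 9 of the 10 differed by 2 or more, with Kcna1 (1.57) below, and a pseudocount of 10, the alternative that moved this number most, left 2.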

No Super DEG was revealed for GPCRs.

**Figure 15:**
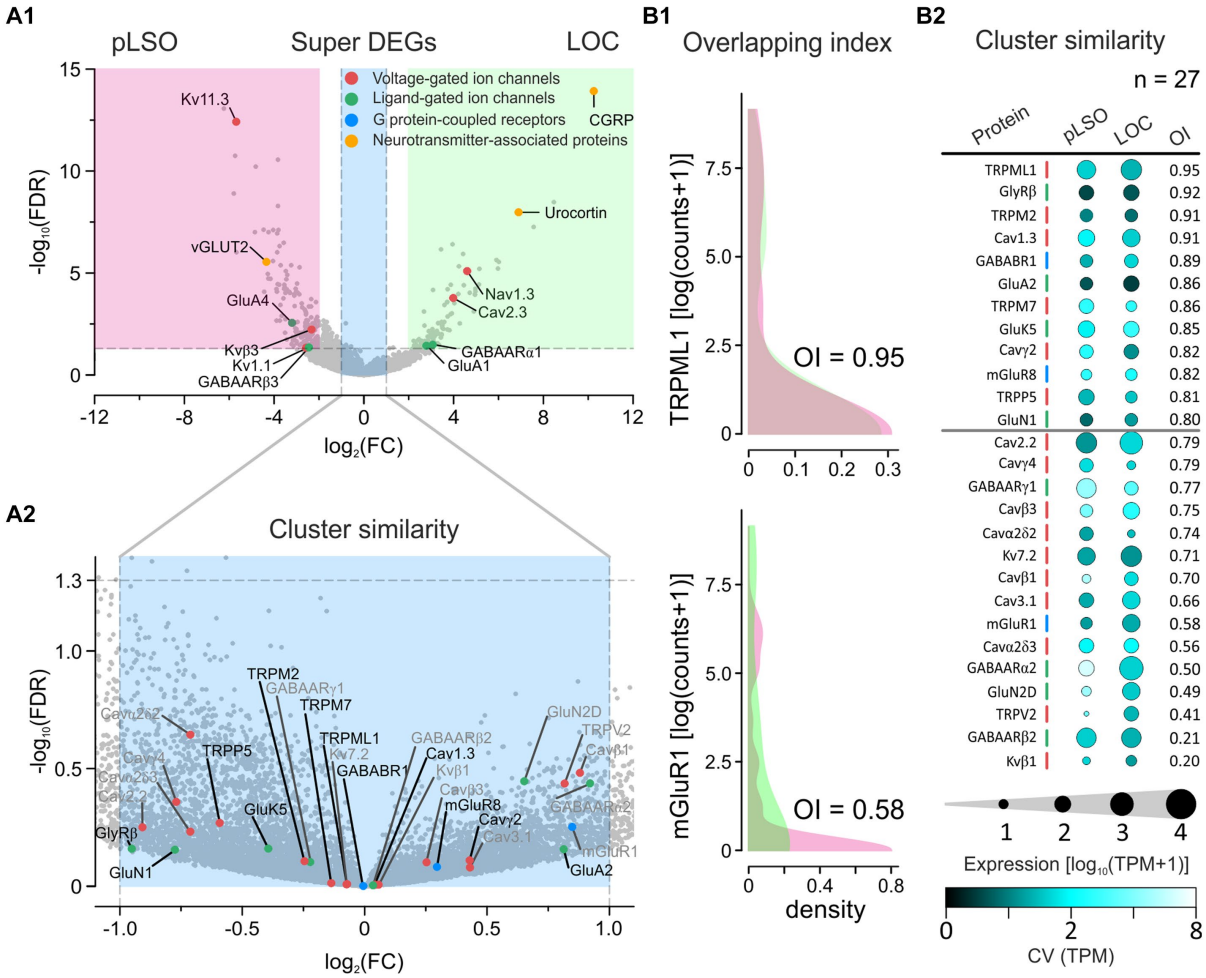
Super DEGs and cluster similarity. **(A1)** Volcano plot depicting “Super DEGs” involved in neurotransmission (set from Figure 4A). Four categories were assessed, together comprising 114 genes: Voltage-gated ion channels, Ligand-gated ion channels, G protein-coupled receptors, Neurotransmitter-associated proteins. Criteria for cluster specificity: expression level ≥ 10 TPM in at least one cluster, FC ≥ 4, red and green sector. For the 12 Super DEGs, the protein name is provided. **(A2)** Volcano plot depicting “Cluster similarity” (criteria: expression level ≥ 10 TPM in at least one cluster, FC ≤ 2; blue sector). For the 27 genes demonstrating cluster similarity, the protein name is provided [in gray if overlapping index (OI) < 0.8]. **(B1)** Density distributions for two example genes and the resulting OI. Distribution for pLSOs in magenta, for LOCs in green. **(B2)** Ranking the 27 genes by their OI. In the balloon plot, the dot size indicates TPM and the color code the coefficient of variance (CV). High OIs occur if dot size and colors are similar between clusters. Congruent density distributions yield an OI of 1.0. Colored vertical bars mark the same category shown in **(A1,A2)**. The horizontal line depicts the arbitrary threshold of 0.8 (see also Supplementary Table S6).

Cluster similarity was found for ~25% of the genes (27/114; Figure 15A2). We further quantified this finding by determining an overlapping index (OI) (Pastore and Calcagni, 2019). OI values ranged from 0.95 to 0.2 and allowed to rank the genes. 

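For the 12 genes the paper names for cluster similarity, the overlap index of the distributions of log2(TPM + 1) in pLSOs and LOCs ranged from 0.965 (Gabbr1) to 0.791 (Grin1).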

When the stringency was increased (by setting the OI threshold to 0.8), 12 genes remained. Six of them encode subunits of voltage-gated ion channels (Cav1.3, Cavγ2, TRPML1, TRPM2, TRPM7, TRPP5), four encode subunits of ligand-gated ion channels (GlyRβ, GluA2, GluK5, GluN1), two encode GPCRs (GABABR1, mGluR8), and none encodes neurotransmitter-related proteins.

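Their means differed at most 2-fold in 9 of 12 genes, and by at most 1 on the scale of mean log2(TPM + 1) in 10, all but Glrb (1.11) and Grin1 (1.08). Above 2-fold were Trpm2 (7.29-fold higher in pLSOs), Pkd2l2 (4.29-fold) and Grik5 (2.75-fold). With all libraries grouped as labelled, 6 genes differed at most 2-fold. When the neuron of highest value was left out in each class, the ratio was at most 2 for Cacng2 (1.17), Mcoln1 (1.40), Glrb (1.79) and Gria2 (1.83) and above 2 for the other 8 genes, among them Cacna1d (3.78), Trpm7 (2.33), Grin1 (3.06), Gabbr1 (2.48) and Grm8 (2.37).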

Taken together, ~80% (90/114) of the genes involved in neurotransmission are neither Super DEGs nor do they fulfill the stringent criteria for Cluster similarity. The remaining 24 genes categorize equally to Super DEGs and Cluster similarity (12 + 12). Moreover, the 12 Super DEGs are equally split between pLSOs and LOCs. Thus, we crystallized three manageable sets of neurotransmitter-associated genes whose expression pattern differs between pLSOs and LOCs or, on the other hand, is closely similar.

## Discussion

Brain function depends on the action of individual neurons. Neurons are relatively easy to track when a brain region consists of a homogeneous population of neurons (e.g., a motor nucleus). The scenario is much more complex and complicates analysis when the area of interest is a heterogeneous nucleus, such as the LSO. Here we characterized different neuron types of the juvenile mouse LSO using the patch-seq method to identify transcriptional differences and similarities. By choosing a juvenile age (at the onset of hearing), we were able to capture genes that are relevant for maturation. We obtained five main results (graphically summarized in Figure 16). (1) LSO neurons show high gene expression for ATP synthesizing proteins (Figure 2). (2) There are two prominent clusters: pLSOs and LOCs, the major types involved in the ascending (afferent) and descending (efferent) auditory pathways, respectively (Figure 3). (3) pLSOs and LOCs differ in 353 DEGs (254 + 99; Figure 4A). (4) Among the top 40 DEGs (20 in each cluster), 80% were hitherto undescribed (17 in pLSOs; 15 in LOCs; bold in Figure 4B). (5) Among the 114 listed genes involved in neurotransmission, 12 (~10%) are Super DEGs, of which three encode Kv channel subunits typical for pLSOs (Figure 15). Another 12 show Cluster similarity, highlighting the overlap of neurotransmission-related molecules between the two neuron types.

**Figure 16:**
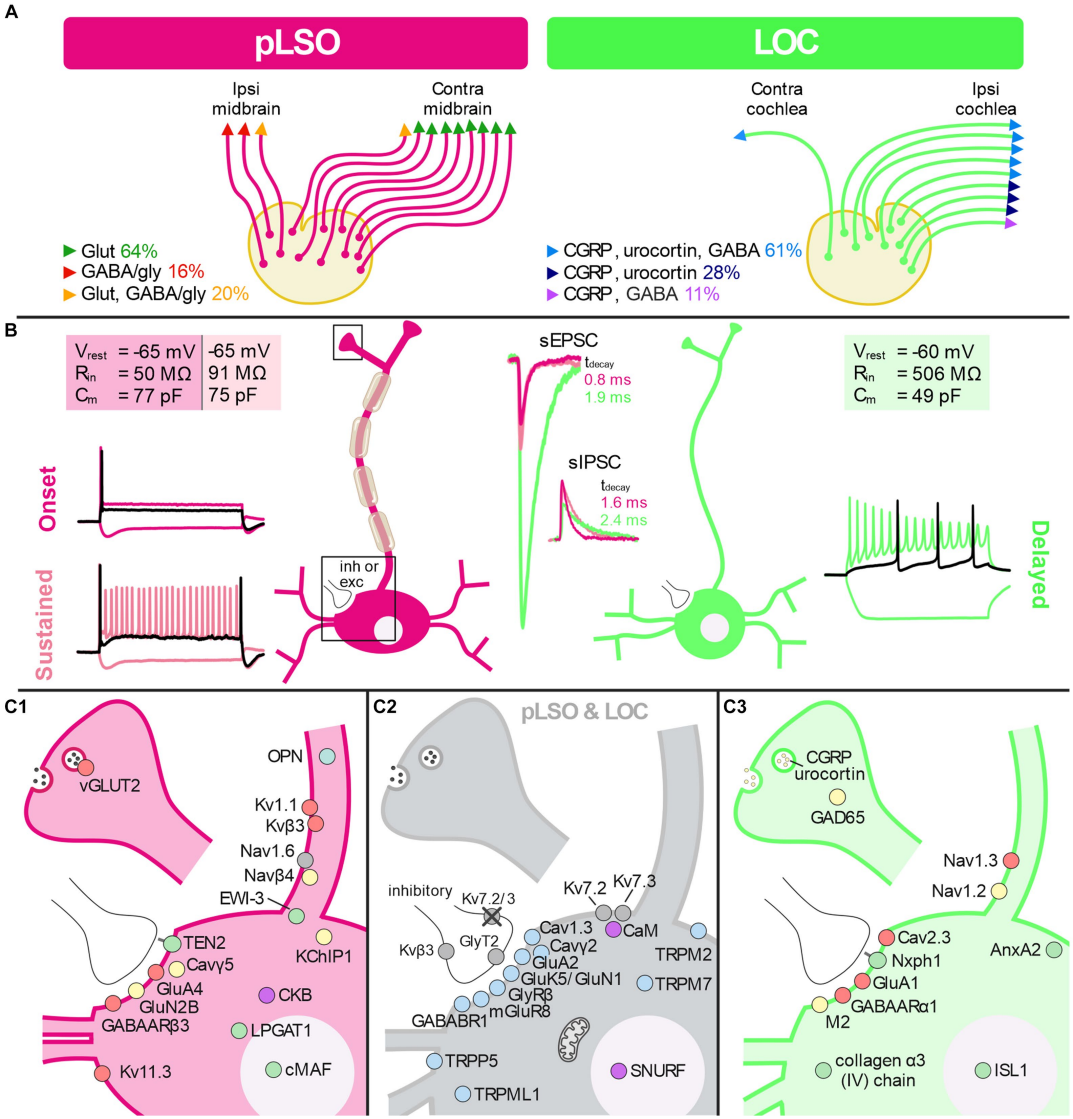
Graphical summary of the major results from the present study. Schemata depict differences and similarities between pLSOs and LOCs. **(A)** Gene expression for the three classical transmitters glutamate, glycine, and GABA demonstrates an excitatory phenotype in 64%, an inhibitory in 16%, and a mixed excitatory + inhibitory in 20% of pLSOs. In LOCs, the prevailing three transmitter profiles are CGRP + urocortin + GABA, CGRP + urocortin, and CGRP + GABA (61, 29, 11%). Overall, the transmitter repertoire of LOCs is more complex (see also Figure 13 and Supplementary Table S6). **(B)** Each subtype of pLSOs (onset or sustained firing) has a slightly lower V_rest_, a drastically lower R_in_, and a slightly higher C_m_ than LOCs. Moreover, each subgroup displays sag behavior. LOCs show a delayed firing pattern and no sag behavior. pLSOs have fusiform somata and thick, myelinated axons, whereas LOCs have round somata and thin, unmyelinated axons. Postsynaptic currents (sEPSCs and sIPSCs) show considerably faster kinetics in pLSOs than in LOCs (notice τ_decay_) (see also Figure 6 and Supplementary Figures S6, S7). **(C)** Cluster-specific genes (pLSO vs. LOC) as well as genes displaying inter-cluster similarity (pLSO and LOC). For the sake of clarity, the three panels depict only selected gene products (pLSO: 17, both: 18, LOC: 13). **(C1)** For pLSOs, we plotted the end products of six Super DEGs (red), five top DEGs (green), four DEGs involved in neurotransmission (yellow), the top one highly expressed gene (purple), and Nav1.6 (gray) (see also Figures 2–4, 5–9, 11–15). **(C2)** Across both neuron types, we plotted the end products of 12 genes demonstrating Cluster similarity (light blue), top two and top three highly expressed genes (purple), and four proteins for which we obtained confirmative results via immunohistochemistry or pharmacology (gray). The mitochondrion represents genes involved in ATP synthesis (see Figure 2E; see also Figures 2, 9–15). **(C3)** For LOCs, we plotted the end products of six Super DEGs, six top DEGs, and three DEGs involved in neurotransmission (same color code as in **(C1)**, see also Figures 4, 5, 12–15). The scenario in **(C1–C3)** is hypothetic as schemata show proteins at their presumptive location. glut, glutamate; gly, glycine; inh, inhibitory; exc, excitatory.

### Extraordinarily high expression for three genes: *Ckb, Snurf*, *Calm1*

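The gene ranked 4 by mean TPM here was Hspa8 (ENSMUSG00000015656, chromosome 9 of GRCm38 from 40800984 to 40810087, row 1634), detected in 80 of 80 neurons and 6 of 8 negative controls. Its rescaled mean was 2117.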

The three most highly expressed genes showed expression levels of ~25,000 TPM and more, >2-fold higher than the fourth gene (Figure 2). The related proteins are brain-type creatine kinase B (CKB), SNRPN upstream open reading frame protein (SNURF; SNRPN = small nuclear ribonucleoprotein polypeptide N), and calmodulin 1 (CALM1 also known as CaM).

CKB is involved in energy homeostasis. The cytosolic enzyme transfers phosphate between ATP and various phosphogens, for example creatine, thus generating phosphocreatine and ADP and establishing a readily available ATP-buffering system. It is not surprising that *Ckb* expression correlates very well with gene expression for Na^+^/K^+^-ATPase α1 and α3 subunits (Jiao et al., 2021; NB: α3 is exclusive to neurons). The CKB-mediated buffer system appears to play a pivotal role in the hair bundle of vestibular hair cells (Shin et al., 2007). Reduced CKB activity is associated with hearing impairment in mice with Huntington disease (Lin et al., 2011). Interactions of CKB with the potassium-chloride transporter KCC2 have been demonstrated (Inoue et al., 2004, 2006; Li et al., 2007; Salin-Cantegrel et al., 2008). The interactions facilitate KCC2-mediated Cl-extrusion from neurons and maintain the low intracellular Cl-concentration required for effective inhibitory neurotransmission, i.e., hyperpolarization (for LSO, Balakrishnan et al., 2003). As robust inhibitory input to LSO neurons is crucial for sound localization, high CKB abundance is not surprising. Indeed, high *Ckb* expression in the LSO is also shown in the AMBA (Figure 2D), thus validating our data.

SNURF is a 71 amino acid-long polypeptide encoded by the two-gene locus “s*nurf/snrpn*.” This locus also encodes the small nuclear ribonucleoprotein (associated) polypeptide N (SNRPN) (Ozçelik et al., 1992). Across seven tissues, SNRPN is most abundant in the brain (rat; McAllister et al., 1988). Extensive alternative splicing and promoter usage occurs for SNURF and SNRPN, and the full-length nature of several transcripts remains to be determined. Like other imprinted genes, the *SNURF/SNRPN* domain is involved in neurodevelopment (Ribeiro Ferreira et al., 2019). Developmentally related changes of DNA methylation have been described for the mouse gene (Miyazaki et al., 2009). Loss of imprinted gene expression leads to disorders, e.g., severe intellectual disability (Nicholls et al., 1998). Presumably, SNURF plays a role in pre-mRNA splicing, and in line with this, SNURF is localized to the cell’s nucleus. Despite decades of research, the biological role of SNURF is not fully understood (Basak and Basak, 2022). A Pubmed search (“snurf brain” and “snurf neuron”; 2023–10-22) revealed 14 and nine results, respectively. None was associated with papers on the auditory system, the brainstem, or the cortex. Taken together, our study discovered *Snurf* as a novel gene that probably plays an important role in the CAS. The intermediate expression level for *Snurf* in the LSO and other auditory brainstem regions, as demonstrated in the AMBA, strengthens our conclusion.

CaM is one of three calmodulin proteins in the family of EF-hand Ca^2+^-binding proteins. These ubiquitous proteins exhibit a high degree of evolutionary conservation (Wren et al., 2019). CaM-Ca^2+^ complexes mediate the control of many structurally different proteins, such as voltage-gated ion channels (e.g., Cav1.3: Johny et al., 2013; Cav2.1: Lee et al., 2002; Jiang et al., 2008; KCa2: Bildl et al., 2004; Kv7.1: Sachyani et al., 2014; Kv7.2: Alaimo and Villarroel, 2018; Nav1.5: Gabelli et al., 2014). CaM appears to be the most relevant transducer of Ca^2+^ signals (Levitan, 1999; Faas et al., 2011). Moreover, irrespective of the intracellular Ca^2+^ concentration, CaM is constitutively tethered to Kv7.2/3 channels and presumably plays a key role in Kv7 channel folding and trafficking (Wen and Levitan, 2002; review: Soldovieri et al., 2011). Notably, the present study demonstrates substantial gene expression for Kv7.2 and Kv7.3 (Figures 9, 10), pointing to such an interaction.

In the CAS, mostly analyzed at calyx of Held synapses, CaM controls several forms of synaptic plasticity (Nakamura et al., 2008; Lee et al., 2010; Lipstein et al., 2013). *Calm1* expression increases significantly upon tone rearing in auditory cortex interneurons, implying a role in experience-and activity-dependent circuit refinement during the tonotopic critical period (Kalish et al., 2020). We are not aware of a CaM study in the LSO. Based on our results, we suggest investigating interactions between CaM and Kv7.2/3 channels in pLSOs. Consistent with our findings, the AMBA shows intermediate to high expression levels in the LSO (Figure 2D).

### Energy metabolism: ATP synthesis

Besides *Ckb*, 32 other genes among the top 500 were involved in ATP synthesis (Figure 2). The prevalence of transcripts for catabolic pathways is consistent with classic reports of high energy consumption in auditory brainstem neurons that fire APs at particularly high rates (e.g., Sokoloff, 1981). Previous reports on the LSO have focused on a few metabolic proteins (Trattner et al., 2013; Brosel et al., 2018). Our study is the first to comprehensively address LSO neurons and link ATP demand to a variety of specific enzymes. In a recent scRNA-seq study in the mouse cochlea, 33 genes among the top 500 in class I spiral ganglion neurons were associated with energy metabolism (Petitpré et al., 2018). Nine of them overlapped with the 33 genes detected in LSO neurons, all of them in the OxPhos group (*Ndufa11*, *Ndufs2*, *Ndufs3*, *Sdhb*, *Sdhd*, *Cox5a*, *Atp5b*, *Atp5f1*, *Atp5g3*). The overlap of ~30% indicates similarity between the two groups of auditory neurons, but also considerable dissimilarity, as previously shown for mitochondrial molecules (Fecher et al., 2019). In this lineage, only 3 of the 33 genes were DEGs (cluster 1: *Pfkp*, DEG#21, *Ckb*, DEG#254; cluster 2: *Acly*, DEG#10), suggesting a similar efficiency of ATP synthesis in pLSOs and LOCs. An attractive hypothesis is that ATP may also be used as an extracellular messenger by maturing LSO neurons (Dietz et al., 2012; Babola et al., 2020).

There is considerable controversy over whether neurons use lactate—rather than glucose—to fuel oxidative phosphorylation (Pellerin and Magistretti, 2012; Nortley and Attwell, 2017; Li and Sheng, 2021). Lactate would be released from glial cells via the astrocyte-neuron lactate shuttle. Neuronal computation is energetically expensive, with most of the energy used to reverse ion entry that has generated synaptic potentials and APs (Harris et al., 2012; Meyer et al., 2022). LSO neurons generate APs at unusually high rates of several hundred Hertz (Brosel et al., 2018). We examined transcripts for key enzymes and obtained evidence that LSO neurons do not primarily use lactate as a carbon source for ATP generation. The expression of *Slc16A2*, which encodes the neuronal monocarboxylate transporter MCT2, was absent from our sample. In contrast, the expression of *Slc2a3*, which encodes the neuronal glucose transporter GLUT3, was high (gene #201, 955 TPM). Expression levels of other genes (neuronal *Ldha*|lactate dehydrogenase A, #5,658, 4 TPM; astrocytic *Glo1*|lactoylglutahione lyase, #1,521, 82 TPM; *Glo2* = *Hagh*|hydroxyacylglutathione hydrolase, #119, 1,225 TPM; astrocytic *Slc16A1*|MCT1, #6,252, 3 TPM) confirm our conclusion that lactate-fueled OxPhos is not the major ATP producer in LSO neurons. This does not mean that LSO neurons exclusively utilize glucose (Brosel et al., 2018), and developmental changes may also be considered (Lujan et al., 2021). Collectively, our results support the conclusion of an extraordinary ATP demand in LSO neurons and suggest glucose—rather than lactate—as the primary energy source.

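Slc16a7 (ENSMUSG00000020102) was detected in 1 of 80 neurons. Slc2a3 (ENSMUSG00000003153, row 538) had a mean of 917 TPM and was detected in 40% of neurons. Ldha (ENSMUSG00000063229, row 17868) had 4 TPM and was detected in 35%, Glo1 (ENSMUSG00000024026, row 4259) 80.3 TPM and 35%, Hagh (ENSMUSG00000024158, row 4345) 107 TPM and 51.2%, and Slc16a1 (ENSMUSG00000032902, row 9202) 3.06 TPM and 13.8%. After rescaling to the own length of each gene, the means were 38.9 for Slc2a3, 135 for Ldha, 22.1 for Glo1, 168 for Hagh and 19.9 for Slc16a1, so that Ldha stood above Slc2a3 and Glo1.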

### The two clusters cover ~90% of the LSO neurons

Our patch-seq LSO neurons clearly separated into two clusters, with 65% belonging to pLSOs and 35% to LOCs. Literature data suggest that pLSOs and LOCs together comprise ~90% of all LSO neurons (~70% + ~20%). In addition to pLSOs and LOCs, several other neuron types have been described morphologically. No categorization data are available for mice, but five types have been described in gerbils and cats and seven in rats (Helfert and Schwartz, 1987; Rietzel and Friauf, 1998). A prominent subtype are the LSO marginal cells, so named because of the location of the somata along the edges of the LSO (review: Friauf et al., 2019). Marginal cells appear to comprise only ~5% of the population, regardless of the species analyzed (Ollo and Schwartz, 1979; Helfert and Schwartz, 1986, 1987; Rietzel and Friauf, 1998). Small neurons tend to be underrepresented in patch-clamp recordings, and we did not specifically target small somata or for somata located in the marginal zones of the LSO. Nevertheless, we are confident that we did not miss any major cell type.

Based on our results, we also find it unlikely that pLSOs and LOCs form further subclusters, although we did find differences in membrane properties between pLSOs —Onset and Sustained neurons. Interestingly, Onset and Sustained neurons have been described in both vGLUT2-positive and vGLUT2-negative pLSOs (they are presumably excitatory and inhibitory, respectively; Haragopal and Winters, 2023). This complicates the identification of distinct expression profiles for excitatory and inhibitory pLSO subclusters. Nevertheless, activity-dependent maturation could manifest differences in the expression profile and result in different membrane properties between Onset and Sustained pLSOs.

### Super DEGs in pLSOs

*Kcnh7*|Kv11.3 was DEG#6 in pLSOs (Figure 9A). The gene encodes ERG3, a pore-forming subunit of ether-a-gogo-related channels. ERG channels have a predominantly somatic location, are most active after intense electrical activity, and effectively modulate neuronal excitability, thereby complementing Kv1 channels (Hardman and Forsythe, 2009). The channels are inward rectifiers with unusual gating kinetics. They open at relatively negative membrane potentials, thus affecting the depolarization phase of an AP, and they inactivate very rapidly. The highest conductance is generated during repolarization (Shepard et al., 2007; Bauer and Schwarz, 2018), when the fast recovery from inactivation takes place (Bauer and Schwarz, 2018). Several studies showed a role of ERG channels in the nervous system (Sacco et al., 2003; Niculescu et al., 2013). In ventral cochlear nucleus neurons, they play a role in setting AP threshold and AP frequency (Yildirim and Bal, 2018). In the mouse MNTB, where ERG1 and ERG3 subunits are predominant, ERG currents modulate Kv1 currents and limit AP generation around AP threshold voltages (Hardman and Forsythe, 2009).

*Kcna1*|Kv1.1 was DEG#92 in pLSOs (Figure 9A). Kv α subunits have received extensive attention in the auditory brainstem, and immunoreactivity has been demonstrated in several species in somata, dendrites, and axon terminals (mouse: Wang et al., 1994; Brew et al., 2003; rat: Barnes-Davies et al., 2004; gerbil: Nabel et al., 2019); three bat species: (Rosenberger et al., 2003; Pätz et al., 2022). Kv1.1 channels were most intensively analyzed. They carry a rapidly activated, low-threshold, and sustained K^+^ current (I_KL_) that determines the 1st AP latency as well as the AP waveform (Kole et al., 2007; Fischl et al., 2016). MNTB neurons in Kv1.1 knockout mice display a reduced I_KL_ and are hyperexcitable (Brew et al., 2003). In line with this, pharmacological blockade of Kv1.1 channels in pLSOs with α-dendrotoxin (NB: blocks also Kv1.2 and Kv1.6; Oak and Yi, 2014) convert a single-firing to a multiple-firing pattern (Barnes-Davies et al., 2004). Kv1.1 knockout mice display behavioral deficits in sound localization (Robbins and Tempel, 2012; Karcz et al., 2015), and their LSO neurons show a weaker capability of encoding interaural level differences (Karcz et al., 2011). pLSOs clearly differ from LOCs regarding Kv1.1 channels. The results provide further evidence for the importance of temporal integration of excitation and inhibition during sound localization, especially in the ascending branch of the LSO.

The Kvβ3-encoding gene *Kcnab3* was DEG#146 in pLSOs. Three Kvβ isoforms have been described in the brain (Heinemann et al., 1995; Rhodes et al., 1996). They have oxidoreductase activity and interact with the pore-forming α subunits of Kv1 and Kv4 channels (Dwenger et al., 2022). The assembly generally increases whole cell Kv current and modifies voltage sensitivity (Pongs and Schwarz, 2010). We are not aware of a study on Kvβ3 in the auditory system. Our results show high protein abundance in the major SOC nuclei and co-distribution of Kvβ3 and GlyT2 in axon terminals terminating on pLSO somata, most likely originating from MNTB neurons (Figure 12D).

*Slc17a6*|vGLUT2 was DEG#26 in pLSOs. Vesicular glutamate transporters are involved in the storage and release of glutamate. Our patch-seq results for genes expressing vGLUT confirm *in situ* hybridization results showing the absence of vGLUT1 and the presence of vGLUT2 in mouse LSO somata (Ito et al., 2011). They are also consistent with the detection of vGLUT2 in the LSO of rat, mouse, and owl monkey at the protein level (Blaesse et al., 2005; Haragopal and Winters, 2023) and at the mRNA level (Hackett et al., 2011). 

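Slc17a7 (ENSMUSG00000070570), the gene of vGLUT1, was listed at 0 in all 80 neurons and all negative controls, which allows a share of up to 3.75% of neurons.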

The association of vGLUT2 with pLSOs is consistent with findings in rats that vGLUT2-positive LSO neurons project into the contralateral inferior colliculus (IC; virtually no ipsilateral projection), thus representing ascending neurons (Ito and Oliver, 2010). Moreover, concerning the three classical fast neurotransmitters (glutamate, glycine, GABA; expressed by 44 pLSOs in different combinations), we show a surprisingly high 4:1 ratio between a purely excitatory and a purely inhibitory phenotype (64% vs. 16%; Figure 16; Supplementary Table S6). 

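In the libraries used here, at least 1 of Slc17a6, Slc6a5 and Gad2 was detected in 43 of 52 pLSOs. Of these, 26 of 43 (60.5%, 95% interval 44.4 to 75.0%) held Slc17a6 without Slc6a5 and Gad2, 7 of 43 (16.3%, 95% interval 6.81 to 30.7%) held Slc6a5 or Gad2 without Slc17a6, and 10 of 43 (23.3%, 95% interval 11.8 to 38.6%) held both kinds.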

The remaining 20% show a mixed phenotype (predominantly glutamate plus GABA; notice rounding effect). Thus, the present results indicate a dominant glutamatergic phenotype in mouse pLSOs, whereas glycinergic and/or GABAergic neurons are much less abundant. A mixed phenotype (glutamate plus glycine) has also been described for the projections of LSO neurons into the IC of rats (Fredrich et al., 2009). The authors found that all ipsilaterally projecting neurons were glycinergic, with 60% of them also staining for glutamate. Similar to mice, ¾ of the LSO neurons in gerbils are excitatory (Mellott et al., 2022). In contrast, excitatory and inhibitory LSO neurons appear to be balanced in cats (Glendenning et al., 1992) and guinea pigs (Helfert et al., 1989). We propose that species differences underlie the different ratios.

*Gria4*|GluA4 was DEG#40 in pLSOs. In contrast, GluA1 subunits appear to be a marker for LOCs (DEG#68). Kinetics of glutamatergic ionotropic receptors can be in the submillisecond range (Geiger et al., 1997), and the fastest kinetics are obtained when GluA4 subunits are present (auditory brainstem: Geiger et al., 1995; Yang et al., 2011; Rubio et al., 2017). By contrast, GluA1-containing receptors are slow-gating. At calyx of Held synapses, GluA4 is the main determinant for the fast synaptic responses and indispensable for driving high-fidelity neurotransmission and conveying precise temporal information (Yang et al., 2011). GluA4 is also expressed in auditory nerve synapses (Rubio and Wenthold, 1997), and its loss impairs the acoustic startle response (García-Hernández and Rubio, 2021). These results emphasize the importance of this subunit in the CAS.

AMPAR-mediated EPSCs in the LSO are characterized by sub-millisecond decay times (0.77 ms) that are slowed upon acoustic trauma, which is mirrored by mRNA decreases for GluA4, yet increases for GluA1 (Pilati et al., 2016). In this line, our transcriptomic results imply different kinetics at glutamate receptors between pLSOs and LOCs. Indeed, our electrophysiological findings demonstrate considerably faster EPSC kinetics in pLSOs (Supplementary Figures S7D,E; Supplementary Table S5.1; Figure 16). The involvement of pLSOs in sound localization requires sub-millisecond precision in signal integration. According to our data, hyper-precise kinetics are not present in LOCs, which seem to protect the auditory nerve fibers from excitotoxic effects of acoustic overexposure, a process occurring in minutes (Accardi, 2014). Notably, pLSOs have myelinated axons, whereas LOC axons are unmyelinated (Brown, 2011).

The sixth Super DEG in pLSOs, *Gabrb3*, codes for GABAARβ3, the β3 subunit of GABA_A_ receptors (DEG#72). GABA_A_ receptors are heteropentamers, most often consisting of subunits from three different families in a 2:2:1 fashion (2α + 2β + 1 of either γ, δ, ε, π). The most common arrangement is 2α_1_2β_2_γ_2_. Intermediate levels of *Gabrb3* mRNA were identified in the LSO of rats and mice (Campos et al., 2001; Fischer et al., 2019), and immunosignals for β3 subunits have been described in the rat LSO (Pirker et al., 2000). Our patch-seq results confirm the expression in pLSOs. *Gabrb3* loss results in severe cochlear histopathology, providing evidence for a functional GABAergic innervation of the cochlea (Maison et al., 2006). The physiological role of β3 has not yet been analyzed in the CAS. The same holds for GABAARα1, whose encoding gene was a Super DEG in LOCs. In a mammalian expression system, receptors containing the α1 subunit responded to GABA application with long-duration openings that were organized in multi-opening bursts, in contrast to brief-duration, isolated openings of receptors containing α6 subunits (Fisher, 2004). The author suggested that GABA acts as a high efficacy agonist at the former receptor type. Consequently, LOCs may be more efficiently inhibited by GABA than pLSOs (see also Fischer et al., 2019). Interestingly, a given pLSO neuron or LOC neuron displays an almost inverse expression pattern for β3 or α1 GABAAR subunits (Figure 13A), indicating substantial architectural and functional differences.

### Super DEGs in LOCs

For LOCs, the Super DEGs *Calca* and *Ucn*, encoding the neuropeptides CGRP and urocortin, respectively, were DEG#1 and DEG#2 (Figure 4B). There is clear evidence that CGRP is a molecular marker for LOCs (mouse: Maison et al., 2003; Wu et al., 2018). Reportedly, CGRP is not associated with pLSOs, and our results confirm this, although we found few CGRP transcripts in 13% of these neurons (< 2 TPM; Figure 14A). Our results document the impressively complex multi-transmitter properties of LOCs at the single-cell level. The cohort displays 12 multi-transmitter variants, more than 90% (28/30) of the neurons express at least two of the seven transmitter genes analyzed, and up to five neurotransmitter genes can be co-expressed by a single neuron (Figure 14B). The dominant combination is GABA + CGRP + urocortin, which was observed in 61% of the LOCs (Figure 16; Supplementary Table S6). In 10 neurons, it was flanked by the expression of a fourth or even a fifth gene. Urocortin demonstrates an even higher cell-type specificity than CGRP, as gene expression was completely absent from pLSOs (Figure 14A). Taken together, our patch-seq results demonstrate high transmitter complexity for LOCs at single-cell resolution. They also imply functional diversity within this relatively small population of efferent neurons.

*Scn3a*|Nav1.3 (DEG#11 in LOCs) encodes an α subunit of Nav1.3 channels generally less common than Nav1.1, Nav1.2, and Nav1.6 channels in the central nervous system (Scott et al., 2010). Nav1.3 channels are more abundant in the fetal than the adult brain (Liao et al., 2023). Nav1.3 currents recover rapidly from inactivation, which results in low AP thresholds and high AP frequencies (Cummins et al., 2001; Liao et al., 2023). However, the distinct expression of *Scn3a*|Nav1.3 in LOCs does not explain the higher AP threshold compared to pLSOs (Supplementary Figure S6J). AMBA shows no *Scn3a* expression in the LSO at P56, and P14 data was not available (Supplementary Figure S5).

As gene expression for Nav1.3 subunits was low in pLSOs, we assessed other Nav genes and found the highest expression level for *Scn8a*|Nav1.6, followed by *Scn1a*|Nav1.1 (66 and 18 TPM; Supplementary Figure S8A; Supplementary Table S6). The LOC cohort displayed considerably lower Nav1.6 expression (12 TPM; < 5-fold). Nav1.6 subunits are abundant in the nervous system and occur in various excitatory and inhibitory neurons. They form dense clusters at axon initial segments and nodes of Ranvier where they are the dominant Nav subtype (Caldwell et al., 2000; Chen et al., 2008; Zybura et al., 2021). For example, they are the major isoform at Calyx of Held-MNTB axon terminals where the abundance increases during development (Leao et al., 2005). In the auditory nerve, Nav1.6 and Nav1.1 are placed at the AP generator site, together with the submembraneous scaffolding protein ankyrin (Kim and Rutherford, 2016). As demonstrated in several brain regions, Nav1.6 channels contribute to peak Na^+^ currents and repetitive AP firing (references summarized in Chen et al., 2008). They display persistent and resurgent Na^+^ currents, lower the AP threshold and mediate repetitive spiking (Zybura et al., 2021). Together, the above findings suggest an important role for Nav1.6 channels in initiation and propagation of high-frequency AP bursts in LSO neurons, particularly in myelinated, mature pLSOs.

Cacna1e, coding for Cav2.3, was DEG#26 in LOCs. Previously, we identified mRNA for Cav2.3 in LSO neurons (Jurkovicova-Tarabova et al., 2012). Cav2.3 is the α1 subunit of R-type Cav channels (Catterall, 2011). Together with PQ-and N-type channels (containing Cav2.1 and Cav2.2 subunits, respectively), R-type channels mediate presynaptic Ca^2+^ influx and neurotransmitter release (Ricoy and Frerking, 2014; Held et al., 2020). Among the 18 Cav genes expressed in the LSO cohort, *Cacna1e*|Cav2.3 demonstrated the highest value by far (mean TPMs: LOCs 1,491; pLSOs 182; Supplementary Figure S9A; Supplementary Table S6). High TPM values also occurred for Cav2.2 in both neuron types (pLSOs 414; LOCs 363). Together, we reason that LOCs likely prioritize Cav2.3 subunits over Cav2.2 subunits, whereas pLSOs favor the reverse order. On the other hand, *Cacna1a*|Cav2.1 expression seems be negligible in both groups (6.1 vs. 2.2 TPM). The functional impact of this needs to be determined.

### Cluster similarity

Our Cluster similarity scoring finally revealed 12 genes, four of which code for TRP channels, another four for glutamate receptor molecules, two for Cav channels and one each for glycine and GABA receptor subunits (Figure 15). Among the four TRP channels were two TRPM channels (melastatin) as well as one TRPML (mucolipin), and one TRPP (polycystin) channel (TRPM2, TRPM7, TRPML1, TRPP5). TRP channels are cation channels that generally cause cell depolarization. However, they can also be associated with intracellular organelles and function as intracellular Ca^2+^ release channels (Gees et al., 2010). They play a crucial role in sensory physiology, possibly contributing to hearing (Venkatachalam and Montell, 2007). TRP channels have been poorly studied in the CAS. In the mouse ventral cochlear nucleus, activation of TRPM2 channels shifts V_rest_ to more positive values (Bal et al., 2020). The authors reasoned that TRPM2 channels, which are induced by oxidative stress, may play a modulatory role in setting the excitability level of stellate cells. To our knowledge, there is no study on TRPM or TRPPP channels in the SOC. Our results show that pLSOs and LOCs are similar in their TRP channel composition, as also evidenced by the absence of any DEG in this group. These results pave the way for further investigations. Of note is the relatively low percentage of neurons expressing a given TRP gene (highest value: 50% for TRPM7 in LOCs), indicating heterogeneity within a given cluster. This issue of inter-cellular heterogeneity is of interest for future studies.

Regarding Cluster similarity for glutamate receptor molecules, ~15% (4/26; including 18 ionotropic and 8 metabotropic) met the criteria, namely GluA2, GluK5, GluN1, and mGluR8. This corresponds to one gene in each major class (AMPA; kainate, NMDA, metabotropic; Figures 15A2,B). Regardless of subtype, ~75% of the LSO neurons showed GluA2 transcripts, the highest proportion across all 32 ligand-gated ion channels (Figure 13A). The Cluster similarity observed for GluA2 contrasts with the Super DEGs GluA1 and GluA4. Edited GluA2 subunits render AMPA receptors Ca^2+^ impermeable and are abundant in the brain. AMPA receptors lacking GluA2 are Ca^2+^-permeable, allowing them to serve as signaling molecules via Ca^2+^ influx, in addition to mediating excitatory neurotransmission (Man, 2011).

Kainate receptor subunits, including GluK5, have been identified in the SOC by immunohistochemistry and pharmacological analysis (Petralia et al., 1994; Löhrke and Friauf, 2002; Vitten et al., 2004). Notably, GluK5 subunits have high agonist affinity and fast kinetics (Dhingra et al., 2022). In summary, there is consistent evidence that both types of LSO neurons are equipped with fast gating glutamate receptors, and pLSOs even more so than LOCs.

Our results on GluN1 confirm immunohistochemical findings in the LSO (Nakagawa et al., 2000) and attribute the subunit to both pLSOs and LOCs. Glycine, a co-agonist at NMDA receptors, binds to GluN1 subunits, whereas glutamate binds to GluN2. Consequently, NMDA receptors require both subunits to be functional. Our study shows similar expression for both isoforms (GluN2B and GluN2D), and the majority of pLSOs express GluN2B, especially the Sustained neurons (Figure 13A). Our GluN2B results are consistent with a pharmacological report suggesting a correspondence of the NMDA receptor subunit with the period of major circuit refinement at MNTB-LSO synapses (Case and Gillespie, 2011). In particular, GluN2B subunits confer relatively long decay kinetics to NMDA receptors, and the developmental shortening of EPSCs likely results from a subunit substitution of GluN2A for GluN2B.

For genes involved in inhibitory neurotransmission, Cluster similarity was demonstrated for the ionotropic GlyR subunit GlyRβ and the metabotropic GABABR1 (Figures 13A2,B2, 14A; Supplementary Figure S12A). For GlyRβ, we found expression in 79% of the pLSOs and 67% of the LOCs. The 79% value was the highest observed in the pLSO cohort. The presence of GlyRβ transcripts is expected, as this subunit is a mandatory component of heteropentameric GlyRs and essential for their postsynaptic localization (Weltzien et al., 2012). The higher TPM values for the adult GlyRα1 compared to the fetal GlyRα2 (Figure 13A) indicate that most of the replacement of the fetal by the adult α subunits (Dutertre et al., 2012) has occurred by the time mice begin to hear, at least in pLSOs (α3 and α4 transcripts were not detected in our sample).

GABABR1 is one of two GPCR molecules activated by GABA (review: Bassetti, 2022). The level for GABABR1 transcripts was moderate in our LSO sample (~25 TPM), >10-fold higher than the very low *Gabbr2*|GABABR2 expression (~1 TPM; Supplementary Figure S12A; Supplementary Table S6). Since GABABRs are obligatory heterodimers composed of GABABR1 and GABABR2 subunits (review: Frangaj and Fan, 2018), the difference in expression is surprising. Based on our transcript results, we cannot localize the GABABR subunits to presynaptic or postsynaptic sites. We have recently shown that postsynaptic GABABRs mediate hyperpolarization in a modulatory manner in mouse pLSOs (Fischer et al., 2019). GABABR signaling has previously been shown to mediate long-lasting depression at inhibitory gerbil MNTB-LSO synapses (Kotak et al., 2001). This form of synaptic depression declines with age and may contribute to the use-dependent reorganization of MNTB axon arbors.

In the Cav channel group (Zamponi et al., 2015), we observed Cluster similarity for two subunits, Cav1.3 and Cavγ2. Cav1.3 plays an important role in the auditory system. It is involved in deafness (Platzer et al., 2000) and in the development of auditory brainstem structures, including the LSO (Hirtz et al., 2011, 2012). Functional Cav1.3 channels have been described in pLSOs (Jurkovicova-Tarabova et al., 2012). Therefore, the present results at the mRNA level are consistent with previous findings at the protein level.

Cavγ2, also known as stargazin or TARPγ2 (most literature refers to stargazin), is one of eight Cavγ isoforms in a functionally diverse family (Chen et al., 2007; Bissen et al., 2019). Six of the eight Cavγ isoforms belong to the TARP subfamily, including Cavγ2 (and Cavγ5). TARP stands for “Transmembrane AMPAR regulatory protein,” implying an interaction with AMPA receptors and not a mandatory role as a true Cav subunit. TARP/AMPAR complexes promote the correct trafficking of AMPARs and their targeting to the synaptic surface (review: Jacobi and von Engelhardt, 2017). TARPγ2-containing AMPARs have been localized in presynaptic axon terminals where they modulate GABA release (Rigby et al., 2015). The expression profile of Cavγ2 (and the other AMPAR regulatory subunits) and the functional characterization in the auditory brainstem await future studies. In this context, it is worth noting that *Cacng5*|Cavγ5 was DEG#12 in pLSOs.

*Kcnq2*|Kv7.2 was not on the top 12 list of genes showing Cluster similarity (its position was 18; Figure 15B2). Nevertheless, we analyzed Kv7.2 in combination with Kv7.3 by means of immunohistochemistry and pharmacology. Kv7.2 and Kv7.3 are primarily found in the brain (Baculis et al., 2020). They are the major molecular correlate of low-threshold, non-inactivating Kv channels that mediate the M current, which is hyperpolarizing and critical for preventing neuronal hyperactivity (Wang et al., 1998; Robbins, 2001; Brown and Passmore, 2009). In the calyx of Held terminals, Kv7 channels, most likely Kv7.5 homomers, control release probability through changes in V_rest_ (Huang and Trussell, 2011). In adition, they function to facilitate reliable high-frequency synaptic signaling (Zhang et al., 2022). Our results suggest a similar function for Kv7.2 and Kv7.3 channels in pLSOs. Whether the channels are localized in pLSO axon terminals and involved in modulating transmitter release requires further analysis.

### Species differences

There is increasing evidence that a variety of characteristics vary considerably among species in the SOC, including the LSO. Species-specific effects (e.g., low-frequency vs. high-frequency hearing) on structure and function are well known (Heffner and Heffner, 1992; Grothe, 2000; Fritzsch et al., 2013) and are evident in the SOC. First, there is considerable variation in the arrangement, shape, and relative size of individual SOC nuclei (Friauf et al., 2019). Second, there are species differences in the location of olivocochlear neurons in the SOC (Aschoff and Ostwald, 1987; Brown, 2011). Third, there are species differences in the quantitative contribution of LOCs and MOCs to olivocochlear fibers (Perrot and Collet, 2014). Fourth, interspecies differences may explain the inconsistencies between reports on the transmitter repertoire of LOCs (Guinan, 2011). Fifth, discrepancies in the excitatory/inhibitory transmitter ratio have been reported for pLSO neurons (Williams et al., 2022). In the heterogeneous LSO, these differences have created multi-scale, long-standing, and persistent puzzles (Guinan, 2011; Williams et al., 2022). Consequently, general statements about the LSO when pooled from different species must be interpreted with caution. We have taken this into account for the summary cartoon (Figure 16), which shows results from mice only.

### Validating the patch-seq results

For a few genes, we exemplarily validated our transcriptomic results on the protein level (Figures 5, 10, 11, 12). Furthermore, we compared them with those of a very recent study using single-nucleus sequencing of LOCs (Frank et al., 2023). The comparison revealed considerable similarity between the genes detected, thus strengthening each study. For example, both studies found expression of Col4a3 and B3galt1 in LOC neurons.

### Methodological considerations

We do not want to hide the fact that the patch-seq method has its limitations. The general limitations of scRNA-seq also apply to the patch-seq variant. Contamination from the extracellular solution can lead to false positives and affect the quality of the results. To minimize this problem, we performed stringent quality controls (see Methods). The low throughput (we patched 263 neurons but collected only 103) reflects our caution in cell harvesting to minimize contamination. In addition, we took advantage of the fact that extracting the cytosol and the nucleus significantly increases the RNA yield and improves the quality of the transcriptomic data. Finally, by including negative controls and carefully monitoring the harvesting process, we were able to gain insight into potential sources of contamination. Our observations indicate that the effects of contaminants on the transcriptomic profiles were generally small. For example, ChAT expression and urocortin expression were absent in the pLSO cohort. Nevertheless, we attribute some of the results on CGRP (in 12.5% of pLSOs) and HCN (in 17% of LOCs) to contamination (see Figure 14; Supplementary Figure S11). To allow a *post hoc* reaction to the effects of the contamination problem, we have designed the gene tables in such a way that the readers can interactively change the TPM thresholds and thus adjust the stringency of the filtering criteria to their personal needs (*cf.* Supplementary Table S6).

The age of the animals is another factor influencing contamination. In patch-seq experiments in adult tissue, where a dense perineuronal network of glial cells is present, the risk of contamination is higher. This was one of the reasons why we used young mice (P10-P12) in the present study. By limiting the sampling to this age, we also obtained a unique database for the cell identity of the developing LSO neurons. Given that numerous electrophysiological, biochemical and anatomical studies have used and continue to use this age in the LSO, we believe that our database will be of great value to the research community.

Other challenges arise from the fact that, due to biological and technical limitations, only a fraction of mRNA is captured, leading to zero inflation and false-negative results. We believe that some of our results, such as not detecting HCN in all pLSOs, are affected by zero inflation.

Comparisons of results at the transcript level with those at the protein level are confronted with an imperfect correlation between the transcriptome and the corresponding proteome (Nie et al., 2007; Schwanhäusser et al., 2011; Liu et al., 2016). The mapping between high-throughput measurements at the level of the transcriptome and the corresponding proteome is complex (Gunawardana et al., 2015). Conclusions based on the transcriptome alone should therefore be treated with caution, and gene expression levels should only be used as a proxy for protein levels (Liu et al., 2016).

We assume that some of our unexpected results have biological causes, in addition to the artifacts mentioned above. For example, the lack of ChAT expression that we observed in most LOCs is consistent with the low *in situ* hybridization signals detected in AMBA LSO P14 sections. However, neurons in the facial nucleus and other motor nuclei are strongly labeled in the AMBA. It is possible that gene expression for ChAT is low in the LSO while protein abundance is high. Taken together, it is advisable for future studies to first extend the transcriptomic findings to the protein level in order to determine whether the described mRNA level is manifested in protein abundance and to localize the proteins in the neurons before starting functional analyses.

## Conclusion and outlook

Our study provides a comprehensive catalog of marker genes for the two major neuron types in the juvenile LSO. It also provides fundamental and comprehensive insights into the molecular composition of the ascending and descending microcircuits associated with the LSO and how this may relate to their function, including cell type-specific maturation. Our study suggests several areas for further investigation. It is also worthwhile to use our extensive data sets in a correlative manner. For example, it would be worthwhile to analyze which gene or gene network affects which physiological parameter (e.g., Kv genes and AP properties). For this purpose, we have added several supplementary files with data for each neuron in our sample (Supplementary Table S3, S6). In addition, the regulatory subunits of ion channels should be analyzed more thoroughly (Yan and Tomita, 2012). Due to space limitations, this was not done in the present study. In particular, the abundance of proteins interacting with AMPARs (Jackson and Nicoll, 2011; Cull-Candy and Farrant, 2021; Jacobi and von Engelhardt, 2021), kainate receptors (Palacios-Filardo et al., 2016), GABARs (Nakamura et al., 2016; Yamasaki et al., 2017), and GlyRs (Liu and Wong-Riley, 2013) deserves special attention. Our multidimensional single-cell expression data provide a valuable foundation for research in this direction. Regulatory subunits contribute to the diversity and function of these macromolecular signaling complexes. This is also true for the voltage-gated ion channels (Figure 9; Supplementary Figures S8–S11). It is very likely that SOC neurons, with their temporally precise, robust, and resilient neurotransmission behavior, contain highly specialized signaling molecules that differ at the single-cell level.

## Data availability statement

The data is available on NCBI GEO under the accession number GSE241761.

## Ethics statement

The animal study was approved by the German Animal Protection Law (TSchG §4/3). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

AM-S: Writing – review & editing, Writing – original draft, Visualization, Validation, Investigation, Formal analysis, Conceptualization. EP: Writing – review & editing, Visualization, Validation, Investigation, Formal analysis, Conceptualization. JF: Writing – review & editing, Visualization, Software, Formal analysis. KK: Writing – review & editing, Investigation, Conceptualization. TR: Writing – review & editing, Visualization, Investigation, Formal analysis. EF: Writing – original draft, Supervision, Resources, Project administration, Funding acquisition, Conceptualization, Writing – review & editing.

## Glossary

AMBA: Allen Mouse Brain Atlas
AP: action potential
AUROC: Area Under the Receiver-Operating Characteristic
CAS: central auditory system
C_m_: membrane capacitance
CNIC: central nucleus of the inferior colliculus
CNS: central nervous system
DAB: 3,3′-Diaminobenzidine
τ_decay_: decay time constant
DEG: differentially expressed gene
DNLL: dorsal nucleus of the lateral lemniscus
FC: fold-change
FDR: false discovery rate
GSEA: Gene Set Enrichment Analysis
GO: Gene Ontology
HVG: highly variable genes
IC: inferior colliculus
INLL: intermediate nucleus of the lateral lemniscus
IQR: interquartile range
IUPHAR/BPS GTP: International Union of Basic and Clinical Pharmacology/British Pharmacological Society Guide to Pharmacology
KEGG: Kyoto Encyclopedia of Genes and Genomes
LOC: lateral olivocochlear neuron
LSO: lateral superior olive
MOC: medial olivocochlear neuron
MNTB: medial nucleus of the trapezoid body
OI: overlapping index
OxPhos: oxidative phosphorylation
P: postnatal day
PBS: phosphate-buffered saline
PCA: principal component analysis
PFA: paraformaldehyde
pLSO: LSO principal neuron
R_in_: input resistance
R_s_: series resistance
RT: room temperature
scRNA-seq: single cell RNA-sequencing
sEPSC: spontaneous excitatory postsynaptic current
sIPSC: spontaneous inhibitory postsynaptic current
SOC: superior olivary complex
SPON: superior paraolivary nucleus
τ_m_: membrane time constant
TPM: transcripts per million
tSNE: t-distributed stochastic neighbor embedding
V_hold_: holding potential
V_rest_: resting membrane potential

# Supplementary material for: Molecular and functional profiling of cell diversity and identity in the lateral superior olive, an auditory brainstem center with ascending and descending projections
**Source:** Front Cell Neurosci. 2024 May 23;18:1354520. doi: 10.3389/fncel.2024.1354520
**Supplement:** Supplementary file 8

## Supplementary Figures

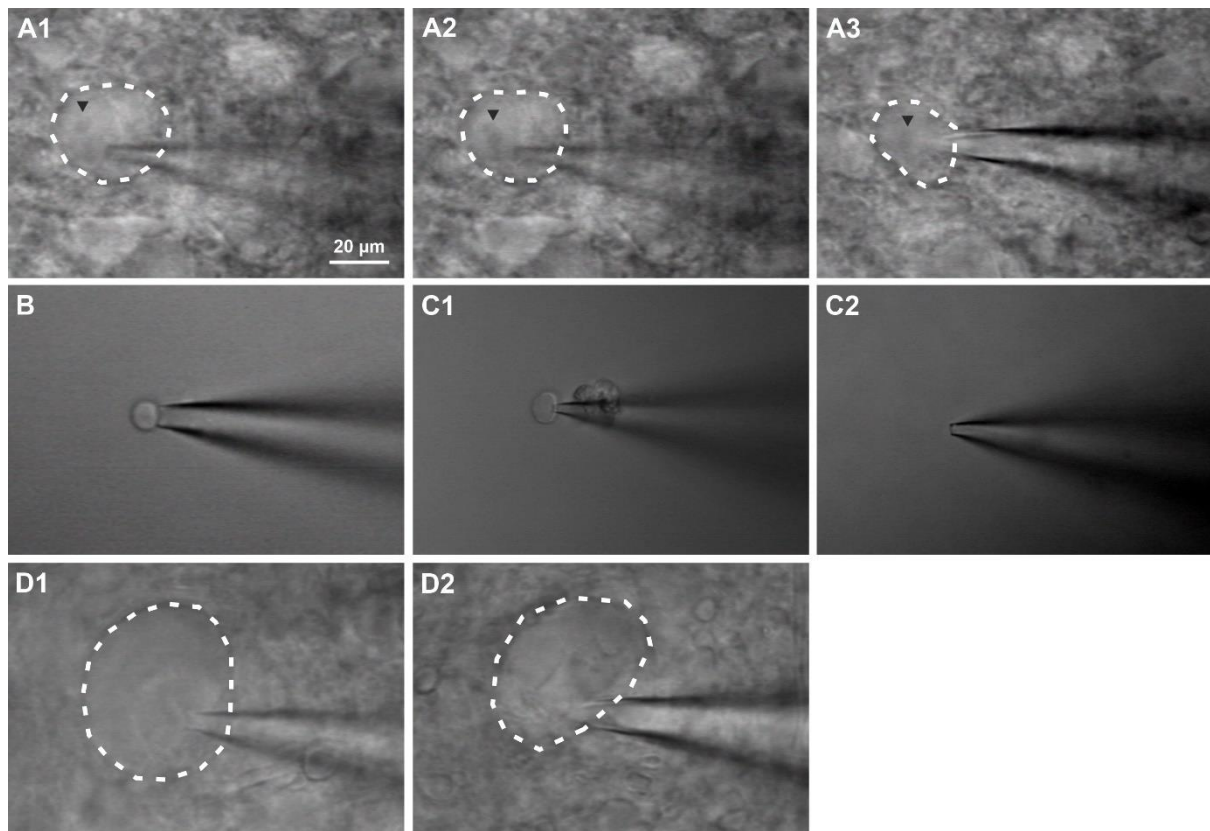

### Supplementary Figure S1

Cytoplasm harvesting, and contamination control. **(A)** After completion of electrophysiological recordings, total RNA was extracted into the patch pipette by aspirating the neuron's cytoplasm via gentle suction. Shrinkage of the soma and entering of the nucleus into the pipette were monitored visually. Dashed lines depict outline of the soma. Black arrowheads mark the nucleus moving towards the pipette opening. **(B)** Pipette after cytoplasm harvesting showing no contamination (debris). A membrane patch closes the pipette tip, thus preventing extracellular material from entering the pipette. **(C)** Pipettes with debris (**C1**) and an open tip (**C2**). **(D)** Two examples of swollen somata from recordings lasting > 15 min. Dashed lines depict outline of the soma.

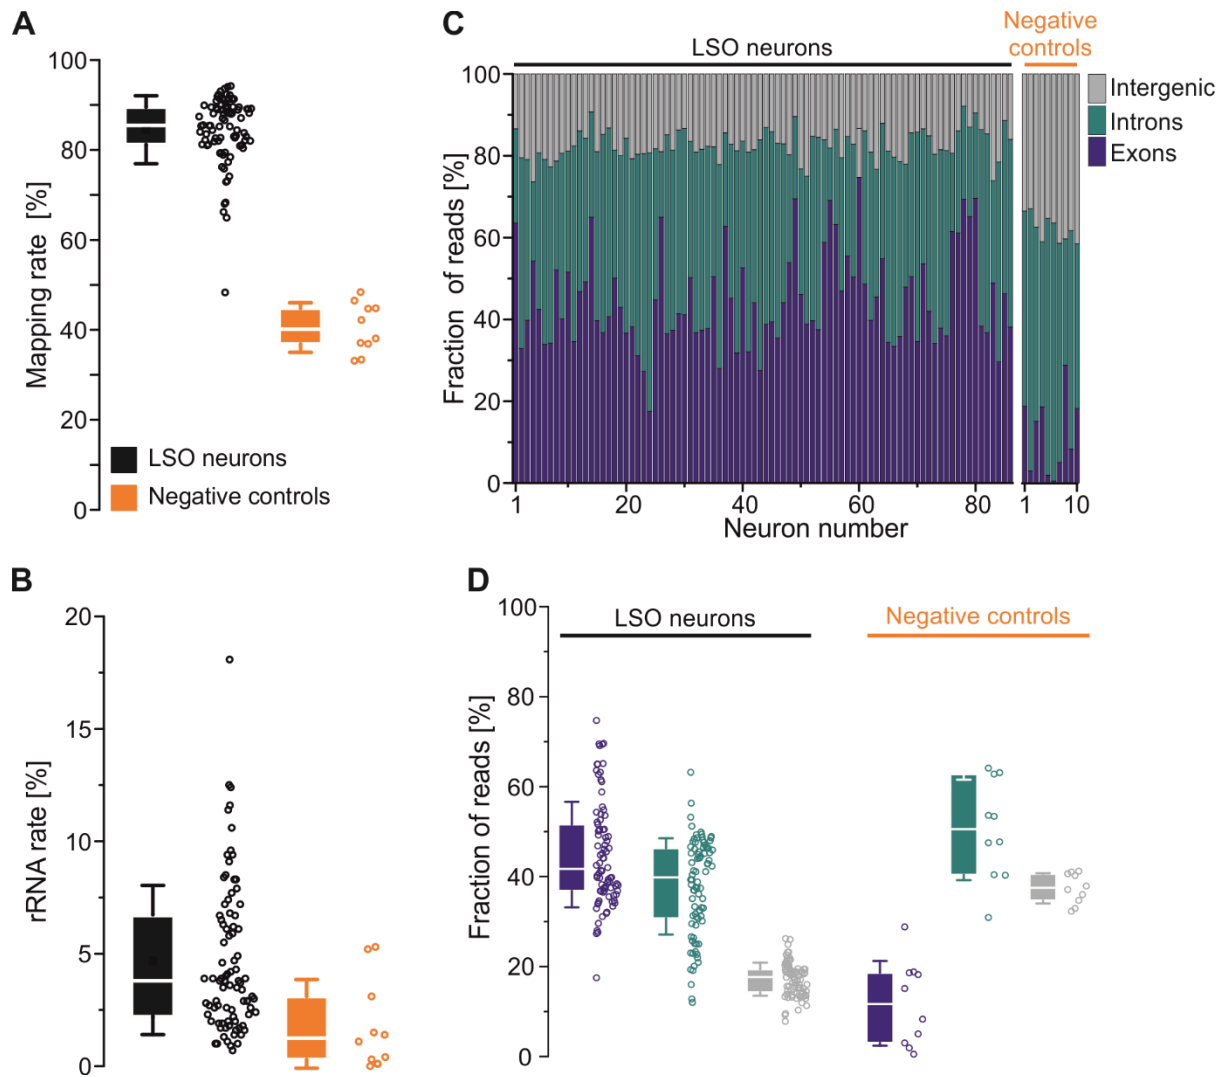

## Supplementary Figure S2

Quality analysis of patch-seq data. **(A, B)** Mapping rate **(A)** and rRNA rate **(B)** for LSO neurons passing control criteria (black) and negative control (orange). **(C, D)** Fraction of reads mapped on intergenic parts of the genome (gray), introns (green), and exons (blue) for LSO neurons and for negative controls.

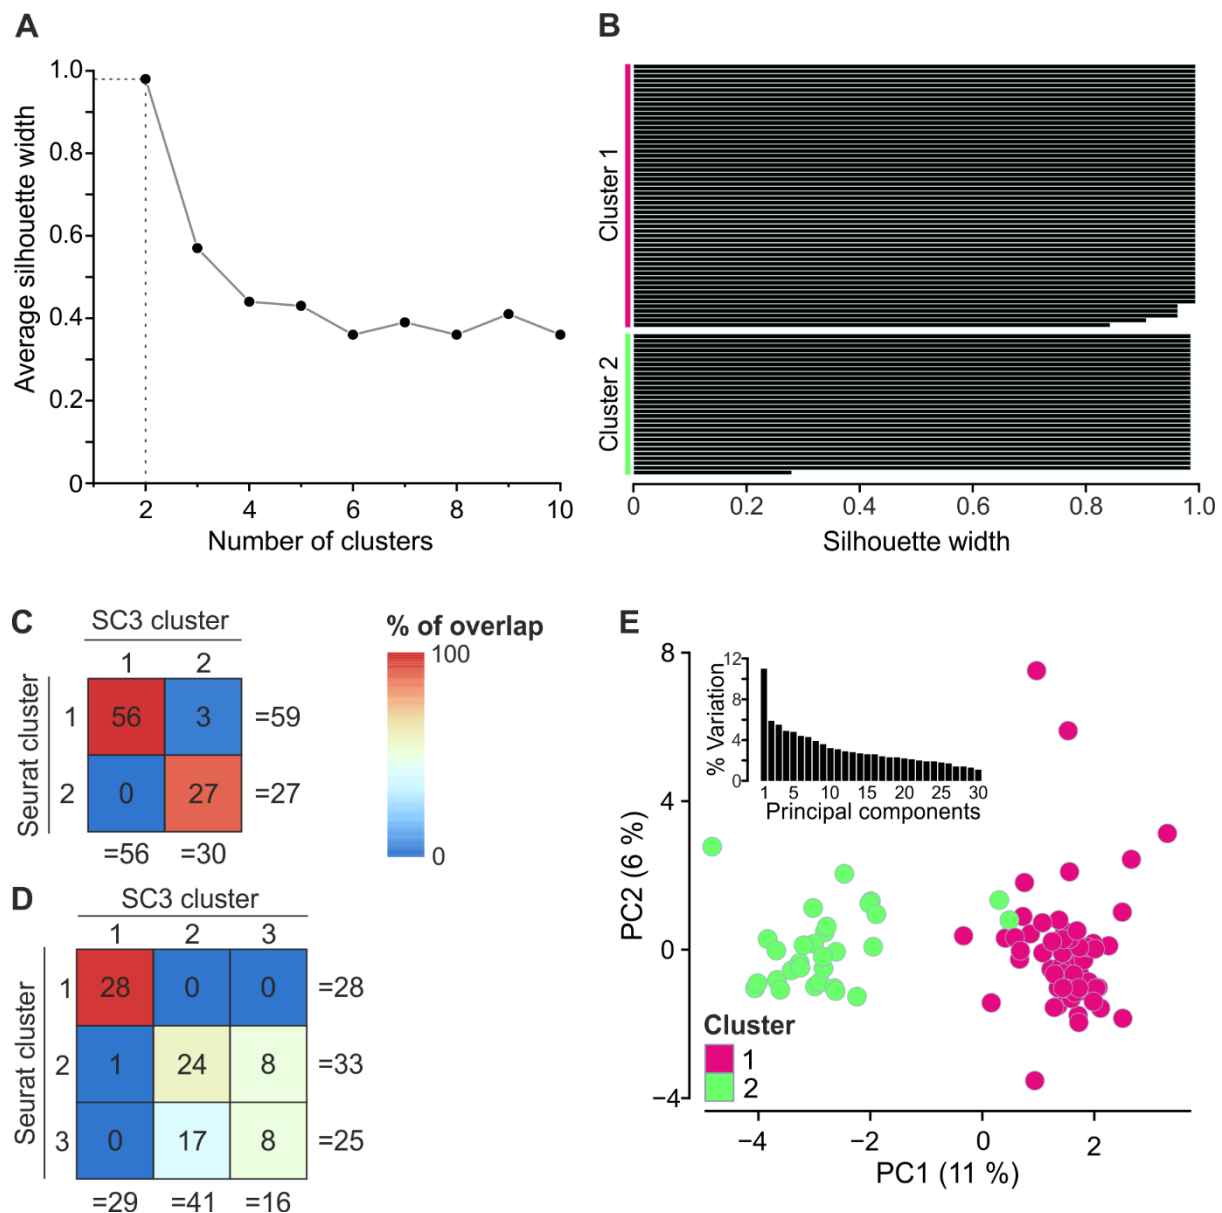

### Supplementary Figure S3

Clustering results obtained by SC3 and Seurat. **(A)** Average silhouette widths obtained by unsupervised clustering (number of clusters: 2-10). **(B)** Silhouette widths of single neurons obtained for two clusters. **(C, D)** Comparison of clustering results computed using SC3 vs Seurat for two clusters **(C)** and three clusters **(D)**. Numbers of overlapping neurons are depicted in the matrix. **(E)** Principal component analysis (PCA) based on highly variable genes (HVG). Inset: Percentage of variation explained by each PC (1-30).

### Top 20 DEGs from cluster 1

|         | #1 <i>Spp1</i> 306 TPM                                                              | #2 <i>Lpgat1</i> 228 TPM                                                            | #3 <i>Tenm2</i> 5 TPM                                                                | #4 <i>Igsf3</i> 6 TPM                                                                 |
|---------|-------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------|
| P14     | 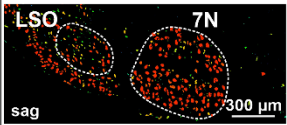   | n.a.                                                                                | n.a.                                                                                 | n.a.                                                                                  |
| P56     | 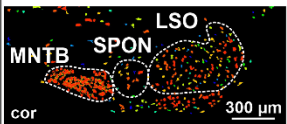   | 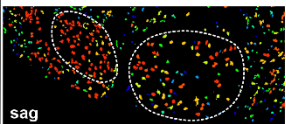   | 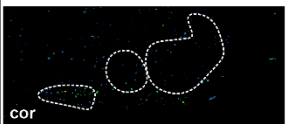   | 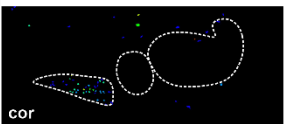   |
|         | #5 <i>Maf</i> 6 TPM                                                                 | #6 <i>Kcnh7</i> 14 TPM                                                              | #7 <i>Rorb</i> 17 TPM                                                                | #8 <i>Plk5</i> 47 TPM                                                                 |
| P14     | 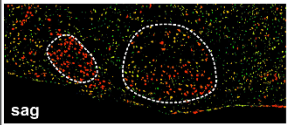   | 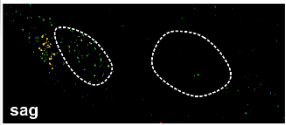   | 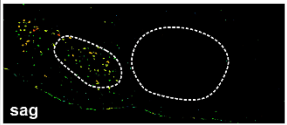   | n.a.                                                                                  |
| P28/P56 | 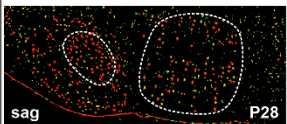   | 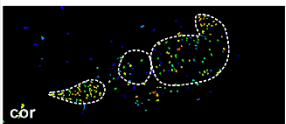   | 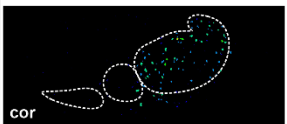   | 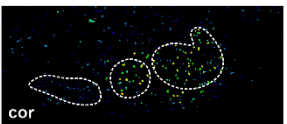   |
|         | #9 <i>Lrnf5</i> 18 TPM                                                              | #10 <i>Ryr3</i> 15 TPM                                                              | #11 <i>Cplx1</i> 53 TPM                                                              | #12 <i>Cacng5</i> 6 TPM                                                               |
| P14     | n.a.                                                                                | n.a.                                                                                | n.a.                                                                                 | 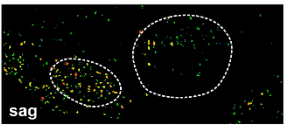  |
| P56     | 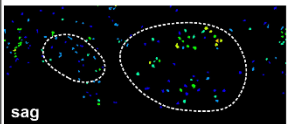 | 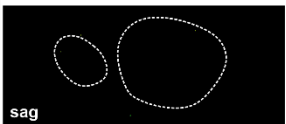 | 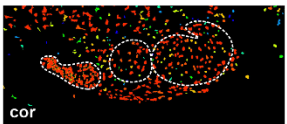 | 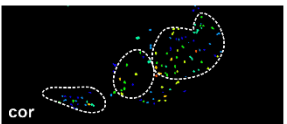 |
|         | #13 <i>Ralgapa2</i> 12 TPM                                                          | #14 <i>Tshz2</i> 4 TPM                                                              | #15 <i>Nebi</i> 13 TPM                                                               | #16 <i>Tcf4</i> 6 TPM                                                                 |
| P14     | n.a.                                                                                | n.a.                                                                                | n.a.                                                                                 | 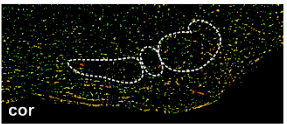 |
| P56     | 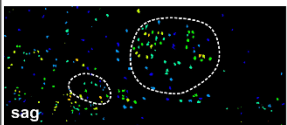 | 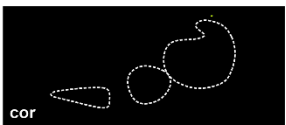 | 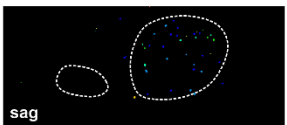 | 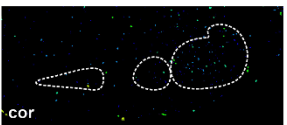 |
|         | #17 <i>Bcat1</i> 24 TPM                                                             | #18 <i>Parp8</i> 312 TPM                                                            | #19 <i>Cntn4</i> 8 TPM                                                               | #20 <i>Cck</i> 15 TPM                                                                 |
| P14     | 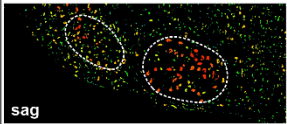 | n.a.                                                                                | n.a.                                                                                 | 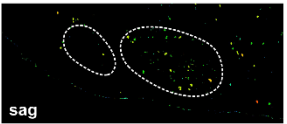 |
| P56     | 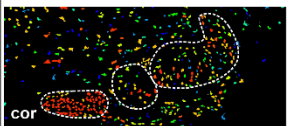 | 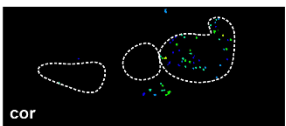 | 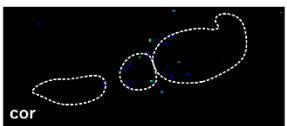 | 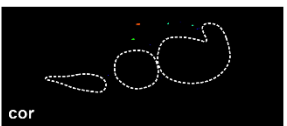 |

### Supplementary Figure S4

Expression pattern of the top 20 DEGs from cluster 1 at P14 and at P28 or P56. *In situ* hybridization images of the SOC for the top 20 DEGs in cluster 1 (modified images from

AMBA, see Supplementary Table S7 for URLs). Cells with the highest probability of gene expression are highlighted in red, those with the lowest probability in blue. The TPM values from our patch-seq analysis at P10-12 are provided in the top right corner. Images depict coronal sections or sagittal sections. Notice that 19 panels are available at P56, one at P28 (#5 *Maf*), whereas only eight panels are available at P14. Abbreviations: cor, coronal; sag, sagittal; n.a., not available.

## Top 20 DEGs from cluster 2

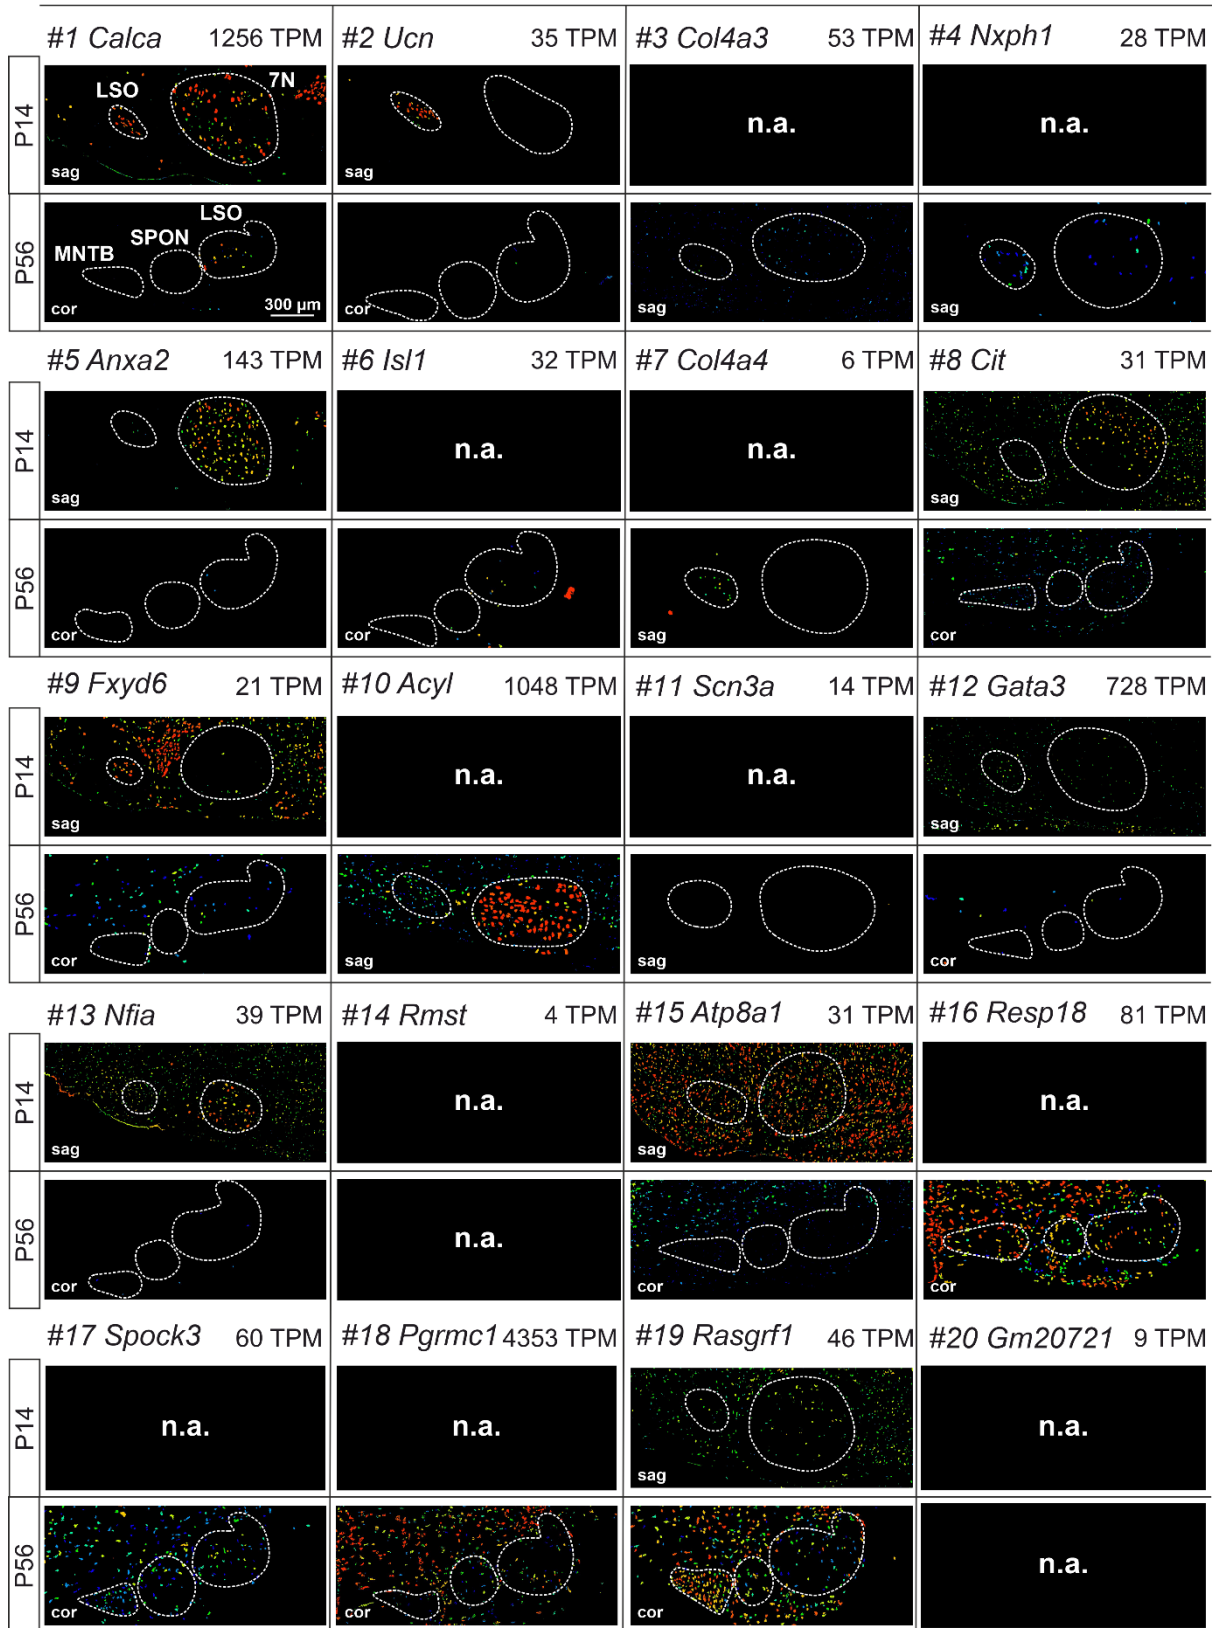

### Supplementary Figure S5

Expression pattern of the top 20 DEGs from cluster 2 at P14 and P56. *In situ* hybridization images of the SOC for the top 20 DEGs in cluster 2 (modified images from AMBA, [see](#)

Supplementary Table S7 for URLs). Cells with the highest probability of gene expression are highlighted in red, those with the lowest probability in blue. The TPM values from our patch-seq analysis at P10-12 are provided in the top right corner. Images depict coronal sections or sagittal sections. Notice that 18 panels are available at P56, whereas only nine panels are available at P14. Abbreviations: cor, coronal; sag, sagittal; n.a., not available.

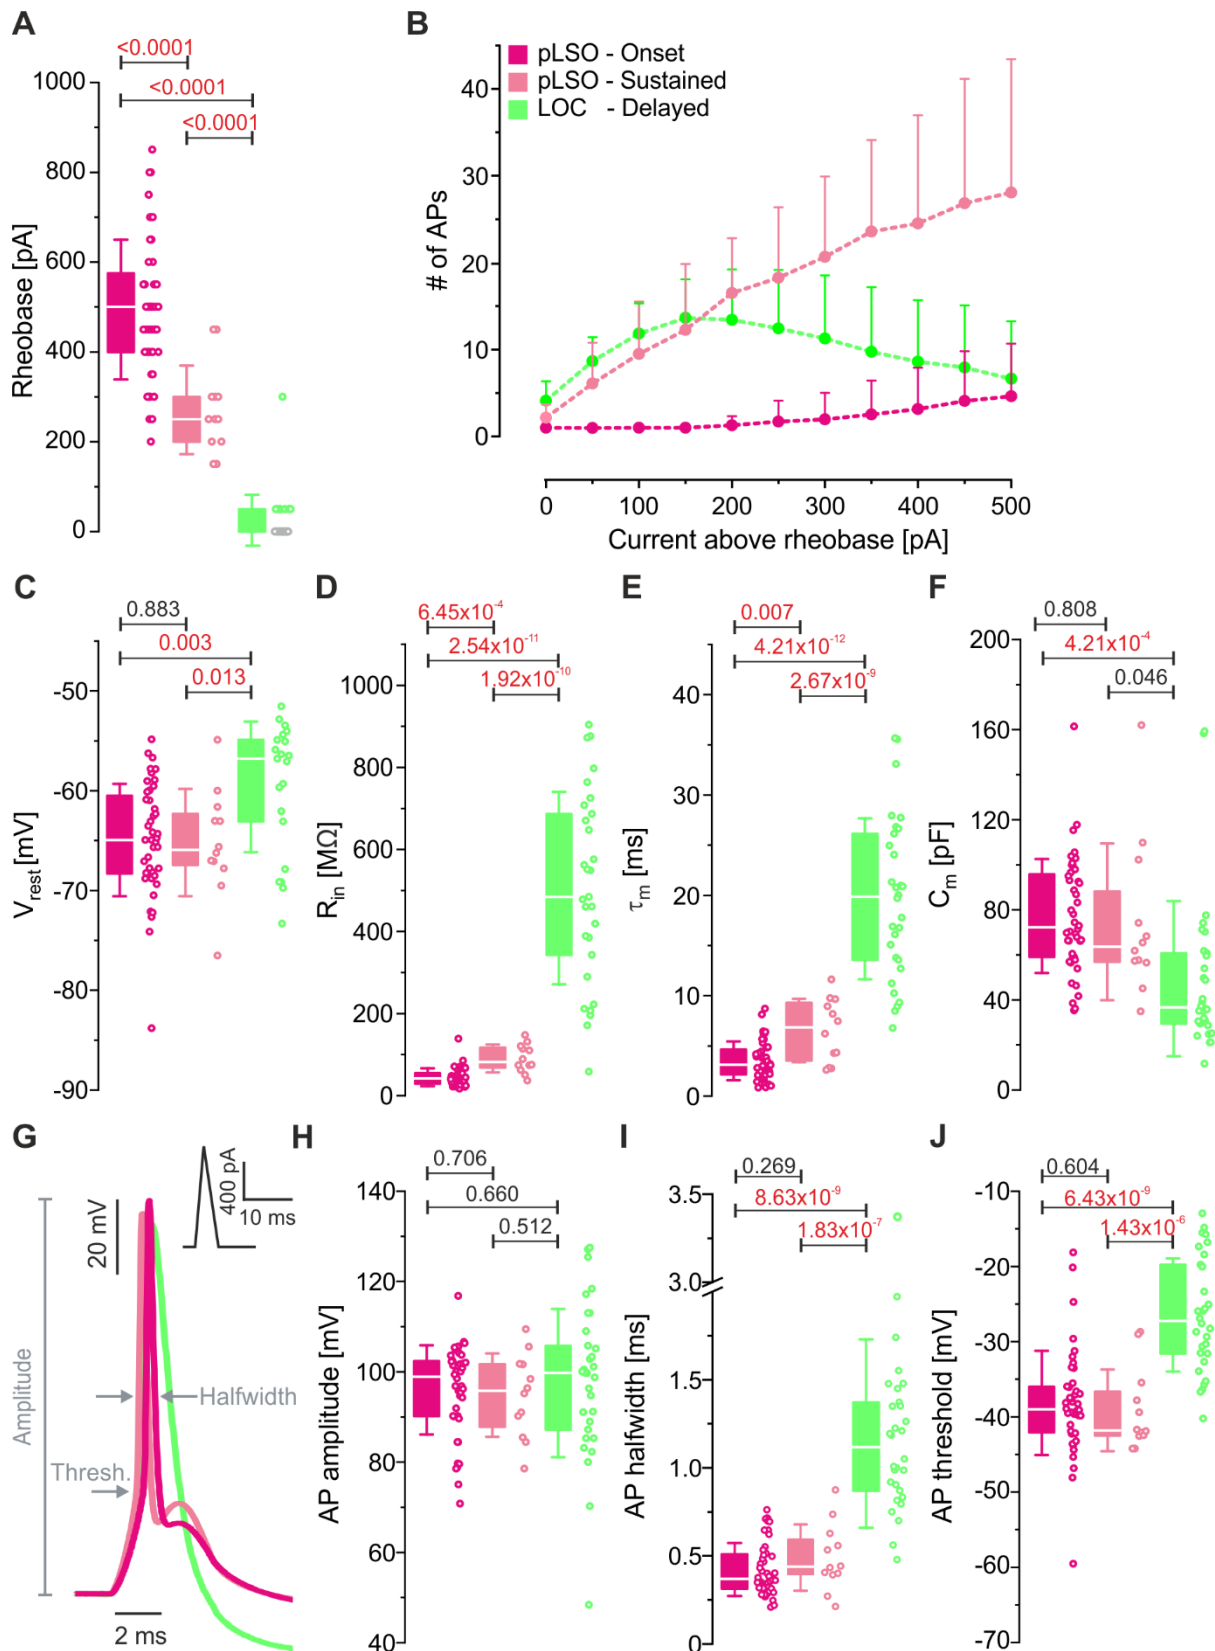

## Supplementary Figure S6

Passive and active membrane properties of LSO neurons. (A) Statistics of rheobase. Open gray dots depict spontaneously active neurons. (B) Mean number of APs as a function of the injected current amplitude above rheobase. Bars depict SD. (C-F, H-J), Statistics of  $V_{rest}$ ,  $R_{in}$ ,  $\tau_m$ ,  $C_m$ , AP amplitude, AP halfwidth, and AP threshold. Open dots depict single neurons. Numbers

57 above bars represent p-values (in red when significant). **(G)** Representative APs, and relative  
58 evaluated parameters, of a pLSO - Onset (magenta), pLSO - Sustained (pink), and LOC -  
59 Delayed neuron (green), elicited via a triangular current pulse (inset, 5-ms, 1-nA). See also  
60 Supplementary Table S5.  
61

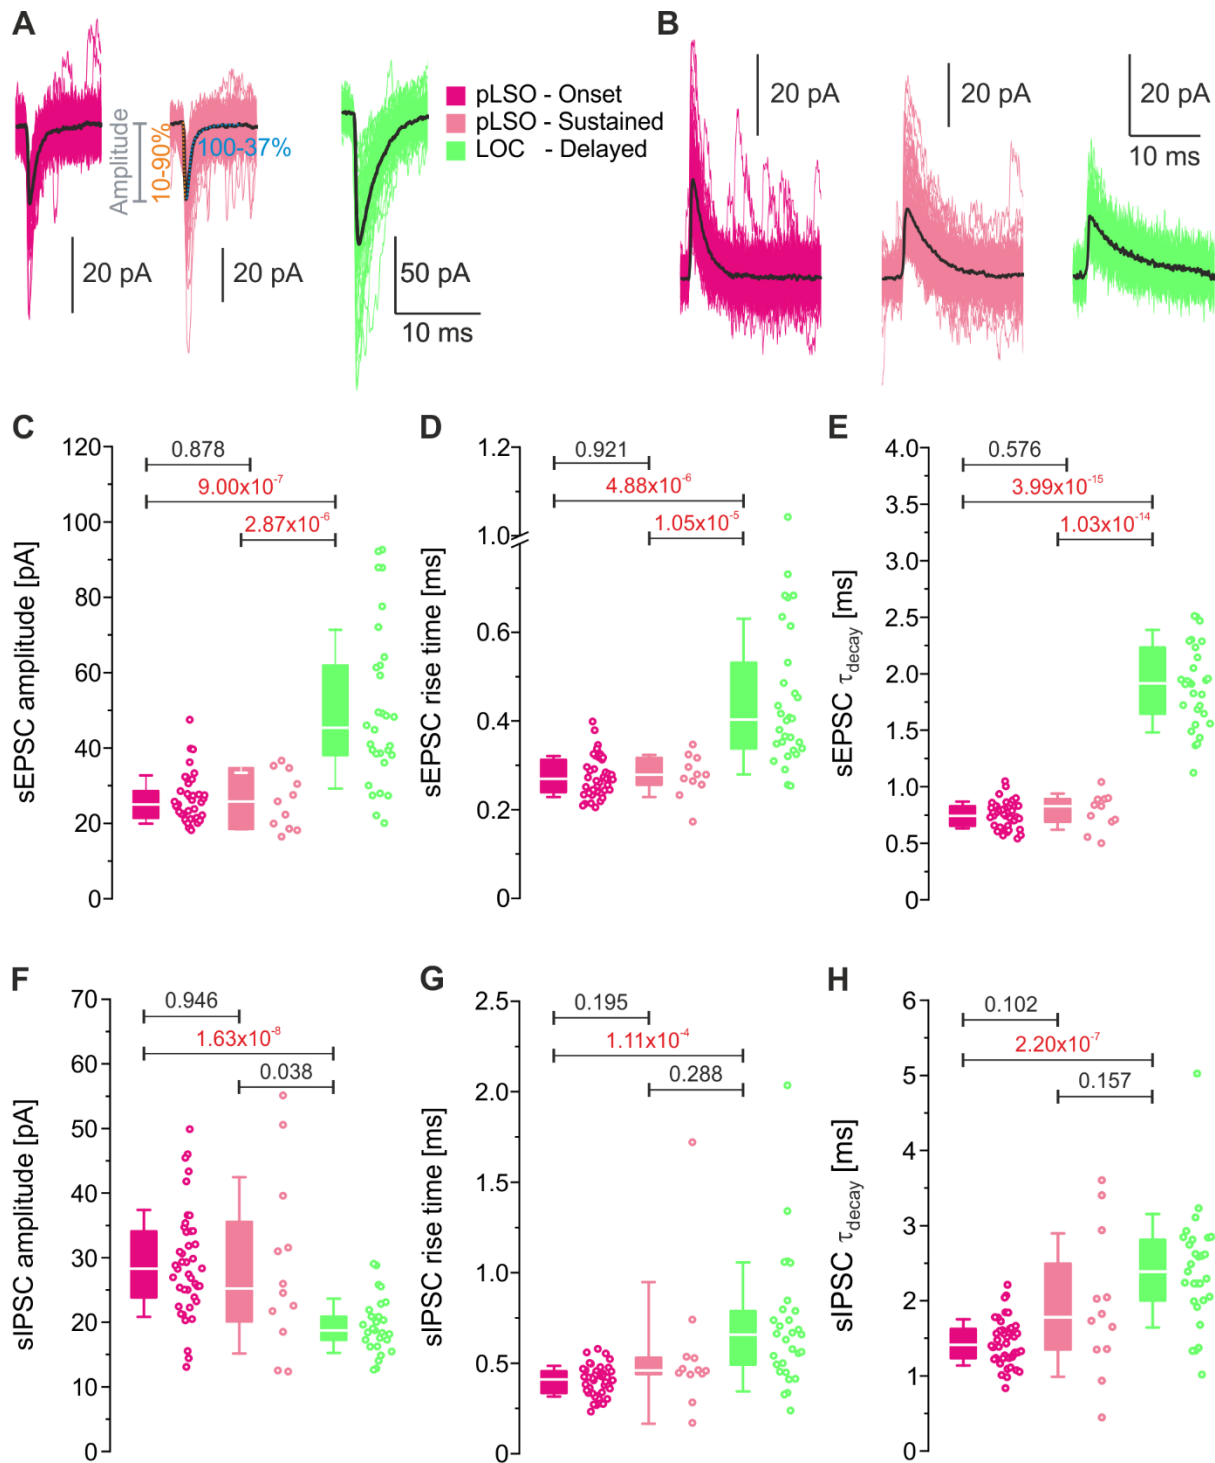

### Supplementary Figure S7

Inhibitory and excitatory postsynaptic currents of LSO neurons. **(A, B)** Representative sEPSCs **(A)** and sIPSCs **(B)** of an pLSO - Onset (magenta), pLSO - Sustained (pink), and LOC - Delayed neuron (green). Colored traces are overlays of 100 sEPSCs or sIPSCs and black traces represent the graphical mean. sPSCs evaluated parameters are also shown. **(C-E)** Amplitude **(C)**, rise time **(D)**, and decay time constant ( $\tau_{\text{decay}}$ , **E**) of sEPSCs. **(F-H)** Amplitude **(F)**, rise time **(G)** and  $\tau_{\text{decay}}$  **(H)** of sIPSCs. Open dots depict single neurons. Numbers above bars represent p-values (in red when significant). See also Supplementary Table S5.

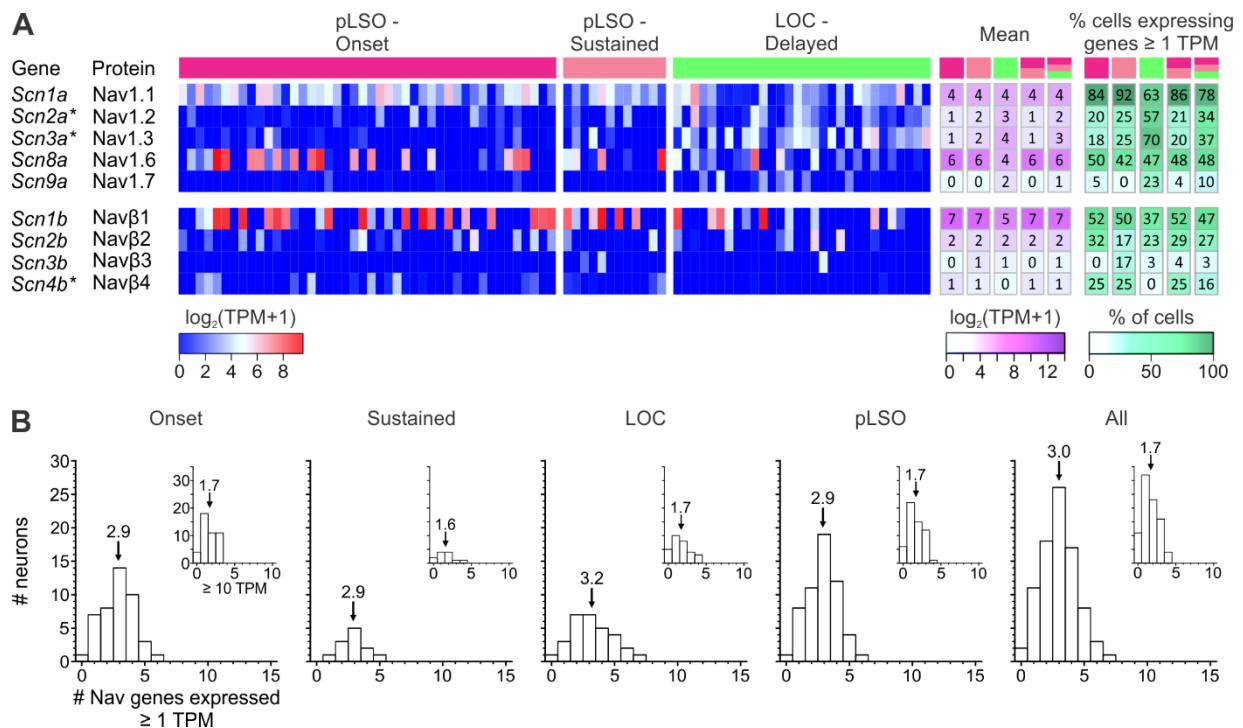

## Supplementary Figure S8

Expression of genes encoding voltage gated sodium (Nav)  $\alpha$  subunits and regulatory subunits (n = 5, 4). (A) Heat maps show expression levels [log<sub>2</sub>(TPM+1)] for single neurons (three cohorts). To the right, the mean and the percentage of cells expressing a given gene are depicted for five cohorts (pLSO - Onset, pLSO - Sustained, LOC - Delayed, pLSO, all neurons; n = 44, 12, 30, 56, 86). DEGs are marked with asterisks. (B) Frequency histograms showing distribution of gene expression for five cohorts (criteria:  $\geq 1$  TPM;  $\geq 10$  TPM for insets). Mean values are marked by arrows. See also Supplementary Table S6.

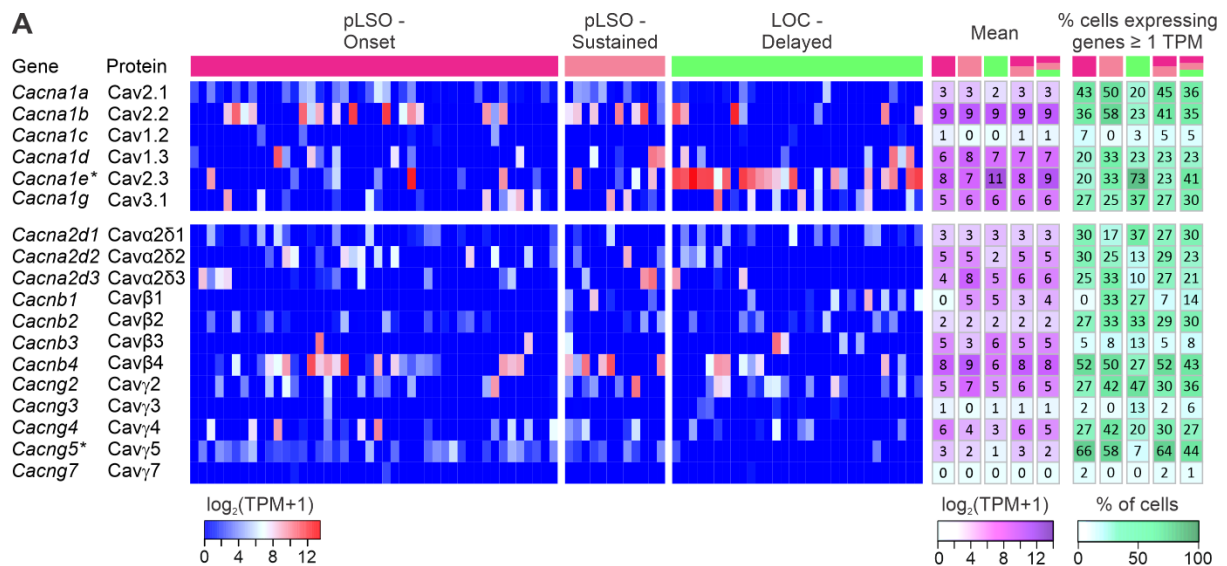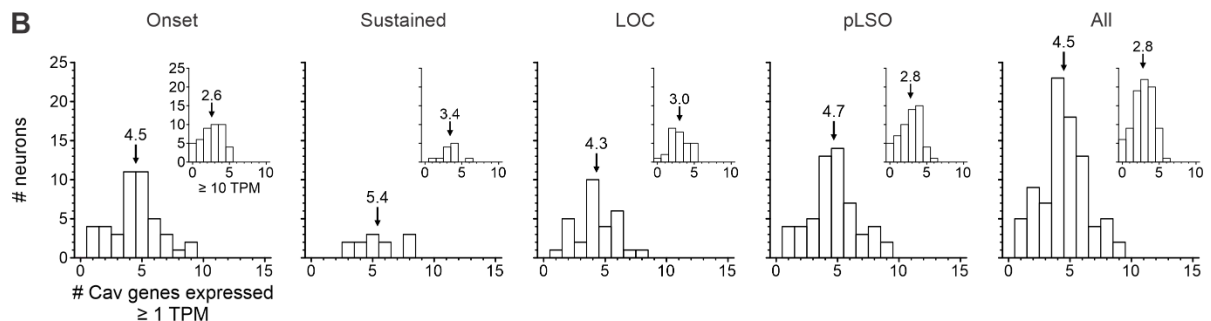

### Supplementary Figure S9

Expression of genes encoding voltage-gated calcium (Cav)  $\alpha$  subunits and regulatory subunits (n = 6, 12). **(A)** Heat maps show expression levels [ $\log_2(\text{TPM}+1)$ ] for single neurons (three cohorts). To the right, the mean and the percentage of cells expressing a given gene are depicted for five cohorts (pLSO - Onset, pLSO - Sustained, LOC - Delayed, pLSO, all neurons; n = 44, 12, 30, 56, 86). DEGs are marked with asterisks. **(B)** Frequency histograms showing distribution of gene expression for five cohorts (criteria:  $\geq 1$  TPM;  $\geq 10$  TPM for insets). Mean values are marked by arrows. See also Supplementary Table S6.

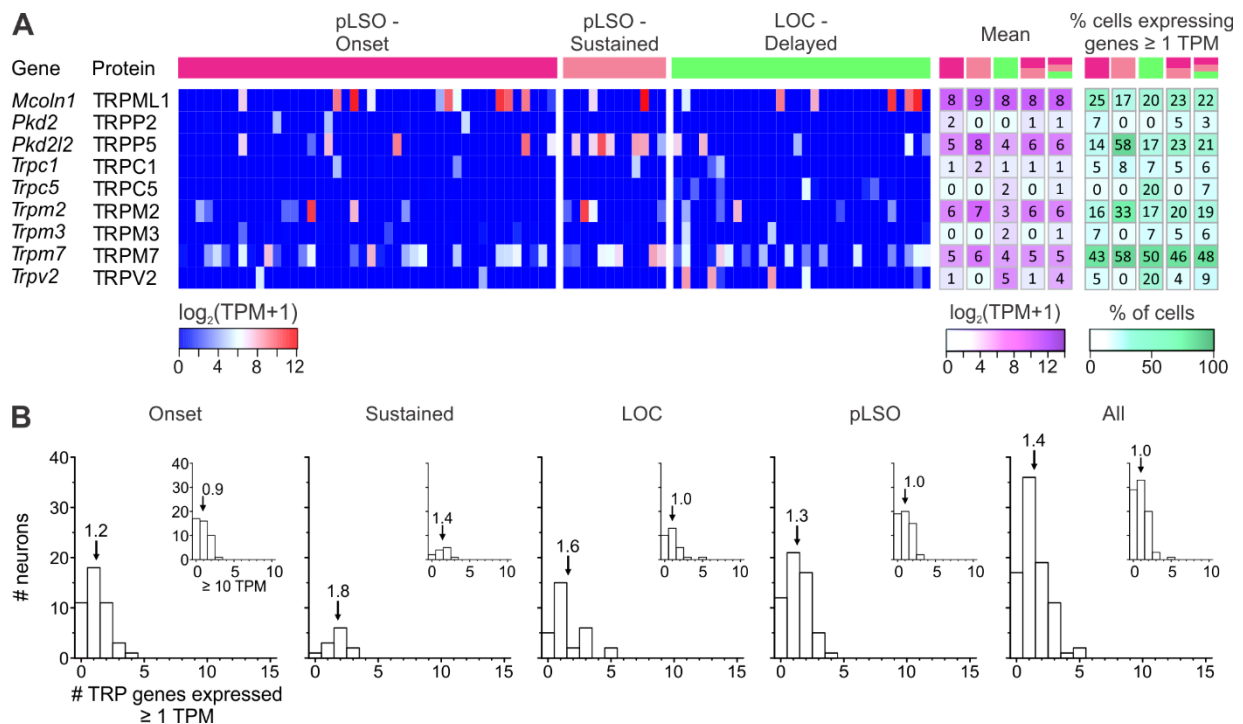

### Supplementary Figure S10

Expression of genes encoding transient receptor potential (TRP) channels ( $n = 9$ ). **(A)** Heat maps show expression levels [ $\log_2(\text{TPM}+1)$ ] for single neurons (three cohorts). To the right, the mean and the percentage of cells expressing a given gene are depicted for five cohorts (pLSO - Onset, pLSO - Sustained, LOC - Delayed, pLSO, all neurons;  $n = 44, 12, 30, 56, 86$ ). **(B)** Frequency histograms showing distribution of gene expression for five cohorts (criteria:  $\geq 1$  TPM;  $\geq 10$  TPM for insets). Mean values are marked by arrows. See also Supplementary Table S6.

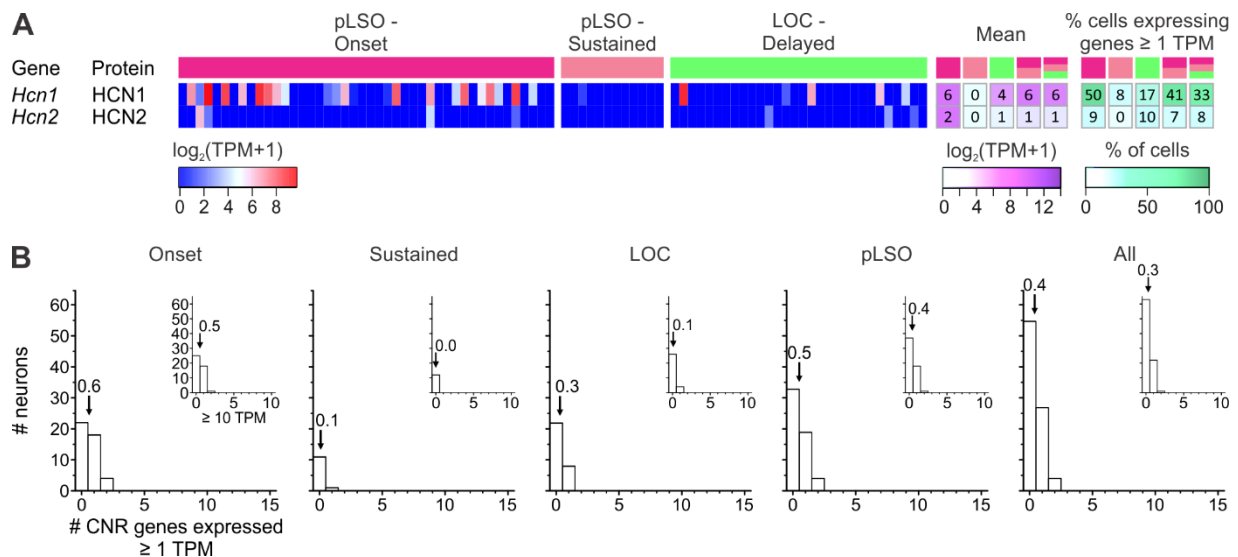

### Supplementary Figure S11

Expression of genes encoding hyperpolarization-activated cyclic nucleotide-gated (HCN) channels ( $n = 2$ ). **(A)** Heat maps show expression levels [ $\log_2(\text{TPM}+1)$ ] for single neurons (three cohorts). To the right, the mean and the percentage of cells expressing a given gene are depicted for five cohorts (pLSO - Onset, pLSO - Sustained, LOC - Delayed, pLSO, all neurons;  $n = 44, 12, 30, 56, 86$ ). **(B)** Frequency histograms showing distribution of gene expression of five cohorts (criteria:  $\geq 1$  TPM;  $\geq 10$  TPM for insets). Mean values are marked by arrows. See also Supplementary Table S6.

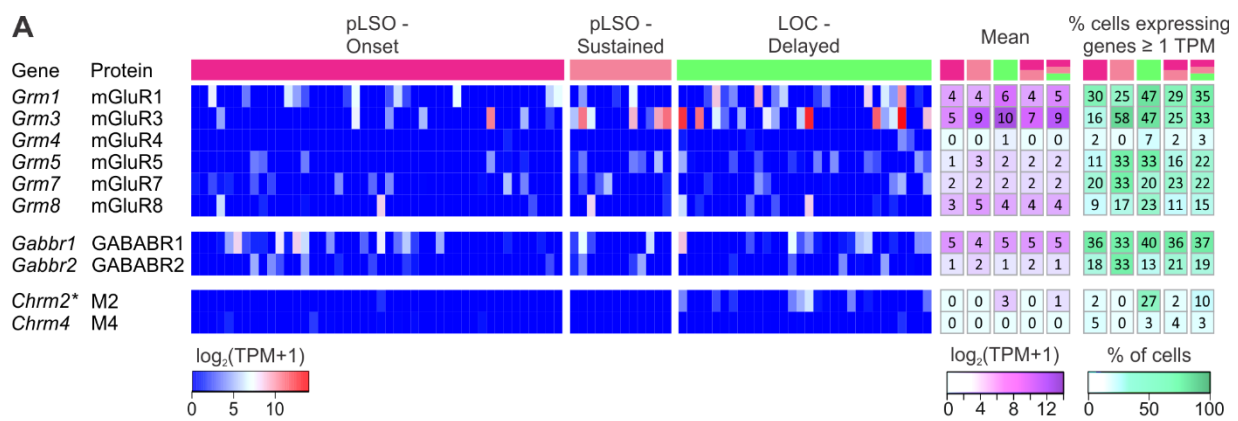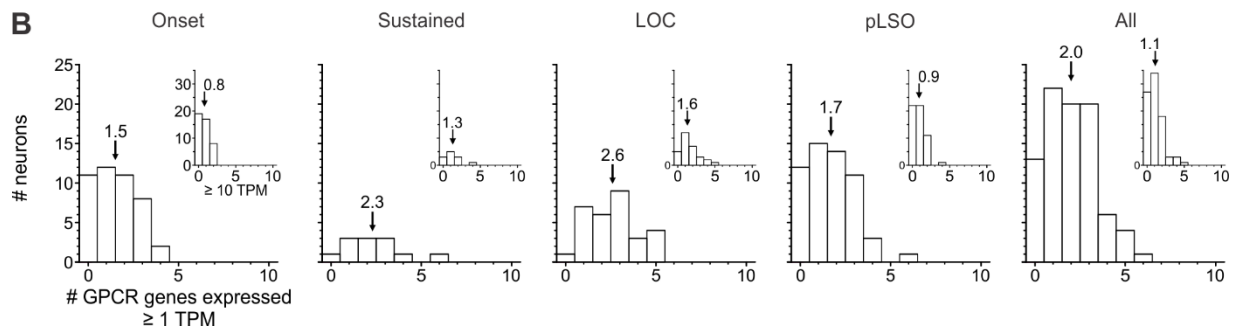

### Supplementary Figure S12

Expression of genes encoding G protein-coupled receptors ( $n = 10$ ). **(A)** Heat maps show expression levels [ $\log_2(\text{TPM}+1)$ ] for single neurons (three cohorts). To the right, the mean and the percentage of cells expressing a given gene are depicted for five cohorts (pLSO - Onset, pLSO - Sustained, LOC - Delayed, pLSO, all neurons;  $n = 44, 12, 30, 56, 86$ ). DEGs are marked with asterisks. **(B)** Frequency histograms showing distribution of gene expression of five cohorts (criteria:  $\geq 1$  TPM;  $\geq 10$  TPM for insets). Mean values are marked by arrows. See also Supplementary Table S6.

# Supplementary material for: Molecular and functional profiling of cell diversity and identity in the lateral superior olive, an auditory brainstem center with ascending and descending projections
**Source:** Front Cell Neurosci. 2024 May 23;18:1354520. doi: 10.3389/fncel.2024.1354520
**Supplement:** Supplementary file 9

## Supplementary Results

### Search for molecular signatures in each cluster

We analyzed the DEGs between pLSOs and LOCs (Figure 4 A, Supplementary Table S3) and identified top DEGs by their AUROC values. In Figure 4 B, the expression of the top 40 DEGs, 20 in each cluster, is visualized in heatmaps (56 neurons in cluster 1, 30 in cluster 2). We provide background information for DEGs#1 -6 of both clusters in the main text file and in the following for DEGs#7 – 20.

#### Cluster 1

##### #7 – *Rorb*: RAR-related orphan receptor beta

*Rorb* (DEG#7) encodes the transcription factor RAR-related orphan receptor beta, aka ROR $\beta$  (RAR = retinoic acid related). It is a layer-specific marker gene for neocortical layer four (Fernández de Sevilla et al., 2021; Yao et al., 2021) where its expression product is detected in a subtype of glutamatergic excitatory neurons (Hu et al., 2017). 

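Rorb (ENSMUSG00000036192) lies on chromosome 19 of GRCm38 from 18930605 to 19111196 and stands at row 10299 of the table. Rorb had a mean of 18.4 TPM in pLSOs, and it was listed at 0 in all LOCs. Transcripts of Rorb were detected in 73.1% of pLSOs (38 of 52, 95% interval 59.0 to 84.4%), in 0 of 28 LOCs (a share of up to 10.7%) and in 2 of 8 negative controls. Rorb differed by 2.82 in mean log2(TPM + 1) (pLSO minus LOC).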

ROR $\beta$  is joined by the isoforms ROR $\alpha$  and ROR $\gamma$ . In the fetal mouse cochlea, *Rorb* expression exhibits an intriguing apical-to-basal gradient (Li et al., 2020), implying that it may be involved in the establishment of cochleotopy (= tonotopy). In the central auditory system, *Rorb* expression has been reported in the dorsal cochlear nucleus, the inferior colliculus, the medial geniculate body, and the auditory cortex (Liu et al., 2017). Interestingly, AMBA shows [intermediate to high expression at P14](#) and low to intermediate expression levels for *Rorb* mRNA in the LSO [at P56](#) (Supplementary Figure S4).

##### #8 – *Plk5*: polo-like kinase 5

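Plk5 (ENSMUSG00000035486) lies on chromosome 10 of GRCm38 from 80356459 to 80365489 and stands at row 10077 of the table. Plk5 was detected in 75% of pLSOs (39 of 52, 95% interval 61.1 to 86.0%) and in 3.57% of LOCs (1 of 28, 95% interval 0.0904 to 18.3%), with 2 of 8 negative controls beside them. Mean Plk5 values were 49.8 TPM and 0.536 TPM (0 TPM without the neuron of highest value), respectively. For Plk5, the difference of mean log2(TPM + 1), pLSO minus LOC, was 3.82.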

*Plk5* (DEG#8) represents one of five members in the mammalian *Plk* family. It encodes the polo-like kinase 5. *Plk5* is mainly expressed in differentiated tissues. Immunoreactivity is high in certain CNS regions, mainly in the cytoplasm of cortical neurons and cerebellar granular cells (de Carcer et al., 2011b). *Plk5* is a marker gene for type II spiral ganglion neurons (Petitpré et al., 2018; Shrestha et al., 2018). As to date, there are no published results on central auditory neurons. Although the PLK5 protein shows no catalytic kinase activity, in contrast to the other *Plk* members, it retains important functions (de Carcer et al., 2011a). In neurons, these functions comprise non-proliferative effects and involve modulation of neurite formation or maintenance of neurites. AMBA shows mainly intermediate expression levels [at P56](#), with few cells showing a low signal intensity in the LSO (Supplementary Figure S4, [no AMBA data available for P14](#)).

##### #9 – *Lrfn5*: synaptic adhesion-like molecule 5

*Lrfn5* (DEG#9) encodes leucine rich repeat and fibronectin type III domain containing 5, also known as synaptic adhesion-like molecule 5 (SALM5). 

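In pLSOs, Lrfn5 (ENSMUSG00000035653) had a mean of 18.8 TPM and in LOCs of 3 TPM (0.444 TPM without the neuron of highest value). The Lrfn5 shares were 76.9% of pLSOs (40 of 52, 95% interval 63.2 to 87.5%) and 7.14% of LOCs (2 of 28, 95% interval 0.877 to 23.5%), against 2 of 8 negative controls. Lrfn5 lies on chromosome 12 of GRCm38 from 61523150 to 61858342 and stands at row 10133 of the table. Lrfn5 differed by 2.55 in mean log2(TPM + 1) (pLSO minus LOC).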

The SALM family contains five homologous molecules, all of them adhesion molecules that are expressed largely in the CNS (Liu, 2019). The SALM5 protein displays homophilic and trans-cellular adhesion (Seabold et al., 2008). It is a postsynaptic organizer and thus regulates synaptic transmission, particularly via AMPA receptors (Choi et al., 2016). The authors mention that it also regulates inhibitory synaptic transmission. AMBA shows mostly low *Lrfn5* expression in the LSO [at P56](#) (Supplementary Figure S4, [no AMBA data available for P14](#)).

##### #10 – *Ryr3*: ryanodine receptor type 3

*Ryr3* (DEG#10) encodes ryanodine receptor type 3 (RyR3). 

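Among neurons, Ryr3 (ENSMUSG00000057378) was detected in 67.3% of pLSOs (35 of 52, 95% interval 52.9 to 79.7%) and in 14.3% of LOCs (4 of 28, 95% interval 4.03 to 32.7%), and among negative controls in 2 of 8. The mean of Ryr3 was 12.4 TPM in pLSOs and 4.21 TPM (2.19 TPM without the neuron of highest value) in LOCs. Ryr3 lies on chromosome 2 of GRCm38 from 112631355 to 113217096 and stands at row 16522 of the table. For Ryr3, the mean TPM was 2.94-fold higher in pLSOs, and the difference of mean log2(TPM + 1), pLSO minus LOC, was 1.84.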

RyRs are intracellular Ca<sup>2+</sup> channels which mediate Ca<sup>2+</sup>-induced Ca<sup>2+</sup> release from internal stores. The RyR3 protein is abundant in specific brain regions, such as hippocampus, corpus striatum, and diencephalon (Murayama and Ogawa, 1996). In the hippocampus, it contributes to long-term potentiation,

dendritic spine formation, and spatial memory (Adasme et al., 2011). Interestingly, outer hair cells feature RyR1 in a pattern like cardiac myocytes do, prompting the idea that  $\text{Ca}^{2+}$  influx plays a similar role in regulating their contractability (Grant et al., 2006). It has been suggested that the  $\text{Ca}^{2+}$  effects mediated via RyR1 activate  $\text{K}^{+}$  channels, thereby inhibiting the hair cells (Lioudyno et al., 2004). To our knowledge, *Ryr3* expression in auditory brainstem neurons has not been described thus far. AMBA shows no expression in the LSO at P56 (Supplementary Figure S4, no AMBA data available for P14).

#### #11 – *Cplx1*: complexin 1

*Cplx1* (DEG#11) codes for the protein complexin 1 (Cplx1). 

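Cplx1 (ENSMUSG00000033615) lies on chromosome 5 of GRCm38 from 108518554 to 108550024 and stands at row 9418 of the table. Cplx1 had a mean of 53.4 TPM in pLSOs and 7.93 TPM in LOCs. Transcripts of Cplx1 were detected in 90.4% of pLSOs (47 of 52, 95% interval 79.0 to 96.8%), in 60.7% of LOCs (17 of 28, 95% interval 40.6 to 78.5%) and in 4 of 8 negative controls. Of Cplx1, the mean TPM was 6.74-fold higher in pLSOs (a difference of mean log2(TPM + 1) of 2.85, pLSO minus LOC).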

There are four paralogues (Cplx1-4) that cooperate with SNARE complexes at a post-priming step in synaptic vesicle fusion. Their loss causes profound deficits in the release probability (Brose, 2008; Chang et al., 2015). At endbulb of Held synapses between the auditory nerve fibers and CN neurons, it is required for high-fidelity transmission (Strenzke et al., 2009). At calyx of Held synapses, Cplx1 stabilizes newly primed vesicles and prevents their premature fusion. Cplx1-deficient calyces display excessive asynchronous release upon stimulation, thus triggering aberrant action potentials (Chang et al., 2015). Thus far, nothing was known for *Cplx1* expression in the LSO. AMBA shows high expression levels throughout the LSO at P56 (Supplementary Figure S4, no AMBA data available for P14).

#### #12 – *Cacng5*: transmembrane AMPAR regulatory protein Gamma-5

*Cacng5* (DEG#12) encodes the regulatory  $\gamma 5$  subunit of Cav channels, which is also known as TARP $\gamma 5$  (transmembrane AMPAR regulatory protein Gamma-5). TARP $\gamma 5$  effects differ considerably from those of the canonical TARPs, as TARP $\gamma 5$  augments glutamatergic currents only at AMPA receptors that contain the R-edited form of GluA2 subunits (Kato et al., 2008). It is therefore defined as a type II TARP. TARP $\gamma 5$  increases the rate of GluA2 deactivation and desensitization and decreases glutamate potency. Interestingly, pLSOs of early postnatal mice have  $\text{Ca}^{2+}$ -impermeable AMPA receptors (Ene et al., 2003; Case et al., 2011) which thus contain most likely GluA2 subunits (Hollmann et al., 1991; Verdoorn et al., 1991). In accordance with the physiological results, immunohistochemical studies have detected GluA2 in the LSO of neonatal rats (Caicedo and Eybalin, 1999). AMBA shows intermediate to high expression at P14 and low to intermediate levels of *Cacng5* expression in the LSO at P56 (Supplementary Figure S4). Collectively, these results provide some evidence for the association of cluster 1 with pLSOs.

#### #13 – *Ralgapa2*: Ral GTPase activating protein catalytic subunit $\alpha 2$

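Ralgapa2 (ENSMUSG00000037110) lies on chromosome 2 of GRCm38 from 146239879 to 146512344 and stands at row 10620 of the table. Ralgapa2 was detected in 65.4% of pLSOs (34 of 52, 95% interval 50.9 to 78.0%) and in 17.9% of LOCs (5 of 28, 95% interval 6.06 to 36.9%), with 1 of 8 negative controls beside them. Mean Ralgapa2 values were 12.3 TPM and 0.643 TPM (0.185 TPM without the neuron of highest value), respectively. For Ralgapa2, the mean TPM was 19.1-fold higher in pLSOs, and the difference of mean log2(TPM + 1), pLSO minus LOC, was 1.91.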

*Ralgapa2* (DEG#13) encodes for the catalytic subunit  $\alpha 2$  of the Ral GTPase activating protein. Ral proteins are small GTPases. Their activity is downregulated by GTPase-activating protein for which we have only little information. RALGAPA2 is a negative regulator of glucose transporter type 4 translocation and thus involved in glucose uptake, the first step of glycolysis. There is no knowledge in the literature about Ralgapa2 in auditory neurons and the brain in general. AMBA shows low to intermediate gene expression in the LSO at P56 (Supplementary Figure S4, no AMBA data available for P14).

#### #14 – *Tshz2*: teashirt 2

*Tshz2* (DEG#14) encodes for a zinc-finger homeobox transcription factor named teashirt 2 (TSHZ2). Such zinc-finger proteins can act as transcriptional repressors. 

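In pLSOs, Tshz2 (ENSMUSG00000047907) had a mean of 4.56 TPM and in LOCs of 0.286 TPM (0.185 TPM without the neuron of highest value). The Tshz2 shares were 69.2% of pLSOs (36 of 52, 95% interval 54.9 to 81.3%) and 14.3% of LOCs (4 of 28, 95% interval 4.03 to 32.7%), against 0 of 8 negative controls. Tshz2 lies on chromosome 2 of GRCm38 from 169633013 to 170071816 and stands at row 14199 of the table. Of Tshz2, the mean TPM was 16.0-fold higher in pLSOs (a difference of mean log2(TPM + 1) of 1.53, pLSO minus LOC).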

Knowledge on *Tshz2* in conjunction with neurons is very sparse. It is differentially and highly expressed in spiral ganglion neurons of the subtype Ia (Petitpré et al., 2018) and a marker gene for layer five and six neocortical cells (Tasic et al., 2018). It was recently speculated that *Tshz* may be a master regulator establishing a medial/lateral gradient during cortical development (Yao et al., 2021).

As to date, nothing is known about TSHZ2 in the brainstem. This contrasts with the isoform *Tshz3*, whose gene product controls the development of the brainstem circuitry required for breathing. AMBA shows virtually no *in situ* signal in the LSO at P56 (Supplementary Figure S4, [no AMBA data available for P14](#)).

#### #15 – *Nebl*: nebullette

*Nebl* (DEG#15) has two major isoforms differing in their N-terminals. 

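Among neurons, Nebl (ENSMUSG00000053702) was detected in 75% of pLSOs (39 of 52, 95% interval 61.1 to 86.0%) and in 25% of LOCs (7 of 28, 95% interval 10.7 to 44.9%), and among negative controls in 1 of 8. The mean of Nebl was 13.9 TPM in pLSOs and 1.86 TPM (0.926 TPM without the neuron of highest value) in LOCs. Nebl lies on chromosome 2 of GRCm38 from 17343909 to 17731464 and stands at row 15683 of the table. For Nebl, the mean TPM was 7.50-fold higher in pLSOs, and the difference of mean log2(TPM + 1), pLSO minus LOC, was 2.08.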

The longer isoform codes for the protein Nebulette, the longer one for the protein Lasp2 (LIM and SH3 protein 2; (Rodriguez et al., 2020). Nebulette appears to be exclusive to the heart, and the protein is functionally related to the larger homologous protein Nebulin, the second-largest protein in myofibers. It is associated with the Z-disks and thought to regulate the stabilization and function of actin filaments (Littlefield and Fowler, 2008). Nebulette acts in synergy with Nebulin to fine-tune muscle relaxation-contraction cycles (Hernandez et al., 2016). Contrary to our knowledge about Nebulette in muscle tissue, very little is known about its presence and function in the nervous system. A link of *Nebl* with Parkinson disease has been established (Licker et al., 2014). The *Lasp-2* gene is highly expressed in the chicken brain (Terasaki et al., 2004). Data from rat hippocampi demonstrate its involvement in synapse formation and the long-term maintenance of dendrites and dendritic spines (Myers et al., 2020). AMBA shows no *Nebl* expression in the LSO at P56 (Supplementary Figure S4, [no AMBA data available for P14](#)).

#### #16 – *Tcf4*: transcription factor 4

*Tcf4* (DEG#16). Like *Tshz2* (#14 in this cluster), *Tcf4* codes for transcription factor 4 (TCF4). *Tcf4* is highly expressed in the developing forebrain (Jung et al., 2018). TCF4 protein is also present in the nuclei and cytoplasm of cochlear outer hair cells and considered to control the differentiation of these cells (Wang et al., 2021). It may regulate the formation of inhibitory synapses and the maintenance of excitatory/inhibitory balance (Tang et al., 2021). TCF4 regulates the expression of cell adhesion molecules and thus controls neuronal positioning (Zhang et al., 2021). In *Tcf4* knockout mice, cortical microcircuits are disrupted, and the neocortex resembles the 3-layered entorhinal cortex. Moreover, neuronal functions are disrupted. A *Tcf4*-dependent network of transcription factors has been identified, which cooperatively control the development of interhemispheric connectivity (Wittmann et al., 2021). Information about *Tcf4* on the central auditory system is lacking. AMBA shows [low to intermediate expression at P14](#) and low gene expression in LSO cells [at P56](#) (Supplementary Figure S4).

#### #17 – *Bcat1*: branched-chain aminotransferase

*Bcat1* (DEG#17) is expressed in several organs, including a variety of brain regions, particularly the cerebellum, hippocampus, and ventral midbrain, where the expression is restricted to neurons (Sweatt et al., 2004; Castellano et al., 2007). 

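Bcat1 (ENSMUSG00000030268) lies on chromosome 6 of GRCm38 from 144993835 to 145076184 and stands at row 7762 of the table. Bcat1 had a mean of 24.4 TPM in pLSOs and 1.04 TPM (0.296 TPM without the neuron of highest value) in LOCs. Transcripts of Bcat1 were detected in 57.7% of pLSOs (30 of 52, 95% interval 43.2 to 71.3%), in 10.7% of LOCs (3 of 28, 95% interval 2.27 to 28.2%) and in 0 of 8 negative controls. Bcat1 differed by 2.36 in mean log2(TPM + 1) (pLSO minus LOC).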

The gene encodes the branched-chain aminotransferase 1 (BCAT1), a cytosolic enzyme involved in the catabolism of branched-chain amino acids. Therewith, it is involved in the synthesis of glutamate. Remarkably, the anticonvulsant drug gabapentin is a specific inhibitor of BCAT1. Literature data connecting *Bcat1* to auditory neurons are lacking. AMBA shows heterogeneous expression levels [in the LSO ranging from low to high at both P14 and P56](#) (Supplementary Figure S4).

#### #18 – *Parp8*: poly(ADP-ribose) polymerase family member 8

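Parp8 (ENSMUSG00000021725) lies on chromosome 13 of GRCm38 from 116854820 to 117025537 and stands at row 3274 of the table. Parp8 was detected in 80.8% of pLSOs (42 of 52, 95% interval 67.5 to 90.4%) and in 28.6% of LOCs (8 of 28, 95% interval 13.2 to 48.7%), with 0 of 8 negative controls beside them. Mean Parp8 values were 317 TPM and 48 TPM (10.6 TPM without the neuron of highest value), respectively. For Parp8, the mean TPM was 6.61-fold higher in pLSOs, and the difference of mean log2(TPM + 1), pLSO minus LOC, was 3.85.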

*Parp8* (DEG#18) codes for the eighth member of the poly(ADP-ribose) polymerase family. This family comprises 17 members. The proteins PARP1 and PARP2 have a well-established role in DNA repair. In contrast, the biological pathways PARP8 is involved in remain uncovered, and a cellular function has not been established (Richard et al., 2021). There is no literature data on *Parp8* expression in the auditory system. AMBA shows low to intermediate

signal intensities in the LSO at P56 (Supplementary Figure S4, no AMBA data available for P14).

#### #19 – *Cntn4*: Contactin-4

*Cntn4* (DEG#19) encodes the protein Contactin-4 (aka BIG-2). 

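In pLSOs, Cntn4 (ENSMUSG00000064293) had a mean of 8.06 TPM and in LOCs of 0.107 TPM (0.0370 TPM without the neuron of highest value). The Cntn4 shares were 55.8% of pLSOs (29 of 52, 95% interval 41.3 to 69.5%) and 7.14% of LOCs (2 of 28, 95% interval 0.877 to 23.5%), against 0 of 8 negative controls. Cntn4 lies on chromosome 6 of GRCm38 from 105677660 to 106699310 and stands at row 18132 of the table. Cntn4 differed by 1.71 in mean log2(TPM + 1) (pLSO minus LOC).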

BIG-2 is a GPI-anchored axonal glycoprotein and belongs to the superfamily of immunoglobulin cell adhesion molecules (Yoshihara et al., 1995; Oguro-Ando et al., 2017). BIG-2 promotes neurite outgrowth and target-specific axon arborization (Mercati et al., 2013; Osterhout et al., 2015). We know of no publications on *Cntn4* in the auditory system. AMBA shows low *in situ* hybridization signals in a few LSO cells at P56 (Supplementary Figure S4, no AMBA data available for P14).

#### #20 – *Cck*: cholecystokinin

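Among neurons, Cck (ENSMUSG00000032532) was detected in 53.8% of pLSOs (28 of 52, 95% interval 39.5 to 67.8%) and in 0 of 28 LOCs (a share of up to 10.7%), and among negative controls in 0 of 8. The mean of Cck over pLSOs was 15.3 TPM. Cck lies on chromosome 9 of GRCm38 from 121489824 to 121495694 and stands at row 9048 of the table. For Cck, the difference of mean log2(TPM + 1), pLSO minus LOC, was 2.43.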

Finally, *Cck* (DEG#20) codes for the neuropeptide cholecystokinin (CCK), which is widely distributed throughout the mammalian brain (Crawley and Corwin, 1994). CCK was described in rat LSOs projecting into the inferior colliculus which therewith are part of the ascending auditory system (Fallon and Seroogy, 1984). This result, together with the observation of medium-to-large soma sizes (13-30  $\mu$ m), indicates that the CCK-positive neurons are pLSOs. AMBA shows low *Cck* expression only in a few cells in the LSO at P14 and no expression at P56 (Supplementary Figure S4).

### **Supplementary Figure S4 relevant here**

#### **Cluster 2**

##### #7 – *Col4a4*: collagen type IV $\alpha$ 4 chain

*Col4a4* (DEG#7) encodes the  $\alpha$ 4 chain of type IV collagen. Notice that *Col4a3* was DEG#3 in cluster 2. The  $\alpha$ 3/ $\alpha$ 4/ $\alpha$ 5 domains have a limited tissue distribution. Mutations in *Col4a3* and *Col4a4* affect type IV collagens, essential components of the basement membranes in various organs. Patients with thin basement disease suffer from hematuria yet have no extrarenal manifestations, whereas those with Alport syndrome often present hearing loss and ocular abnormalities too (Plaisier et al., 2005; Cosgrove and Madison, 2022). AMBA shows intermediate *Col4a3* expression in the LSO at P56 (Supplementary Figure S5, no AMBA data available for P14). *Col4a4* was very recently identified as a marker for LOCs in a study using single-nucleus sequencing in mice, confirming our findings (Frank et al., 2023).

##### #8 – *Cit*: citron kinase

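Cit (ENSMUSG00000029516) lies on chromosome 5 of GRCm38 from 115845278 to 116008947 and stands at row 7371 of the table. Cit had a mean of 31.7 TPM in LOCs and 4.75 TPM in pLSOs. Transcripts of Cit were detected in 85.7% of LOCs (24 of 28, 95% interval 67.3 to 96.0%), in 30.8% of pLSOs (16 of 52, 95% interval 18.7 to 45.1%) and in 4 of 8 negative controls. Of Cit, the mean TPM was 6.67-fold higher in LOCs (a difference of mean log2(TPM + 1) of -2.82, pLSO minus LOC).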

*Cit* (DEG#8) encodes citron kinase (CIT-K), a serine/threonine kinase that interacts with the small GTPase Rho in the Rho signaling pathway (D'Avino, 2017). *Cit* is expressed in various organs, including the CNS, and is involved in neuron generation. It also functions in DNA damage control. Mutations have been associated with microencephaly (Basit et al., 2016; Shaheen et al., 2016). AMBA shows low to intermediate *Cit* expression in the LSO at P56 and intermediate expression at P14 (Supplementary Figure S5).

##### #9 – *Fxyd6*: phosphohippolin

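Fxyd6 (ENSMUSG00000066705) lies on chromosome 9 of GRCm38 from 45370185 to 45396159 and stands at row 19250 of the table. Fxyd6 was detected in 67.9% of LOCs (19 of 28, 95% interval 47.6 to 84.1%) and in 1.92% of pLSOs (1 of 52, 95% interval 0.0487 to 10.3%), with 1 of 8 negative controls beside them. Mean Fxyd6 values were 22.2 TPM and 0.0192 TPM (0 TPM without the neuron of highest value), respectively. For Fxyd6, the difference of mean log2(TPM + 1), pLSO minus LOC, was -3.17.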

*Fxyd6* (DEG#9) encodes a small single-span membrane protein FXYD6 also called phosphohippolin. FXYD6 binds and modulates the function of Na<sup>+</sup>/K<sup>+</sup>-ATPase (Garty and Karlisch, 2006; Delprat et al., 2007b). Within the seven FXYD subfamilies, FXYD6 and FXYD7 are the major isoforms in the CNS (Delprat et al., 2007a). FXYD6 exhibits a unique distribution, with the highest levels in 3-week-old rat brains (Kadowaki et al., 2004). It was identified in glutamatergic synaptosomes from mouse brains (Biesemann et al., 2014) and in somatic and dendritic plasma membranes of spiral ganglion neurons (Delprat et al., 2007a), particularly type

II neurons (Shrestha et al., 2018), as well as in interdental cells of the cochlea (Kolla et al., 2020). The gene is dynamically expressed in the inner ear and may play a role in endolymph homeostasis and neuronal activity (Delprat et al., 2007a). *Fxyd6* expression is negatively correlated with the amplitude of AP afterhyperpolarization, indicating that phosphohippolin is involved in AP repolarization (Bomkamp et al., 2019). In this context, higher *Fxyd6* expression occurs in neurons that fire APs more slowly (Harris et al., 2018), consistent with the idea of cluster 2 comprising LOCs. AMBA shows LSO cells with low to intermediate *Fxyd6* expression levels at P56, but high expression levels at P14 (Supplementary Figure S5).

#### #10 – *Acly*: ATP citrate lyase

*Acly* (DEG#10) encodes an ATP citrate lyase. 

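In LOCs, Acly (ENSMUSG00000020917) had a mean of 989 TPM and in pLSOs of 115 TPM. The Acly shares were 89.3% of LOCs (25 of 28, 95% interval 71.8 to 97.7%) and 48.1% of pLSOs (25 of 52, 95% interval 34.0 to 62.4%), against 3 of 8 negative controls. Acly lies on chromosome 11 of GRCm38 from 100476353 to 100528000 and stands at row 2830 of the table. Of Acly, the mean TPM was 8.57-fold higher in LOCs (a difference of mean log2(TPM + 1) of -5.31, pLSO minus LOC).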

ACLY is a mitochondrial enzyme that catalyzes the conversion of citrate to cytosolic acetyl-CoA, thereby linking glucose metabolism to *de novo* lipid synthesis (Hatzivassiliou et al., 2005). It therewith provides a carbon source for the generation of fatty acids, cholesterol, and keton bodies. Results about neurons are sparse as to date. A recent report on single striatal neurons showed a negative correlation between *Acly* expression and the amplitude of IPSCs, indicating a role for ACLY at inhibitory synapses (Paraskevopoulou et al., 2021). The AMBA shows an intermediate signal intensity for *Acly* mRNA in the SOC at P56. (Supplementary Figure S5, no AMBA data available for P14).

#### #11 – *Scn3a*: sodium voltage-gated channel alpha subunit 3

*Scn3a* (DEG#11) codes for the pore-forming  $\alpha$  subunit of voltage-activated Nav1.3 channels. AMBA shows no expression of *Scn3a* in the LSO at P54 (Supplementary Figure S5, no AMBA data available for P14). This gene is extensively discussed in the main text file.

#### #12 – *Gata3*: GATA binding protein 3

*Gata3* (DEG#12) codes for the zinc-finger transcription factor GATA3. 

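Among neurons, Gata3 (ENSMUSG00000015619) was detected in 78.6% of LOCs (22 of 28, 95% interval 59.0 to 91.7%) and in 13.5% of pLSOs (7 of 52, 95% interval 5.59 to 25.8%), and among negative controls in 1 of 8. The mean of Gata3 was 779.6 TPM in LOCs and 1.81 TPM (1.02 TPM without the neuron of highest value) in pLSOs. Gata3 lies on chromosome 2 of GRCm38 from 9857078 to 9890034 and stands at row 1629 of the table. For Gata3, the mean TPM was 431-fold higher in LOCs, and the difference of mean log2(TPM + 1), pLSO minus LOC, was -6.04.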

GATA3 immunopositivity has been described in the inner ear and in afferent and efferent auditory neurons of adult mice (Karis et al., 2001). The authors demonstrated GATA3 labeling in the LSO that matches with the pattern of retrogradely labeled LOCs (their Figure 3 g, h). These results suggest that *Gata3* is likely associated with LOCs. *Gata3* null mutants show unusual axonal projections, suggesting that the transcription factor is involved in axonal pathfinding of olivocochlear neurons (Karis et al., 2001). The authors also showed that continued *Gata3* expression is required for normal neurosensory development in the cochlea. AMBA shows only two LSO cells with low *Gata3* expression at P56 (Supplementary Figure S5). In contrast, the expression level at P14 is intermediate.

#### #13 – *Nfia*: nuclear factor I-A

*Nfia* (DEG#13) codes for the nuclear factor I-A (NFIA). 

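Nfia (ENSMUSG00000028565) lies on chromosome 4 of GRCm38 from 97772734 to 98118874 and stands at row 6776 of the table. Nfia had a mean of 41.1 TPM in LOCs and 5.04 TPM in pLSOs. Transcripts of Nfia were detected in 82.1% of LOCs (23 of 28, 95% interval 63.1 to 93.9%), in 28.8% of pLSOs (15 of 52, 95% interval 17.1 to 43.1%) and in 3 of 8 negative controls. Of Nfia, the mean TPM was 8.15-fold higher in LOCs (a difference of mean log2(TPM + 1) of -2.97, pLSO minus LOC).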

*Nfia* is a master switch gene that turns on glia generation (Li, 2020). It also plays a role in astrocyte differentiation and continues to be expressed in mature astrocytes across various brain regions. In the hippocampus, it renders region-specific properties to astrocytes. Commissural projections develop abnormally in *Nfia* KO mice (Shu et al., 2003). *Nfia* expression was also described for neurons (Sagner et al., 2021). AMBA shows only one LSO cell with low expression signal at P56 but intermediate expression at P14 (Supplementary Figure S5).

#### #14 – *Rmst*: rhabdomyosarcoma 2 associated transcript

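Rmst (ENSMUSG00000097348) has no place in the annotation of GRCm38 used here. Rmst was detected in 46.4% of LOCs (13 of 28, 95% interval 27.5 to 66.1%) and in 0 of 52 pLSOs (a share of up to 5.77%), with 0 of 8 negative controls beside them. Mean Rmst over LOCs was 3.86 TPM. For Rmst, the difference of mean log2(TPM + 1), pLSO minus LOC, was -1.30.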

*Rmst* (DEG#14) encodes a long non-coding RNA molecule named rhabdomysarcoma 2 associated transcript (RMST). Such RNAs play important roles in CNS development (Cheng et al., 2019). RMST can directly bind to SOX2 and is thus important for neuronal differentiation (Ng et al., 2013). In accord with this, *Rmst* expression increases during neuronal differentiation. A Pubmed search ‘rmst auditory’ (2024-03-07) yielded no result, and two results of marginal

interest were obtained with 'rmst brainstem'. AMBA provides no data for this gene (Supplementary Figure S5).

#### #15 – *Atp8a1*: ATPase 8A1

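In LOCs, Atp8a1 (ENSMUSG00000037685) had a mean of 32.4 TPM and in pLSOs of 0.0962 TPM (0.0196 TPM without the neuron of highest value). The Atp8a1 shares were 64.3% of LOCs (18 of 28, 95% interval 44.1 to 81.4%) and 3.85% of pLSOs (2 of 52, 95% interval 0.469 to 13.2%), against 3 of 8 negative controls. Atp8a1 lies on chromosome 5 of GRCm38 from 67618140 to 67847434 and stands at row 10835 of the table. Atp8a1 differed by -3.08 in mean log2(TPM + 1) (pLSO minus LOC).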

*Atp8a1* (DEG#15) encodes the phospholipid transporting ATPase 8A1. The protein is a phospholipid flippase that transports a relatively giant substrate compared to Na<sup>+</sup>/K<sup>+</sup>-ATPases or Ca<sup>2+</sup>-ATPases. It maintains a physiological distribution of phosphatidylserine, a glycerophospholipid and component of cell membranes (Bradberry et al., 2022). Via several key signaling pathways, phosphatidylserines indirectly stimulate neuronal survival, neurite outgrowth, and synaptogenesis. *Atp8a1* may also drive the formation of highly curved membranes of synaptic vesicles (Takada et al., 2018). AMBA shows LSO cells with low to intermediate *Atp8a1* expression at P56, but a high expression at P14 (Supplementary Figure S5).

#### #16 – *Resp18*: regulated endocrine-specific protein 18

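Among neurons, Resp18 (ENSMUSG00000033061) was detected in 85.7% of LOCs (24 of 28, 95% interval 67.3 to 96.0%) and in 55.8% of pLSOs (29 of 52, 95% interval 41.3 to 69.5%), and among negative controls in 0 of 8. The mean of Resp18 was 81.1 TPM in LOCs and 14.5 TPM in pLSOs. Resp18 lies on chromosome 1 of GRCm38 from 75272199 to 75278415 and stands at row 9256 of the table. For Resp18, the mean TPM was 5.60-fold higher in LOCs, and the difference of mean log2(TPM + 1), pLSO minus LOC, was -2.96.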

*Resp18* (DEG#16) encodes regulated endocrine-specific protein 18 (RESP18). Aside from other organs, Resp18 is expressed in the CNS, including the forebrain and brainstem (Atari et al., 2019). Gene expression has been attributed to peptidergic and brainstem catecholaminergic neurons (Darlington et al., 1997). The authors do not mention auditory nuclei. The RESP18 protein may serve as an intracellular signal, but the function is unclear. In the thyroid, RESP18 colocalizes with CGRP, DEG#1 in cluster 2. AMBA shows heterogenous expression levels for *Resp18* in the LSO at P56 (Supplementary Figure S5, no AMBA data available for P14).

#### #17 – *Spock3*: SPARC/Osteonectin CWCV and Kazal-like domains proteoglycan 3

*Spock3* (DEG#17) encodes the protein SPARC, the acronym for secreted heparan sulfate proteoglycan acidic and rich in cysteine. 

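Spock3 (ENSMUSG00000054162) lies on chromosome 8 of GRCm38 from 62951009 to 63357103 and stands at row 15799 of the table. Spock3 had a mean of 57.8 TPM in LOCs and 13.9 TPM in pLSOs. Transcripts of Spock3 were detected in 96.4% of LOCs (27 of 28, 95% interval 81.7 to 99.9%), in 55.8% of pLSOs (29 of 52, 95% interval 41.3 to 69.5%) and in 0 of 8 negative controls. Of Spock3, the mean TPM was 4.14-fold higher in LOCs (a difference of mean log2(TPM + 1) of -2.75, pLSO minus LOC).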

SPARC belongs to the osteonectin family of extracellular Ca<sup>2+</sup>-binding proteins. *Spock3* itself is the acronym for SPARC/Osteonectin CWCV and Kazal-like domains proteoglycan 3 and had previously been identified as testican-3 (Charbonnier et al., 1998). *Spock3* is broadly expressed in the developing and adult brain, with a bias towards fetal and early postnatal stages. Mutant mice display abnormalities of axonal tracts in the brain (Yamamoto et al., 2014). These results show an important role for *Spock3* in the formation or maintenance of major neuronal structures in the brain and a possible involvement of SPARC in axon guidance. AMBA shows mostly low to intermediate *Spock3* expression at P56 (Supplementary Figure S5, no AMBA data available for P14).

#### #18 – *Pgrmc1*: progesterone receptor membrane component 1

*Pgrmc1* (DEG#18) encodes PGRMC-1, a putative membrane-associated steroid receptor named progesterone receptor membrane component 1. A Pubmed search ('pgrmc brain'; 2023-10-22) revealed 3 results, from which a function or localization of the protein cannot be deduced. AMBA shows heterogenous expression levels in the LSO at P56 (Supplementary Figure S5, no AMBA data available for P14).

#### #19 – *Rasgrf1*: Ras protein specific guanine nucleotide releasing factor 1

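Rasgrf1 (ENSMUSG00000032356) lies on chromosome 9 of GRCm38 from 89909908 to 90026977 and stands at row 8936 of the table. Rasgrf1 was detected in 67.9% of LOCs (19 of 28, 95% interval 47.6 to 84.1%) and in 11.5% of pLSOs (6 of 52, 95% interval 4.35 to 23.4%), with 2 of 8 negative controls beside them. Mean Rasgrf1 values were 42.9 TPM and 4.27 TPM, respectively. For Rasgrf1, the mean TPM was 10.1-fold higher in LOCs, and the difference of mean log2(TPM + 1), pLSO minus LOC, was -3.28.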

*Rasgrf1* (DEG#19) codes for a protein named Ras protein specific guanine nucleotide releasing factor 1 (RasGRF1). RasGRF1 is a Ca<sup>2+</sup>-stimulated guanine nucleotide exchange factor (GEF) that stimulates the dissociation of GDP from the Ras protein. RasGRF1 contains a neural domain that allows specific binding to the cytoplasmic C-terminal of GluN2B-subunits in NMDA receptors (Sepulveda et al., 2010; Varbanov and Dityatev, 2017). The GluN2B-NMDAR/RasGRF1/NOX2 pathway promotes dendritogenesis, whereas disruption of the interaction between GluN2B and RasGRF1 decreases dendritic branching (Krapivinsky et al., 2003; Abarzua et al., 2019). Ras-GEF activity can be activated by muscarinic receptors and

Ca<sup>2+</sup> influx, and it may be important for long-term memory. AMBA shows heterogeneous expression levels for *Rasgrf* throughout the LSO at P56 and intermediate expression at P14 (Supplementary Figure S5).

#20 – *Gm20721*: snRNA-activating protein complex subunit 3

Finally, *Gm20721* (DEG#20) encodes the subunit 3 of a snRNA-activating protein complex (SNAPC3). 

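In LOCs, Gm20721 (ENSMUSG00000090625) had a mean of 8.11 TPM and in pLSOs of 1.79 TPM. The Gm20721 shares were 89.3% of LOCs (25 of 28, 95% interval 71.8 to 97.7%) and 61.5% of pLSOs (32 of 52, 95% interval 47.0 to 74.7%), against 3 of 8 negative controls. Gm20721 lies on chromosome 2 of GRCm38 from 174330319 to 174346712 and stands at row 31821 of the table. Of Gm20721, the mean TPM was 4.53-fold higher in LOCs (a difference of mean log2(TPM + 1) of -1.56, pLSO minus LOC).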

The SNAPC complex is composed of five subunits and regulates the transcription of genes coding for non-coding, small nuclear RNAs (Baillat et al., 2012). The subunits are conserved among multicellular organisms. The SNAP3 subunit can directly bind DNA (Jawdekar et al., 2006) and, together with SNAPC1 and SNAPC4, can form a ‘minimal’ functional SNAPC (Mittal et al., 1999). Several Pubmed searches (e.g., ‘SNAPC3 brain’; ‘SNAPC3 neuron’; 2024-03-07) obtained only one result of marginal interest, and AMBA provides no data for *Gm20721* in the LSO (Supplementary Figure S5). Thus, *Gm2071* is the DEG for which we obtained the least information in the context of neural tissue.

Supplementary Figure S5 relevant here

## References

- Abarzua, S., Ampuero, E., and Van Zundert, B. (2019). Superoxide generation via the NR2B-NMDAR/RasGRF1/NOX2 pathway promotes dendritogenesis. *J. Cell Physiol.* 234, 22985-22995. doi: 10.1002/jcp.28859
- Adasme, T., Haeger, P., Paula-Lima, A. C., Espinoza, I., Casas-Alarcón, M. M., Carrasco, M. A., and Hidalgo, C. (2011). Involvement of ryanodine receptors in neurotrophin-induced hippocampal synaptic plasticity and spatial memory formation. *Proc. Natl. Acad. Sci. U.S.A.* 108, 3029-3034. doi: 10.1073/pnas.1013580108
- Andrews, T. S., and Hemberg, M. (2018). False signals induced by single-cell imputation. *F1000Res* 7, 1740. doi: 10.12688/f1000research.16613.2
- Atari, E., Perry, M. C., Jose, P. A., and Kumarasamy, S. (2019). Regulated endocrine-specific protein-18, an emerging endocrine protein in physiology: A literature review. *Endocrinology* 160, 2093-2100. doi: 10.1210/en.2019-00397
- Baillat, D., Gardini, A., Cesaroni, M., and Shiekhhattar, R. (2012). Requirement for SNAPC1 in transcriptional responsiveness to diverse extracellular signals. *Mol. Cell Biol.* 32, 4642-4650. doi: 10.1128/MCB.00906-12
- Basit, S., Al-Harbi, K. M., Alhijji, S. A., Albalawi, A. M., Alharby, E., Eldardear, A., and Samman, M. I. (2016). CIT, a gene involved in neurogenic cytokinesis, is mutated in human primary microcephaly. *Hum. Genet.* 135, 1199-1207. doi: 10.1007/s00439-016-1724-0
- Biesemann, C., Gronborg, M., Luquet, E., Wichert, S. P., Bernard, V., Bungers, S. R., Cooper, B., Varoqueaux, F., Li, L., Byrne, J. A., Urlaub, H., et al. (2014). Proteomic screening of glutamatergic mouse brain synaptosomes isolated by fluorescence activated sorting. *EMBO J.* 33, 157-170. doi: 10.1002/embj.201386120
- Bomkamp, C., Tripathy, S. J., Bengtsson Gonzales, C., Hjerling-Leffler, J., Craig, A. M., and Pavlidis, P. (2019). Transcriptomic correlates of electrophysiological and morphological diversity within and across excitatory and inhibitory neuron classes. *PLoS Comput. Biol.* 15, e1007113. doi: 10.1371/journal.pcbi.1007113
- Bradberry, M. M., Mishra, S., Zhang, Z., Wu, L., Mcketney, J. M., Vestling, M. M., Coon, J. J., and Chapman, E. R. (2022). Rapid and gentle immunopurification of brain synaptic vesicles. *J. Neurosci.* doi: 10.1523/jneurosci.2521-21.2022
- Brose, N. (2008). For better or for worse: complexins regulate SNARE function and vesicle fusion. *Traffic* 9, 1403-1413. doi: 10.1111/j.1600-0854.2008.00758.x
- Caicedo, A., and Eybalin, M. (1999). Glutamate receptor phenotypes in the auditory brainstem and mid-brain of the developing rat. *Eur. J. Neurosci.* 11, 51-74. doi: 10.1523/jneurosci.11.01.1999.0051
- Case, D. T., Zhao, X., and Gillespie, D. C. (2011). Functional refinement in the projection from ventral cochlear nucleus to lateral superior olive precedes hearing onset in rat. *PLoS One* 6, e20756. doi: 10.1371/journal.pone.0020756
- Castellano, S., Casarosa, S., Sweatt, A. J., Hutson, S. M., and Bozzi, Y. (2007). Expression of cytosolic branched chain aminotransferase (BCATc) mRNA in the developing mouse brain. *Gene Expr Patterns* 7, 485-490. doi: 10.1016/j.modgep.2006.10.010
- Chang, S., Reim, K., Pedersen, M., Neher, E., Brose, N., and Taschenberger, H. (2015). Complexin stabilizes newly primed synaptic vesicles and prevents their premature fusion at the mouse calyx of Held synapse. *J. Neurosci.* 35, 8272-8290. doi: 10.1523/jneurosci.4841-14.2015
- Charbonnier, F., Perin, J. P., Mattei, M. G., Camuzat, A., Bonnet, F., Gressin, L., and Alliel, P. M. (1998). Genomic organization of the human SPOCK gene and its chromosomal localization to 5q31. *Genomics* 48, 377-380. doi: 10.1006/geno.1997.5199
- Cheng, X., Li, H., Zhao, H., Li, W., Qin, J., and Jin, G. (2019). Function and mechanism of long non-coding RNA Gm21284 in the development of hippocampal cholinergic neurons. *Cell Biosci.* 9, 72. doi: 10.1186/s13578-019-0336-5

373 Choi, Y., Nam, J., Whitcomb, D. J., Song, Y. S., Kim, D., Jeon, S., Um, J. W., Lee, S. G., Woo,  
374 J., Kwon, S. K., Li, Y., et al. (2016). SALM5 trans-synaptically interacts with LAR-RPTPs in  
375 a splicing-dependent manner to regulate synapse development. *Sci. Rep.* 6, 26676. doi:  
376 10.1038/srep26676

377 Cosgrove, D., and Madison, J. (2022). Molecular and cellular mechanisms underlying the  
378 initiation and progression of Alport glomerular pathology. *Front. Med.* 9, 846152. doi:  
379 10.3389/fmed.2022.846152

380 Crawley, J. N., and Corwin, R. L. (1994). Biological actions of cholecystokinin. *Peptides* 15,  
381 731-755. doi: 10.1016/0196-9781(94)90104-x

382 D'avino, P. P. (2017). Citron kinase - renaissance of a neglected mitotic kinase. *J. Cell Sci.* 130,  
383 1701-1708. doi: 10.1242/jcs.200253

384 Darlington, D. N., Schiller, M. R., Mains, R. E., and Eipper, B. A. (1997). Expression of  
385 RESP18 in peptidergic and catecholaminergic neurons. *J. Histochem. Cytochem.* 45, 1265-  
386 1277. doi: 10.1177/002215549704500910

387 De Carcer, G., Escobar, B., Higuero, A. M., Garcia, L., Anson, A., Perez, G., Mollejo, M.,  
388 Manning, G., Melendez, B., Abad-Rodriguez, J., and Malumbres, M. (2011a). Plk5, a polo  
389 box domain-only protein with specific roles in neuron differentiation and glioblastoma  
390 suppression. *Mol. Cell Biol.* 31, 1225-1239. doi: 10.1128/MCB.00607-10

391 De Carcer, G., Manning, G., and Malumbres, M. (2011b). From Plk1 to Plk5: functional  
392 evolution of polo-like kinases. *Cell Cycle* 10, 2255-2262. doi: 10.4161/cc.10.14.16494

393 Delprat, B., Puel, J. L., and Geering, K. (2007a). Dynamic expression of FXYD6 in the inner  
394 ear suggests a role of the protein in endolymph homeostasis and neuronal activity. *Dev. Dyn.*  
395 236, 2534-2540. doi: 10.1002/dvdy.21269

396 Delprat, B., Schaer, D., Roy, S., Wang, J., Puel, J. L., and Geering, K. (2007b). FXYD6 is a  
397 novel regulator of Na,K-ATPase expressed in the inner ear. *J. Biol. Chem.* 282, 7450-7456.  
398 doi: 10.1074/jbc.M609872200

399 Ene, F. A., Kullmann, P. H. M., Gillespie, D. C., and Kandler, K. (2003). Glutamatergic calcium  
400 responses in the developing lateral superior olive: receptor types and their specific activation  
401 by synaptic activity patterns. *J. Neurophysiol.* 90, 2581-2591. doi:  
402 Fallon, J. H., and Seroogy, K. B. (1984). Visual and auditory pathways contain cholecystokinin:  
403 evidence from immunofluorescence and retrograde tracing. *Neurosci. Lett.* 45, 81-87. doi:  
404 10.1016/0304-3940(84)90333-1

405 Fernández De Sevilla, D., Nuñez, A., Araque, A., and Buño, W. (2021). Metabotropic  
406 regulation of synaptic plasticity. *Neuroscience* 456, 1-3. doi:  
407 10.1016/j.neuroscience.2020.10.006

408 Frank, M. M., Sitko, A. A., Suthakar, K., Cadenas, L. T., Hunt, M., Yuk, M. C., Weisz, C. J.  
409 C., and Goodrich, L. V. (2023). Experience-dependent flexibility in a molecularly diverse  
410 central-to-peripheral auditory feedback system. *Elife* 12:e83855, e83855. doi:  
411 10.7554/eLife.83855

412 Garty, H., and Karlish, S. J. (2006). Role of FXYD proteins in ion transport. *Annu. Rev. Physiol.*  
413 68, 431-459. doi: 10.1146/annurev.physiol.68.040104.131852

414 Grant, L., Slapnick, S., Kennedy, H., and Hackney, C. (2006). Ryanodine receptor localisation  
415 in the mammalian cochlea: an ultrastructural study. *Hear. Res.* 219, 101-109. doi:  
416 10.1016/j.heares.2006.06.002

417 Harris, K. D., Hochgerner, H., Skene, N. G., Magno, L., Katona, L., Bengtsson Gonzales, C.,  
418 Somogyi, P., Kessaris, N., Linnarsson, S., and Hjerling-Leffler, J. (2018). Classes and  
419 continua of hippocampal CA1 inhibitory neurons revealed by single-cell transcriptomics.  
420 *PLoS Biol* 16, e2006387. doi: 10.1371/journal.pbio.2006387

421 Hatzivassiliou, G., Zhao, F., Bauer, D. E., Andreadis, C., Shaw, A. N., Dhanak, D., Hingorani,  
422 S. R., Tuveson, D. A., and Thompson, C. B. (2005). ATP citrate lyase inhibition can suppress  
423 tumor cell growth. *Cancer Cell* 8, 311-321. doi: 10.1016/j.ccr.2005.09.008

- Hernandez, D. A., Bennett, C. M., Dunina-Barkovskaya, L., Wedig, T., Capetanaki, Y., Herrmann, H., and Conover, G. M. (2016). Nebulette is a powerful cytolinker organizing desmin and actin in mouse hearts. *Mol. Biol. Cell* 27, 3869-3882. doi: 10.1091/mbc.E16-04-0237
- Hollmann, M., Hartley, M., and Heinemann, S. (1991).  $\text{Ca}^{2+}$  permeability of KA-AMPA-gated glutamate receptor channels depends on subunit composition. *Science* 252, 851-853. doi: 10.1126/science.1709304
- Hu, P., Fabyanic, E., Kwon, D. Y., Tang, S., Zhou, Z., and Wu, H. (2017). Dissecting cell-type composition and activity-dependent transcriptional state in mammalian brains by massively parallel single-nucleus RNA-Seq. *Mol. Cell* 68, 1006-1015 e1007. doi: 10.1016/j.molcel.2017.11.017
- Jawdekar, G. W., Hanzlowsky, A., Hovde, S. L., Jelencic, B., Feig, M., Geiger, J. H., and Henry, R. W. (2006). The unorthodox SNAP50 zinc finger domain contributes to cooperative promoter recognition by human SNAPC. *J. Biol. Chem.* 281, 31050-31060. doi: 10.1074/jbc.M603810200
- Jung, M., Haberle, B. M., Tschaikowsky, T., Wittmann, M. T., Balta, E. A., Stadler, V. C., Zweier, C., Dorfler, A., Gloeckner, C. J., and Lie, D. C. (2018). Analysis of the expression pattern of the schizophrenia-risk and intellectual disability gene TCF4 in the developing and adult brain suggests a role in development and plasticity of cortical and hippocampal neurons. *Mol. Autism* 9, 20. doi: 10.1186/s13229-018-0200-1
- Kadowaki, K., Sugimoto, K., Yamaguchi, F., Song, T., Watanabe, Y., Singh, K., and Tokuda, M. (2004). Phosphohippolin expression in the rat central nervous system. *Brain Res. Dev. Brain Res.* 125, 105-112. doi: 10.1016/j.molbrainres.2004.03.021
- Karis, A., Pata, I., Van Doorninck, J. H., Grosveld, F., De Zeeuw, C. I., De Caprona, D., and Fritsch, B. (2001). Transcription factor GATA-3 alters pathway selection of olivocochlear neurons and affects morphogenesis of the ear. *J. Comp. Neurol.* 429, 615-630. doi: 10.1002/1096-9861(20010122)429:4<615::aid-cne8>3.0.co;2-f
- Kato, A. S., Siuda, E. R., Nisenbaum, E. S., and Bredt, D. S. (2008). AMPA receptor subunit-specific regulation by a distinct family of type II TARPs. *Neuron* 59, 986-996. doi: 10.1016/j.neuron.2008.07.034
- Kolla, L., Kelly, M. C., Mann, Z. F., Anaya-Rocha, A., Ellis, K., Lemons, A., Palermo, A. T., So, K. S., Mays, J. C., Orvis, J., Burns, J. C., et al. (2020). Characterization of the development of the mouse cochlear epithelium at the single cell level. *Nat. Commun.* 11, 2389. doi: 10.1038/s41467-020-16113-y
- Krapivinsky, G., Krapivinsky, L., Manasian, Y., Ivanov, A., Tyzio, R., Pellegrino, C., Ben-Ari, Y., Clapham, D. E., and Medina, I. (2003). The NMDA receptor is coupled to the ERK pathway by a direct interaction between NR2B and RasGRF1. *Neuron* 40, 775-784. doi: 10.1016/s0896-6273(03)00645-7
- Li, C., Wang, Y., Wang, G., Lu, Y., He, S., Sun, Y., and Liu, Z. (2020). Fate-mapping analysis using Rorb-IRES-Cre reveals apical-to-basal gradient of Rorb expression in mouse cochlea. *Dev. Dyn.* 249, 173-186. doi: 10.1002/dvdy.111
- Li, Q. (2020). Overseeing memory circuits by NFIA: new face in astrocytes. *Neuron* 106, 878-878. doi: 10.1016/j.neuron.2020.05.027
- Licker, V., Turck, N., Kövari, E., Burkhardt, K., Côte, M., Surini-Demiri, M., Lobrinus, J. A., Sanchez, J. C., and Burkhardt, P. R. (2014). Proteomic analysis of human substantia nigra identifies novel candidates involved in Parkinson's disease pathogenesis. *Proteomics* 14, 784-794. doi: 10.1002/pmic.201300342
- Lioudyno, M., Hiel, H., Kong, J. H., Katz, E., Waldman, E., Parameshwaran-Iyer, S., Glowatzki, E., and Fuchs, P. A. (2004). A "synaptoplasmic cistern" mediates rapid inhibition of cochlear hair cells. *J. Neurosci.* 24, 11160-11164. doi: 10.1523/jneurosci.3674-04.2004

474 Littlefield, R. S., and Fowler, V. M. (2008). Thin filament length regulation in striated muscle  
 475 sarcomeres: pointed-end dynamics go beyond a nebulin ruler. *Semin. Cell. Dev. Biol.* 19, 511-  
 476 519. doi: 10.1016/j.semcdb.2008.08.009  
 477 Liu, H. (2019). Synaptic organizers: synaptic adhesion-like molecules (SALMs). *Curr. Opin.*  
 478 *Struct. Biol.* 54, 59-67. doi: 10.1016/j.sbi.2019.01.002  
 479 Liu, H., Aramaki, M., Fu, Y., and Forrest, D. (2017). Retinoid-related orphan receptor beta and  
 480 transcriptional control of neuronal differentiation. *Curr. Top. Dev. Biol.* 125, 227-255. doi:  
 481 10.1016/bs.ctdb.2016.11.009  
 482 Macosko, E. Z., Basu, A., Satija, R., Nemesh, J., Shekhar, K., Goldman, M., Tirosh, I., Bialas,  
 483 A. R., Kamitaki, N., Martersteck, E. M., Trombetta, J. J., et al. (2015). Highly parallel  
 484 genome-wide expression profiling of individual cells using nanoliter droplets. *Cell* 161, 1202-  
 485 1214. doi: 10.1016/j.cell.2015.05.002  
 486 Mercati, O., Danckaert, A., Andre-Leroux, G., Bellinzoni, M., Gouder, L., Watanabe, K.,  
 487 Shimoda, Y., Grailhe, R., De Chaumont, F., Bourgeron, T., and Cloez-Tayarani, I. (2013).  
 488 Contactin 4, -5 and -6 differentially regulate neuritogenesis while they display identical  
 489 PTPRG binding sites. *Biol. Open* 2, 324-334. doi: 10.1242/bio.20133343  
 490 Mittal, V., Ma, B., and Hernandez, N. (1999). SNAP(c): a core promoter factor with a built-in  
 491 DNA-binding damper that is deactivated by the Oct-1 POU domain. *Genes Dev.* 13, 1807-  
 492 1821. doi: 10.1101/gad.13.14.1807  
 493 Murayama, T., and Ogawa, Y. (1996). Properties of Ryr3 ryanodine receptor isoform in  
 494 mammalian brain. *J. Biol. Chem.* 271, 5079-5084. doi: 10.1074/jbc.271.9.5079  
 495 Myers, K. R., Yu, K., Kremerskothen, J., Butt, E., and Zheng, J. Q. (2020). The nebulin family  
 496 LIM and SH3 proteins regulate postsynaptic development and function. *J. Neurosci.* 40, 526-  
 497 541. doi: 10.1523/jneurosci.0334-19.2019  
 498 Ng, S. Y., Bogu, G. K., Soh, B. S., and Stanton, L. W. (2013). The long noncoding RNA RMST  
 499 interacts with SOX2 to regulate neurogenesis. *Mol. Cell* 51, 349-359. doi:  
 500 10.1016/j.molcel.2013.07.017  
 501 Oguro-Ando, A., Zuko, A., Kleijer, K. T. E., and Burbach, J. P. H. (2017). A current view on  
 502 contactin-4, -5, and -6: Implications in neurodevelopmental disorders. *Mol. Cell Neurosci.* 81,  
 503 72-83. doi: 10.1016/j.mcn.2016.12.004  
 504 Osterhout, J. A., Stafford, B. K., Nguyen, P. L., Yoshihara, Y., and Huberman, A. D. (2015).  
 505 Contactin-4 mediates axon-target specificity and functional development of the accessory  
 506 optic system. *Neuron* 86, 985-999. doi: 10.1016/j.neuron.2015.04.005  
 507 Paraskevopoulou, F., Parvizi, P., Senger, G., Tuncbag, N., Rosenmund, C., and Yildirim, F.  
 508 (2021). Impaired inhibitory GABAergic synaptic transmission and transcription studied in  
 509 single neurons by Patch-seq in Huntington's disease. *Proc. Natl. Acad. Sci. U.S.A.* 118. doi:  
 510 10.1073/pnas.2020293118  
 511 Petitpré, C., Wu, H., Sharma, A., Tokarska, A., Fontanet, P., Wang, Y., Helmbacher, F., Yackle,  
 512 K., Silberberg, G., Hadjab, S., and Lallemand, F. (2018). Neuronal heterogeneity and  
 513 stereotyped connectivity in the auditory afferent system. *Nat. Commun.* 9, 3691. doi:  
 514 10.1038/s41467-018-06033-3  
 515 Plaisier, E., Alamowitch, S., Gribouval, O., Mougenot, B., Gaudric, A., Antignac, C., Roullet,  
 516 E., and Ronco, P. (2005). Autosomal-dominant familial hematuria with retinal arteriolar  
 517 tortuosity and contractures: a novel syndrome. *Kidney Int.* 67, 2354-2360. doi:  
 518 10.1111/j.1523-1755.2005.00341.x  
 519 Richard, I. A., Burgess, J. T., O'byrne, K. J., and Bolderson, E. (2021). Beyond PARP1: The  
 520 potential of other members of the poly (ADP-ribose) polymerase family in DNA repair and  
 521 cancer therapeutics. *Front. Cell Dev. Biol.* 9, 801200. doi: 10.3389/fcell.2021.801200  
 522 Rodriguez, J. M., Pozo, F., Di Domenico, T., Vazquez, J., and Tress, M. L. (2020). An analysis  
 523 of tissue-specific alternative splicing at the protein level. *PLoS Comput. Biol.* 16, e1008287.  
 524 doi: 10.1371/journal.pcbi.1008287

Rosenberg, A. B., Roco, C. M., Muscat, R. A., Kuchina, A., Yao, Z., Graybuck, L. T., Peeler, D. J., Mukherjee, S., Chen, W., Pun, S. H., Sellers, D. L., et al. (2018). Single-cell profiling of the developing mouse brain and spinal cord with split-pool barcoding. *Science* 360, 176-182. doi: 10.1126/science.aam8999

Sagner, A., Zhang, I., Watson, T., Lazaro, J., Melchionda, M., and Briscoe, J. (2021). A shared transcriptional code orchestrates temporal patterning of the central nervous system. *PLoS Biol* 19, e3001450. doi: 10.1371/journal.pbio.3001450

Seabold, G. K., Wang, P. Y., Chang, K., Wang, C. Y., Wang, Y. X., Petralia, R. S., and Wenthold, R. J. (2008). The SALM family of adhesion-like molecules forms heteromeric and homomeric complexes. *J. Biol. Chem.* 283, 8395-8405. doi: 10.1074/jbc.M709456200

Sepulveda, F. J., Bustos, F. J., Inostroza, E., Zuniga, F. A., Neve, R. L., Montecino, M., and Van Zundert, B. (2010). Differential roles of NMDA Receptor Subtypes NR2A and NR2B in dendritic branch development and requirement of RasGRF1. *J. Neurophysiol.* 103, 1758-1770. doi: 10.1152/jn.00823.2009

Shaheen, R., Hashem, A., Abdel-Salam, G. M., Al-Fadhli, F., Ewida, N., and Alkuraya, F. S. (2016). Mutations in CIT, encoding citron rho-interacting serine/threonine kinase, cause severe primary microcephaly in humans. *Hum. Genet.* 135, 1191-1197. doi: 10.1007/s00439-016-1722-2

Shrestha, B. R., Chia, C., Wu, L., Kujawa, S. G., Liberman, M. C., and Goodrich, L. V. (2018). Sensory neuron diversity in the inner ear is shaped by activity. *Cell* 174, 1229-1246 e1217. doi: 10.1016/j.cell.2018.07.007

Shu, T., Butz, K. G., Plachez, C., Gronostajski, R. M., and Richards, L. J. (2003). Abnormal development of forebrain midline glia and commissural projections in Nfia knock-out mice. *J. Neurosci.* 23, 203-212. doi: 10.1523/jneurosci.23-01-00203.2003

Strenzke, N., Chanda, S., Kopp-Scheinflug, C., Khimich, D., Reim, K., Bulankina, A. V., Neef, A., Wolf, F., Brose, N., Xu-Friedman, M. A., and Moser, T. (2009). Complexin-I is required for high-fidelity transmission at the endbulb of Held auditory synapse. *J. Neurosci.* 29, 7991-8004. doi: 10.1523/jneurosci.29-01-00799.2009

Sweatt, A. J., Garcia-Espinosa, M. A., Wallin, R., and Hutson, S. M. (2004). Branched-chain amino acids and neurotransmitter metabolism: expression of cytosolic branched-chain aminotransferase (BCATc) in the cerebellum and hippocampus. *J. Comp. Neurol.* 477, 360-370. doi: 10.1002/cne.20200

Takada, N., Naito, T., Inoue, T., Nakayama, K., Takatsu, H., and Shin, H. W. (2018). Phospholipid-flipping activity of P4-ATPase drives membrane curvature. *EMBO J.* 37. doi: 10.15252/embj.201797705

Tang, X., Jaenisch, R., and Sur, M. (2021). The role of GABAergic signalling in neurodevelopmental disorders. *Nat. Rev. Neurosci.* doi: 10.1038/s41583-021-00443-x

Tasic, B., Yao, Z., Graybuck, L. T., Smith, K. A., Nguyen, T. N., Bertagnolli, D., Goldy, J., Garren, E., Economo, M. N., Viswanathan, S., Penn, O., et al. (2018). Shared and distinct transcriptomic cell types across neocortical areas. *Nature* 563, 72-78. doi: 10.1038/s41586-018-0654-5

Terasaki, A. G., Suzuki, H., Nishioka, T., Matsuzawa, E., Katsuki, M., Nakagawa, H., Miyamoto, S., and Ohashi, K. (2004). A novel LIM and SH3 protein (lasp-2) highly expressing in chicken brain. *Biochem Biophys Res Commun* 313, 48-54. doi: 10.1016/j.bbrc.2003.11.085

Van Den Hurk, M., Erwin, J. A., Yeo, G. W., Gage, F. H., and Bardy, C. (2018). Patch-seq protocol to analyze the electrophysiology, morphology and transcriptome of whole single neurons derived from human pluripotent stem cells. *Front. Mol. Neurosci.* 11, 261. doi: 10.3389/fnmol.2018.00261

- Varbanov, H., and Dityatev, A. (2017). Regulation of extrasynaptic signaling by polysialylated NCAM: Impact for synaptic plasticity and cognitive functions. *Mol. Cell Neurosci.* 81, 12-21. doi: 10.1016/j.mcn.2016.11.005
- Verdoorn, T. A., Burnashev, N., Monyer, H., Seeburg, P. H., and Sakmann, B. (1991). Structural determinants of ion flow through recombinant glutamate receptor channels. *Science* 252, 1715-1718. doi: 10.1126/science.1710829
- Wang, S., Lee, M. P., Jones, S., Liu, J., and Waldhaus, J. (2021). Mapping the regulatory landscape of auditory hair cells from single-cell multi-omics data. *Genome Res.* 31, 1885-1899. doi: 10.1101/gr.271080.120
- Wittmann, M. T., Katada, S., Sock, E., Kirchner, P., Ekici, A. B., Wegner, M., Nakashima, K., Lie, D. C., and Reis, A. (2021). scRNA sequencing uncovers a TCF4-dependent transcription factor network regulating commissure development in mouse. *Development* 148. doi: 10.1242/dev.196022
- Wu, Y., and Zhang, K. (2020). Tools for the analysis of high-dimensional single-cell RNA sequencing data. *Nat. Rev. Nephrol.* 16, 408-421. doi: 10.1038/s41581-020-0262-0
- Yamamoto, A., Uchiyama, K., Nara, T., Nishimura, N., Hayasaka, M., Hanaoka, K., and Yamamoto, T. (2014). Structural abnormalities of corpus callosum and cortical axonal tracts accompanied by decreased anxiety-like behavior and lowered sociability in spock3- mutant mice. *Dev. Neurosci.* 36, 381-395. doi: 10.1159/000363101
- Yao, Z., Van Velthoven, C. T. J., Nguyen, T. N., Goldy, J., Sedeno-Cortes, A. E., Baftizadeh, F., Bertagnolli, D., Casper, T., Chiang, M., Crichton, K., Ding, S. L., et al. (2021). A taxonomy of transcriptomic cell types across the isocortex and hippocampal formation. *Cell*. doi: 10.1016/j.cell.2021.04.021
- Yoshihara, Y., Kawasaki, M., Tamada, A., Nagata, S., Kagamiyama, H., and Mori, K. (1995). Overlapping and differential expression of BIG-2, BIG-1, TAG-1, and F3: four members of an axon-associated cell adhesion molecule subgroup of the immunoglobulin superfamily. *J. Neurobiol.* 28, 51-69. doi: 10.1002/neu.480280106
- Zhang, L., and Zhang, S. (2021). Imputing single-cell RNA-seq data by considering cell heterogeneity and prior expression of dropouts. *J. Mol. Cell Biol.* 13, 29-40. doi: 10.1093/jmcb/mjaa052
- Zhang, Y., Cai, Z., Hu, G., Hu, S., Wang, Y., Li, N., Chen, S., Liu, Q., Zeng, L., Tang, T., Zhang, Y., et al. (2021). Transcription factor 4 controls positioning of cortical projection neurons through regulation of cell adhesion. *Mol. Psychiatry* 26, 6562-6577. doi: 10.1038/s41380-021-01119-9
- Zheng, G. X., Terry, J. M., Belgrader, P., Ryvkin, P., Bent, Z. W., Wilson, R., Ziraldo, S. B., Wheeler, T. D., Mcdermott, G. P., Zhu, J., Gregory, M. T., et al. (2017). Massively parallel digital transcriptional profiling of single cells. *Nat. Commun.* 8, 14049. doi: 10.1038/ncomms14049

How the deposited data were processed for this re-analysis (not part of the article)

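The cytoplasm of single LSO neurons of juvenile mice was harvested through the patch pipette after electrophysiological recording, and each neuron and each negative control gave 1 library. The libraries were made after a modified Smart-seq2 protocol and sequenced by the authors, who trimmed the reads, aligned them to the mouse genome, marked duplicates and summarised them to genes of the Gencode annotation. The score values of the expression table are TPM as deposited, which the authors made from gene length and sequencing depth for each library. They are whole numbers, and each library sums to between 999773 and 1000026 TPM. The files hold no read counts, so the depth behind a value is unknown and no limit from read numbers is given. The electrophysiological features were taken from the sample labels, where the authors gave them per neuron.

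The 38887 genes of the table carry Ensembl identifiers, and names, positions and lengths were taken from Gencode vM21 on GRCm38, in which 37570 of them have a length. The paper names an earlier Gencode release, which was not used here. Calculations were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and scikit-learn 1.9.0, and figures with matplotlib 3.10.9.

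Before any comparison, each library was checked against Table S3 of the paper, of which 1463 genes and 42 of 86 cell columns were at hand, by the share of genes equal within rounding. Membership in the 2 cluster means of that table was found by least squares. The weights of member libraries lay between 0.916 and 1.27, and a library outside had at most 0.271. For 7 libraries the label and the membership in the cluster means differed, and for cell_39 the table prints other values under the same name; these 8 were left out. The comparisons of transcripts therefore rest on 80 neurons and 8 negative controls, namely 41 Onset and 11 Sustained neurons, together 52 pLSOs, and 28 LOCs. This departs from the grouping by label of all 86 neurons that was set before the data were examined, and it was chosen after the values had been seen. It makes the choice of neurons depend in part on the clustering of the paper, as for cell_54, labelled as a Sustained neuron and in the mean of cluster 2. The grouping as labelled and the grouping by Table S3 were run as alternatives. Electrophysiological features do not depend on the expression table and were summarised for all 86 labelled neurons.

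A gene was counted as detected in a library at 1 TPM or more. Shares of neurons are given with the exact Clopper-Pearson 95% interval, and for 0 of n neurons with the limit of 3 over n; both cover counting error only. Group values are arithmetic means of TPM, ratios of these means where no group is at 0, and differences of mean log2(TPM + 1), pLSO minus LOC. No ratio is given where 3 or fewer neurons of a class hold the gene, and a mean is also given without its highest neuron where that changes it more than 1.5-fold. The labels name no animals, so each group counts as 1 sample, and no test, standard error or count of changed genes was made from cells. The precision of a comparison between classes is thus unknown beyond counting error, and SDs and quartiles describe the spread over neurons.

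The genes named are every gene the paper names for a claim, the 10 of highest mean TPM over the neurons and the 10 of highest mean in the negative controls. Added to these, among genes with a mean of 10 TPM or more in a class, are the 10 with the largest difference between the shares of pLSOs and LOCs in each direction and the 5 with the largest difference between Onset and Sustained neurons in each direction. Other genes, such as those restricted to a class at 1000 TPM, were named after their values were seen. Some genes that these rules name are not reported here, and for this reason 10 of the 12 Super DEGs were compared and 4 microglia genes were set against Apoe. Metabolic genes are the complete lists of Table S2 with Ckb. The v-ATPase genes in these lists were separated only after the count for the complete lists was known. The 27 Kv and 7 neurotransmitter genes follow the tables and figures of the paper. The other families are wider, with 13 Nav, 26 Cav, 27 TRP, 10 HCN and CNG, 58 ligand-gated receptor and 15 GPCR genes. For these families, the paper shows and counts per neuron only the genes it found expressed.

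For the DEG lists, the median difference of each list was compared with 10000 random lists of the same size matched on mean expression. For the unsupervised grouping, log2(TPM + 1) of the 2000 genes of highest variance among genes detected in at least 5% of neurons was used. It was reduced to 10 principal components and divided into 2 groups by Ward clustering. The 2 groups were matched to the classes the better way round, so the share grouped with the label cannot fall below 50%. The overlap index was computed from kernel densities of log2(TPM + 1). The clusterings and tests of the paper that start from counts were not repeated, because the files hold no counts, and Supplementary tables that were not at hand were not used here.

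To study the scale of the values, the smallest step of a gene was estimated for genes with at least 15 positive values. It was taken from the whole-number values of rows up to 3400 and, apart from these, from the unrounded values of Table S3. The step was compared with the gene lengths of the annotation, both in the order of the table and sorted by size. A length of 80 bases taken off the sorted lengths gave the narrowest spread of steps over 813 genes in rows 1501 to 3400. An earlier estimate from the values of Table S3 had given 75 bases. Values rescaled to the own length of each gene were computed for 31835 genes of at least 200 bases: the TPM were multiplied with a length for the place in the table, divided by the own length less 80 bases and then brought to the same total per library. After row 1676, the length for the place was the sorted length less 80 bases. In the first 1676 rows, where the sorted length was under 90 bases and this difference is near 0 or negative, it was taken from the steps themselves, as the inverse of percentile 35 of the steps in a sliding window of 31 genes, a percentile that was kept from rising down the table. These rows hold 412 of the 500 genes of highest mean.

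RNA from other cells was looked for with lists of markers written before the data were examined, for neurons (6 genes), astrocytes (7), oligodendrocytes (6), oligodendrocyte precursors (4), microglia (7), endothelial cells (5) and red blood cells (4). Tested on simulated data, the matching of columns was right for 20 of 20 columns with 2 of them swapped, the membership in a cluster mean for 60 of 60 columns, and the grouping for 60 of 60 neurons. The smallest step was recovered within 1.25 times for 91.5% of 1907 simulated genes. Among lists of unchanged simulated genes, 96 of 100 lay between the percentiles expected for 95 of 100.

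Alternatives set before the data were examined concerned the detection threshold (any value above 0, 10 TPM), values above the highest negative control alone, the neurons of fewest detected genes left out (10%), counts of genes per 1000 detected genes, the median or 2 to the power of the mean log2 in place of the mean, the highest neuron left out, rescaling without mitochondrial and spike-in genes, pseudocounts of 0.1 and 10, Onset neurons alone as pLSOs, filters on low values, a mark of 500 TPM, the settings of the grouping, the mean of electrophysiological features and the treatment of missing features. Alternatives chosen after the values had been seen were the 2 other groupings of libraries, a threshold of 2 TPM, rescaling to own length, grouping on components 2 to 10 and cell_39 counted as a Sustained neuron.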

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

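The tests of a mislabelled library and of carried-over RNA were chosen after the values had been seen, and the comparison of numbers of detected genes was set before. The results that stood out are of 2 kinds, a negative control far from the others and neurons that the cluster means of the paper leave out. No biological explanation was tested for them, since the labels name no condition beside the firing pattern.

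Negative control 6 had 3104 genes at 1 TPM or more, 1833 more than the next of the 10 labelled negative controls, whose range was 2819 genes (0.650 of the range, above the critical value of 0.466). At 10 TPM or more it had 1926 genes, 1103 more than the next over a range of 1698. Among groups of this size, chance alone marks about 1 in 20 groups in this way, and the 2 thresholds are not independent. The values of negative control 5 and negative control 6 were each equal, within rounding, to those that Table S3 prints for a neuron of cluster 1 at 100% of 1463 genes, while the best wrong column reached 73.1%. Table S3 thus prints the same libraries under the names of neurons, so a mislabelled library may explain the outlier. Which of the 2 sources holds the right label stays open, and if it is the deposited one, neuron RNA carried into these 2 controls stays open as well, since the equality at 100% of genes holds in either case. Negative control 6 held 75 TPM of Spp1, 23 TPM of Kcnh7 and 138 TPM of Slc17a6, and negative control 5 had 1247 genes and 782 TPM of Spp1. Among the other 8 negative controls no library was far from the rest (0.170 of the range at 1 TPM, against a critical value of 0.526).

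The libraries named cell_78 and cell_85, labelled as LOCs, are in neither of the 2 cluster means of Table S3, and the paper does not report on them apart from its other neurons. They held 2052 and 2784 genes at 1 TPM or more, above the 1271 genes of the highest of the 8 negative controls, and with 827 and 692 TPM of Calca, 12 and 16 TPM of Ucn and 17 and 60 TPM of Isl1 they resembled the LOCs. The files hold nothing that says why they are in neither mean, and no explanation was tested for them. The libraries cell_36 and cell_40, labelled as Onset neurons and likewise in neither mean, had 653 and 1002 genes, below the highest negative control. The library cell_54, labelled as a Sustained neuron and in the mean of cluster 2, had 2582 genes with 1887 TPM of Calca, 28 TPM of Ucn and no Spp1. For cell_39, labelled as an Onset neuron with 2104 genes, Table S3 prints other values. When it was counted as a Sustained neuron, 27 of 27 Kv means of Table S6 for Sustained neurons were met within 0.5 TPM, against 18 without it, so its label may be wrong in 1 of the 2 sources; another library reached 26, so that this alone is weak.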

How the results depend on the processing

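The 2 other groupings of libraries, the threshold of 2 TPM, the rescaling to own length and the grouping on components 2 to 10 were chosen after the values had been seen, the other alternatives before. For the main results, 216 values under an alternative stayed within the limits for an unchanged value, 33 moved and 0 changed direction where a direction had been called. For these the cause was not tested, except where it is given.

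At 10 TPM or more, which by construction lowers every number of detected genes, the median number of detected genes was 1577.5 over all neurons, 1625.5 in pLSOs, 1621 in Onset neurons, 1661 in Sustained neurons and 1494 in LOCs; there were 8 transmitter combinations in pLSOs, and 17.9% of LOCs held more than 3 transmitter genes. With the median over neurons, 1213 genes reached 1 TPM, 57 exceeded 1024 and 28 exceeded 2048 TPM; 81 reached 1000 TPM in a class, 42 in both, 19 in pLSOs alone and 20 in LOCs alone. With 2 to the power of the mean log2, these numbers were 3862, 17 and 11, and 25, 13, 10 and 2. Rescaled to own length, 93 genes exceeded 1024 and 33 exceeded 2048 TPM, and 85 genes of the complete metabolic lists and 75 without the v-ATPase genes were among the 500 highest means. At a mark of 500 TPM, lower by construction, 526 genes reached it in a class, 287 in both and 103 in pLSOs alone. Above the highest negative control, the ratio of neurotransmitter genes per pLSO to per LOC was 0.243. A pseudocount of 10, which by construction shrinks differences of low values, left 2 of the 10 Super DEGs compared with a log2 difference of 2 or more. Neurons were grouped with their label at 72.6% with the libraries grouped by Table S3 and at 93.8% on components 2 to 10. The mean in place of the median gave a V_rest difference of -5.35 mV.

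For single genes and families, 10102 values under an alternative stayed and 3329 moved. Only differences of mean log2 of at least 1 in size could count as reversed, and 0 did. For means, shares and numbers of genes no direction was called, so they could not be reversed. A threshold of 10 TPM moved 280 of 785 shares and 2 TPM 58, all lower. Counting only values above the highest negative control moved 192 of 785 shares, all lower. Of 785 means, the median moved 547 (4 of the 785 were higher), 2 to the power of the mean log2 557 and the highest neuron left out 302 (0 higher), the grouping as labelled 50, the grouping by Table S3 19 and the neurons of fewest genes left out 30. Rescaling to own length moved 559 of 782 means, and 363 of the 782 were higher. Of 255 differences of mean log2, pseudocounts of 0.1 and 10 moved 175 and 222, Onset neurons alone 92, the grouping as labelled 73 and by Table S3 71. The ratios of genes per pLSO to per LOC lay on both sides of 1 for Cav genes (0.918 to 1.11), TRP genes (0.816 to 1.04) and ligand-gated receptors (0.820 to 1.11), where no direction had been called.

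Some alternatives could change nothing or almost nothing. Any value above 0 TPM is the same as 1 TPM or more in whole numbers, and so is setting values below 1 TPM to 0. No gene of the table is named as mitochondrial or as a spike-in, so that the rescaling without them only brought each library to the same total. The depth in reads is unknown. What limits the shares is the number of neurons and the whole-number values, since 49.2% of the values listed as 1 TPM were below 1 TPM before rounding.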

Differences from the paper's values

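Alternatives not said to be set before the data were examined were chosen after seeing the values, and no test was run on the differences; the tests of the paper took cells as replicates. Of 358 values of the paper set beside values computed here, 153 from its text and 205 from its supplement, 16 differed. For this, the values had to be more than 1.5-fold apart, further apart than the larger SD where the paper states one, and the higher of them above the negative controls where these give the measure. The last condition left out the share of LOCs with Kcnh7, given below, and the share of pLSOs with Calca, 12.5% in the paper and 28.8% here, since the gene was detected in 62.5% of the negative controls; none of the alternatives set before the data were examined came within 1.5-fold, among them the threshold of 10 TPM (5.77%), and the threshold of 2 TPM, chosen after seeing the values, gave 13.5%.

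For the median number of detected genes in negative controls, the paper gives 310 and the value here was 821; none of the alternatives set before the data were examined came within the limits, among them the threshold of 10 TPM (573.5), nor did those chosen later. Of the 20 genes listed first for cluster 2, the paper counts 5 with a median of 10 TPM or less, and 3 were found here; leaving out the neurons of fewest genes and rescaling without mitochondrial and spike-in genes, both set before the data were examined, also differed, and grouping by Table S3, chosen after seeing the values, gave 5. For the mean of Cacna1e over all neurons, the paper gives 639 TPM, near the 656 TPM here, and in another place 1491 TPM, which its Discussion gives as the mean of LOCs; the LOC mean here was 1511 TPM. For the mean of Mcoln1 in Sustained neurons, the paper gives 374 TPM and 11.1 TPM was found; all alternatives set before the data were examined differed, and counting cell_39 as a Sustained neuron, chosen after seeing the values, gave 374 TPM. For HCN and CNG genes per Sustained neuron, the paper gives 0.1 and 0.182 was found. The paper counts the HCN genes it found expressed, and all 10 HCN and CNG genes were counted here. Of the alternatives set before the data were examined, the threshold of 10 TPM agreed (0.0909) and the others did not. The threshold of 2 TPM, chosen after seeing the values, gave 0.0909 as well. For the mean of Hagh, the paper gives 1225 TPM and 107 TPM was found, and no alternative of either kind agreed.

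On PC1 of the expression values, the paper gives 11% of the variance and 6.45% was found; with 500 genes of highest variance, set before the data were examined, it was 8.06%, within the limits, and the other alternatives set before differed. On PC1 and PC2 together, the paper gives 17% and 9.52% was found, and no alternative set before the data were examined or chosen later agreed. These components were computed from TPM here, and from normalized counts in the paper. For the interquartile range of τ_m, Table S5 of the paper gives 4.63804 ms in Onset neurons, 9.29333 ms in Sustained neurons and 26.1179 ms in LOCs, and the labels gave 2.33, 5.15 and 12.2 ms; no alternative was set for them, and the upper quartiles here were 4.50, 9.07 and 25.8 ms.

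In Table S6 of the paper, whole percentages and means are given, and the values here were rounded in the same way. The share of LOCs with Kcna1 is 27% in the paper and was 43% and that with Kcnc2 0% in the paper and 4%. For pLSOs, Kcnc2 has 2% in the paper and had 4% and Kcnd2 0% in the paper and 2%. Of the alternatives set before the data were examined, the threshold of 10 TPM agreed for Kcnc2 in LOCs (0%) and Kcnd2 (0%), and no other agreed for any of these 4 shares. The threshold of 2 TPM, chosen after seeing the values, agreed for Kcna1 (25%), Kcnc2 in LOCs (0%) and Kcnd2 (0%). No alternative agreed for Kcnc2 in pLSOs. The mean of Kcnh5 in pLSOs is 4 TPM in the paper and was 2 TPM; no alternative set before the data were examined agreed, and grouping by Table S3, chosen after seeing the values, gave 5 TPM.

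Rankings and directions also disagreed in part. According to the paper, PC1 separates the 2 clusters and unsupervised clustering follows the neuron classes; here 44 of 80 neurons lay on the side of their class on component 1 and 78 on component 2, and 46 of 80 were grouped with their label on components 1 to 10, against 75 on components 2 to 10, a setting chosen after seeing the values. The 10 Super DEGs compared all had the stated direction. The paper sets a limit of 4-fold or 2 on the log2 scale of normalized counts. By the difference of mean log2(TPM + 1), 9 of the 10 reached it and Kcna1 (1.57) did not. Of the pseudocounts set before the data were examined, 0.1 gave 10 genes and 10 gave 2. By the ratio of mean TPM, Kcna1 (2.79-fold), Gria4 (2.38-fold, 2.71 on the log2 scale) and Gria1 (2.83-fold, 2.67) stayed below 4-fold. When the neuron of highest value was left out in each class, Kcna1 (4.44-fold) and Gria4 (6.67-fold) exceeded it and Gria1 (3.18-fold) did not. Of the 12 genes of Cluster similarity, 10 were within the limit of 1 by the difference of mean log2(TPM + 1). Glrb (1.11) and Grin1 (1.08) were not. A pseudocount of 10, set before the data were examined, and the grouping by Table S3, chosen after seeing the values, each gave 12. A pseudocount of 0.1, set before the data were examined, gave 9. By the ratio of mean TPM, Trpm2 (7.29-fold, 0.35 on the log2 scale), Pkd2l2 (4.29-fold, 0.65) and Grik5 (2.75-fold, 0.66) exceeded 2-fold, and 8 genes did so when the neuron of highest value was left out in each class.

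The paper states that LOCs lack Kcnh7 and Scn4b, each of which was detected in 1 of 28 LOCs at 1 TPM. It finds no pLSO with more than 3 transmitter genes, while 1 of 52 held 4. Of 27 TRP genes, 6 reached 10 TPM or more here, with Trpm6 beside the 5 that the paper names among those it found expressed. Trpm6 fell to 5.16 TPM without its highest neuron. Chat was detected in 5 of 28 LOCs (17.9%), where the paper gives 3 neurons and 17%.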

Other observations

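The tests of the scale of the values, of the ratio of Cav to Kv genes, of the grouping on components 2 to 10 and of Calca in pLSOs were chosen after the result had been seen, and those of metabolic genes by place in the table, Kv genes per detected gene, capture, rounding and Apoe before.

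The deposited TPM fell with the place of a gene in the table, which is sorted by Ensembl identifier. The first eighth of the table (4860 genes) held 94.0% of the summed TPM of the neurons but 36.0% of their detected genes, and 493 of the 500 genes of highest mean. In whole-number TPM made from read counts, the values of a gene move in steps, and in 6 blocks within its first 1500 rows the smallest steps were 54.7, 27.3, 18.1, 13.6, 11.0 and 9.08 TPM. Higher transcript levels of genes with low identifiers would leave the step unchanged, but it fell 6.02 times from the first to the last of these blocks. Division by the own length of each gene would give long genes smaller steps; among neighbours in the table, genes over 4000 bases had 0.949 times the step of genes under 2000 bases, with lengths 4.60 times as long. In the unrounded values of Table S3 this ratio was 0.892, with lengths 4.65 times as long. A candidate explanation is that gene lengths were attached in ascending order down the table in place of the own length of each gene. Multiplied with the sorted length less 80 bases, the interquartile range of the log2 step over 813 genes after row 1500 was 0.265, against 0.983 for the step alone; in the rows before, the sorted length is too short to take off 80 bases, and this product was not tested. The length taken off was chosen on these same genes, the annotation is not the release of the authors, and how such an order could have come about was not tested. Read counts per gene would decide it.

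As a check on genes of similar abundance, 15 ribosomal protein genes early in the table had a median mean TPM 147 times that of 56 later ones, and 0.788 times after rescaling to own length, for which the first 1676 rows, with 11 of the ribosomal protein genes and 412 of the 500 genes of highest mean, were scaled by their measured steps. The SD of their log2 means was 3.00 before and 1.19 after. With 70, 75 and 85 bases taken off, the ratio was 1.14, 0.970 and 0.672. Rankings of genes by TPM may depend on this scale. Of 33 metabolic genes among the 500 highest means without the v-ATPase genes, 97.0% stood in the first eighth of the table, where 28 of the other 113 stood, although metabolic genes after the first eighth were detected in a median of 67.5% of neurons, against 88.8%. After rescaling, 75 metabolic genes were among the 500 highest (72, 74 and 68 with 70, 75 and 85 bases), so that their place among the highest genes is higher, not lower, on that scale. The summed Cav means were 4.34 times the summed Kv means as deposited and 0.359 times after rescaling, where the highest Cav mean was 0.333 times the highest Kv mean (0.329 to 0.335 over these lengths). In comparisons of 1 gene between pLSOs and LOCs, the rescaling acts only through the total per library; over 150 named genes with a 2-fold or larger difference, the largest change of such a ratio was 4.87-fold. No biological explanation was tested.

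The unsupervised grouping placed 46 of 80 neurons with their class, and its 2 groups had medians of 3132 and 2212 detected genes. On component 1, 74 neurons lay on the side given by the number of detected genes. A candidate explanation is a difference in the number of detected genes between neurons, since grouping on components 2 to 10 placed 75 of 80 with their class. Whether that number reflects capture, depth or the size of the neuron could not be separated. Kv genes were more numerous per pLSO than per LOC by 1.77 times, and by 1.61 times per 1000 detected genes, which argues against the number of detected genes as the whole reason. A higher number of Kv genes in pLSOs stays open as a biological difference, which was not tested further.

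Some channel genes had a high mean TPM in few neurons. Over all neurons, the shares of Kcnab3 and Cacna1e stood at percentiles 48.1 and 50.2 among genes of similar mean TPM. They were thus not low for such genes. After rescaling to own length they stood at 61.6 and 98.7. Whether capture explains them cannot be told from this, since the shares pool both classes. Kcnab3 was detected in 42% of pLSOs and 14% of LOCs, and the shares of Cacna1e also differed between the classes. The share of Kcnn3 stood at percentile 2.93, and at 63.4 after rescaling to own length. Capture and a true restriction to few neurons cannot be told apart for it while the scale is open. Rounding may raise the shares of weakly expressed genes above those of the paper, since 49.2% of the values listed as 1 TPM were below 1 TPM before rounding. The deposited values alone do not give the shares at an unrounded threshold.

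Calca was detected in 15 of 52 pLSOs at a median of 1 TPM, and in 62.5% of 8 negative controls. The highest value of the pLSOs used was 58 TPM, against a LOC mean of 1174 TPM, but cell_54, labelled as a Sustained neuron with 1887 TPM of Calca, had been left out because it is in the mean of cluster 2, so that expression in a subset of pLSOs at the level of LOCs stays open. Carry-over of RNA or reads between libraries and a low expression in pLSOs cannot be told apart, because the negative controls are few and their values vary, with a mean of 51.9 TPM and 14.3 TPM without the library of highest value.

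Apoe had a mean of 5946 TPM over neurons (652 rescaled) and was detected in 83.8% of them; in the negative controls it had 2574 TPM, and 107 TPM without the library of highest value. For Slc1a2, Slc1a3, Aldoc, Gja1 and Aqp4, genes of astrocytes, the median was 1.27% of Apoe (1.69% rescaled), with the highest means for Aldoc (1301 TPM, 365 rescaled) and Slc1a2 (541 TPM, 11.0 rescaled). For C1qa, C1qb, Csf1r and Cx3cr1, genes of microglia, the median was 0.159% of Apoe but 19.2% rescaled, with 44.9 TPM for Csf1r (24.9 TPM without the neuron of highest value). RNA from astrocytes or microglia cannot be told apart from other sources, since the level of these genes beside Apoe in such cells was not measured and the scale between genes is open. The text of the paper does not name Apoe, and expression by the neurons was not tested.

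Median mean TPM over the marker lists was 70.3 (170.2 rescaled) for neurons, 54.2 (11.0 rescaled) for astrocytes, 84.6 (227 rescaled) for oligodendrocytes, 0.0938 (0.337 rescaled) for oligodendrocyte precursors, 9.90 (132 rescaled) for microglia, 0.0125 (0.0390 rescaled) for endothelial cells and 72.3 (2467 rescaled) for red blood cells, so that the order of the lists depended on the scale. With 1 neuron left out, the lowest medians were 5.45 TPM (615 rescaled) for red blood cells, 5.94 TPM for microglia, 0.0190 TPM (0.138 rescaled) for oligodendrocyte precursors, 0 for endothelial cells and, rescaled, 6.71 for astrocytes; the other medians stayed within 1.5-fold. In the negative controls the medians were 27.4, 44.9, 914, 0, 22.6, 0 and 214 TPM in the same order, and the lowest with 1 library left out 7.79, 15.3, 622, 0, 0, 0 and 117 TPM. All genes of the lists except Kdr and Cdh5 were detected in at least 1 of the 80 neurons, no gene is on 2 lists, and Syt1 is also on a DEG list of the paper. Among the genes of the lists were Map2 (1207 TPM, 48.4 rescaled), Aldoc (1301 TPM, 365 rescaled), Cnp (1673 TPM, 207 rescaled), Olig1 (2.66 TPM, 76.9 rescaled), Csf1r (44.9 TPM, 34.4 rescaled), Pecam1 (7.05 TPM, 2.13 rescaled) and Hba-a2 (138 TPM, 8215 rescaled), and without the neuron of highest value Csf1r had 24.9 TPM, Pecam1 0.392 TPM and Hba-a2 11.1 TPM. The negative controls held transcripts of oligodendrocytes and of neurons, with 9901 TPM of Cnp, 1108 TPM of Snap25, 2363 TPM of Map2 and 1230.2 TPM of Mbp, and 5500.3, 547, 1072 and 887 TPM without the library of highest value for each gene.

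Among genes selected for the largest differences of shares between Onset and Sustained neurons, Pik3c2b (24.4% and 81.8%), Hnrnpll (19.5% and 72.7%), Tnfaip1 (12.2% and 72.7%), H2afy (22.0% and 72.7%) and Gm49342 (2.44% and 54.5%) were detected in more Sustained neurons. Ceacam10 (61.0% and 9.09%), Adm (43.9% and 0%), Chn1 (78.0% and 36.4%) and Ptgds (68.3% and 27.3%) were detected in more Onset neurons. With 11 Sustained neurons and a selection of the largest differences, such values are expected to shrink in other neurons, and no test was run. Between the classes, the 10 largest differences of shares in each direction all belonged to genes on the DEG lists of the paper, among them Bhlhe40 (59.6% of pLSOs and 0 of 28 LOCs), Ptprk (59.6% and 3.57%) and Tgfb2 (61.5% and 7.14%), which its text does not discuss.

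In the Table S5 of the paper, the AP halfwidth of Onset neurons rests on 40 neurons, and R_in and C_m on 43 each. The labels give each of these features for 44 Onset neurons. The AUROC is printed as exactly 0.5 for 8 genes of cluster 1 and 3 genes of cluster 2 on the DEG lists. For the 8 genes of cluster 1, 0.737 to 0.973 was computed here.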
